# Analysis of the *Phlebiopsis gigantea* Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood

**DOI:** 10.1371/journal.pgen.1004759

**Published:** 2014-12-04

**Authors:** Chiaki Hori, Takuya Ishida, Kiyohiko Igarashi, Masahiro Samejima, Hitoshi Suzuki, Emma Master, Patricia Ferreira, Francisco J. Ruiz-Dueñas, Benjamin Held, Paulo Canessa, Luis F. Larrondo, Monika Schmoll, Irina S. Druzhinina, Christian P. Kubicek, Jill A. Gaskell, Phil Kersten, Franz St. John, Jeremy Glasner, Grzegorz Sabat, Sandra Splinter BonDurant, Khajamohiddin Syed, Jagjit Yadav, Anthony C. Mgbeahuruike, Andriy Kovalchuk, Fred O. Asiegbu, Gerald Lackner, Dirk Hoffmeister, Jorge Rencoret, Ana Gutiérrez, Hui Sun, Erika Lindquist, Kerrie Barry, Robert Riley, Igor V. Grigoriev, Bernard Henrissat, Ursula Kües, Randy M. Berka, Angel T. Martínez, Sarah F. Covert, Robert A. Blanchette, Daniel Cullen

## Abstract

Collectively classified as white-rot fungi, certain basidiomycetes efficiently degrade the major structural polymers of wood cell walls. A small subset of these Agaricomycetes, exemplified by *Phlebiopsis gigantea*, is capable of colonizing freshly exposed conifer sapwood despite its high content of extractives, which retards the establishment of other fungal species. The mechanism(s) by which *P. gigantea* tolerates and metabolizes resinous compounds have not been explored. Here, we report the annotated *P. gigantea* genome and compare profiles of its transcriptome and secretome when cultured on fresh-cut versus solvent-extracted loblolly pine wood. The *P. gigantea* genome contains a conventional repertoire of hydrolase genes involved in cellulose/hemicellulose degradation, whose patterns of expression were relatively unperturbed by the absence of extractives. The expression of genes typically ascribed to lignin degradation was also largely unaffected. In contrast, genes likely involved in the transformation and detoxification of wood extractives were highly induced in its presence. Their products included an ABC transporter, lipases, cytochrome P450s, glutathione S-transferase and aldehyde dehydrogenase. Other regulated genes of unknown function and several constitutively expressed genes are also likely involved in *P. gigantea*'s extractives metabolism. These results contribute to our fundamental understanding of pioneer colonization of conifer wood and provide insight into the diverse chemistries employed by fungi in carbon cycling processes.

## Author Summary

The wood decay fungus *Phlebiopsis gigantea* degrades all components of plant cell walls and is uniquely able to rapidly colonize freshly exposed conifer sapwood. However, mechanisms underlying its conversion of lignocellulose and resinous extractives have not been explored. We report here analyses of the genetic repertoire, transcriptome and secretome of *P. gigantea*. Numerous highly expressed hydrolases, together with lytic polysaccharide monooxygenases were implicated in *P. gigantea*'*s* attack on cellulose, and an array of ligninolytic peroxidases and auxiliary enzymes were also identified. Comparisons of woody substrates with and without extractives revealed differentially expressed genes predicted to be involved in the transformation of resin. These expression patterns are likely key to the pioneer colonization of conifers by *P. gigantea*.

## Introduction

The most abundant source of terrestrial carbon is plant biomass, composed primarily of cellulose, hemicellulose, and lignin. Numerous microbes utilize cellulose and hemicellulose, but a much smaller group of filamentous fungi has the capacity to degrade lignin, the most recalcitrant component of plant cell walls. Uniquely, such ‘white-rot’ fungi efficiently depolymerize lignin to access cell wall carbohydrates for carbon and energy sources. As such, white-rot fungi play a key role in the carbon cycle.

White-rot basidiomycetes may differ in their substrate preference and morphological patterns of decay (for review see [1], [2]). The majority of lignin-degrading fungi, including *Phanerochaete chrysosporium* and *Ceriporiopsis subvermispora*, are unable to colonize freshly cut wood unless inhibitory compounds (extractives) are removed or transformed [2]–[5]. A few basidiomycetes, including *Phlebiopsis gigantea*, are pioneer colonizers of softwood because they tolerate and utilize resinous extractives (e.g., resin acids, triglycerides, long chain fatty acids, see Figure 1) which cause pitch deposits in paper pulp manufacturing [6]. It is this unusual capability that also led to the development of *P. gigantea* as a biocontrol agent against subsequent colonization of cut stumps by the root rot pathogen *Heterobasidium annosum* sensu lato (now considered several species) [7], [8] and of harvested wood by blue stain fungi [9], [10]. It seems likely that when applied to freshly cut wood, *P. gigantea* is able to rapidly metabolize accessible extractives and hemicellulose. As the hyphae continue to invade tracheids and ray parenchyma cells, the more recalcitrant cell wall polymers (cellulose, lignin; Figure 1) are eroded. Little is known of how some white-rot fungi degrade conifer extractives [11], [12] or interact with other fungi such as *H. annosum* [13].

**Figure 1:**
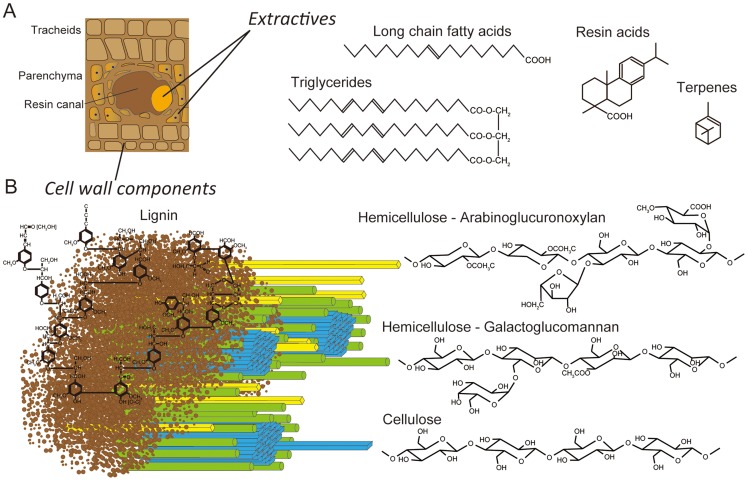
Schematic representations of lignocellulose components in cell walls of pine wood. Panel A: The extractives (long chain fatty acids, triglycerides, resin acids and terpenes) are found primarily in the resin ducts, but damage to pine wood causes the release of these compounds across wounded areas. Panel B: In tracheid cell walls, the amorphous, phenylpropanoid polymer lignin (brown) form a matrix around the more structured carbohydrate polymers, hemicellulose (yellow and green) and cellulose (blue).

White-rot fungi degrade major cell wall polymers through concerted action of hydrolytic and oxidative enzymes (reviewed in [14], [15]). Cellulose is attacked by a combination of exo-cellobiohydrolases and endoglucanases assigned to glycoside hydrolase families GH5, GH6, GH7 and possibly GH9, GH12, GH44 and GH45 [16], [17]. In addition to these hydrolases, recent evidence strongly supports the involvement of lytic polysaccharide monooxygenases (LPMOs) in cellulose degradation [18]–[20]. Lignin degradation is catalyzed by an array of oxidative enzymes, especially lignin peroxidase (LiP), manganese peroxidase (MnP) and versatile peroxidase (VP) belonging to class II of the plant-fungal-prokaryotic peroxidase superfamily. Recent genome investigations reveal that all efficient lignin degraders possess some combination of these class II ligninolytic peroxidases [21], [22]. In *P. gigantea*, four MnP sequences were previously identified [23].

In addition to peroxidases, laccases have been implicated in lignin degradation [24]–[26]. To date, multiple laccase isozymes and/or the corresponding genes have been characterized from most white-rot fungi except *P. chrysosporium*, an efficient lignocellulose degrader that lacks such enzymes [27]–[29]. The mechanism(s) by which laccases might degrade lignin remain unclear as the enzyme lacks sufficient oxidation potential to cleave non-phenolic linkages within the polymer. Interestingly, laccase activity has not been reported in *P. gigantea*.

Additional ‘auxiliary activities’ [30] commonly ascribed to ligninolytic systems include extracellular enzymes capable of generating H_2_O_2_. These enzymes may be physiologically coupled to peroxidases. Among them, aryl-alcohol oxidase (AAO), methanol oxidase (MOX), pyranose 2-oxidase (P2O), and copper radical oxidases (such as glyoxal oxidase, GLX) have been extensively studied. With the exception of P2O [31], none of these activities have been reported in *P. gigantea* cultures. In short, the repertoire of extracellular enzymes produced by *P. gigantea* is largely unknown, and its mechanism(s) for cell wall degradation remain unexplored.

Beyond extracellular systems, the complete degradation of lignin requires many intracellular enzymes for the complete mineralization of monomers to CO_2_ and H_2_O. Examples of enzymes that have been characterized from *P. chrysosporium* include cytochromes P450 (CYPs) [32]–[34], glutathione transferases [35], and aryl alcohol dehydrogenase (AAD) [36]. The role of such enzymes in *P. gigantea*, if any, is unknown.

Herein, we report analysis of the *P. gigantea* draft genome. Gene annotation, transcriptome analyses and secretome profiles identified numerous genes involved in lignocellulose degradation and in the metabolism of conifer extractives.

## Results

### Genome assembly and annotation

Following an assessment of wood decay properties (Figure 2), *P. gigantea* single basidiospore strain 5–6 was selected for sequencing using Illumina reads assembled with AllPathsLG. Genome size was estimated to be approximately 30 Mbp (Text S1), somewhat lower than closely related members of the ‘*Phlebia* clade’ [23], [37] such as *C. subvermispora* (39 Mbp) and *P. chrysosporium* (35 Mbp) [22], [27]. Aided by 17,915 mapped EST clusters, the JGI annotation pipeline predicted 11,891 genes. Proteins were assigned to 6412, 5615, 6932 and 2253 KOG categories, GO terms, pfam domains and EC numbers, respectively. Significant synteny with *P. chrysosporium* was observed (Figure S1). Detailed information on the assembly and annotations is available via the JGI portal MycoCosm [38].

**Figure 2:**
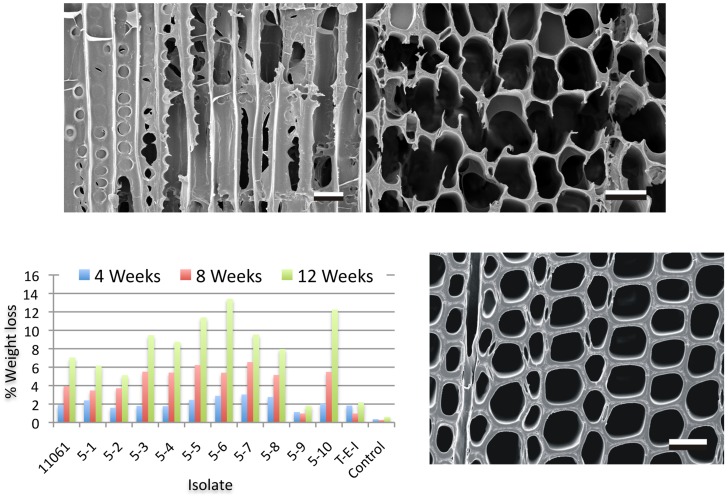
Wood decay characteristics. Comparative weight loss of parental strain 11061 and single basidiospore derivatives on colonized loblolly pine wood (*Pinus taeda*) wood wafers were determined after 4, 8 and 12 weeks incubation (bottom left panel) as described in Methods. Single basidiospore strain 5–6 also aggressively decayed birch and spruce (Text S1) and was selected for sequencing. Upper panels show scanning electron microscopy [68] of radial (left) and transverse (right) sections of pine wood tracheids that were substantially eroded or completely degraded by *P. gigantea* strain 5–6 by week twelve. Transverse section of sound wood (bottom photo) provides comparison. (Bar  = 40 µm).

### Gene families

Principal component analysis (PCA), based on 73 and 12 families of carbohydrate active enzymes (CAZys, [16]) and auxiliary activities (AAs), [30]), respectively, clustered *P. gigantea* with other efficient lignin degraders ([39], Figures 3A and S2). Gene numbers were extracted from 21 fungal genomes and excluded genes encoding putative GMC oxidases such as methanol oxidase, alcohol oxidase and glucose oxidase (Dataset S1). Highest contribution of PC1 (50% of variance separating white-rot and brown-rot fungi) and PC2 (13.0% of variance)) values were those genes associated with degradation of plant cell wall polysaccharides and lignin, respectively (Text S1). Hierarchical clustering analysis with this dataset also categorized *P. gigantea* into a clade of white-rot fungi that included the polypore *P. chrysosporium*. The precise number and distribution of *P. gigantea* genes likely involved in lignocellulose degradation were similar, but not identical, to other polypores such as *P. chrysosporium* and *C. subvermispora* (Figure 4). Like *P. chrysosporium* and *Phanerochaete flavido-alba*, *P. gigantea* had no laccase *sensu stricto* genes. Interestingly, while both *P. gigantea* and the white-rot Russulales *H. annosum* are adapted to colonization of conifers, significant numbers of laccase *sensu stricto* genes were only observed in *H. annosum* (Figure 4). This important conifer pathogen also lacked GLX, LiP and representatives of GH5 subfamiles 15 and 31.

**Figure 3:**
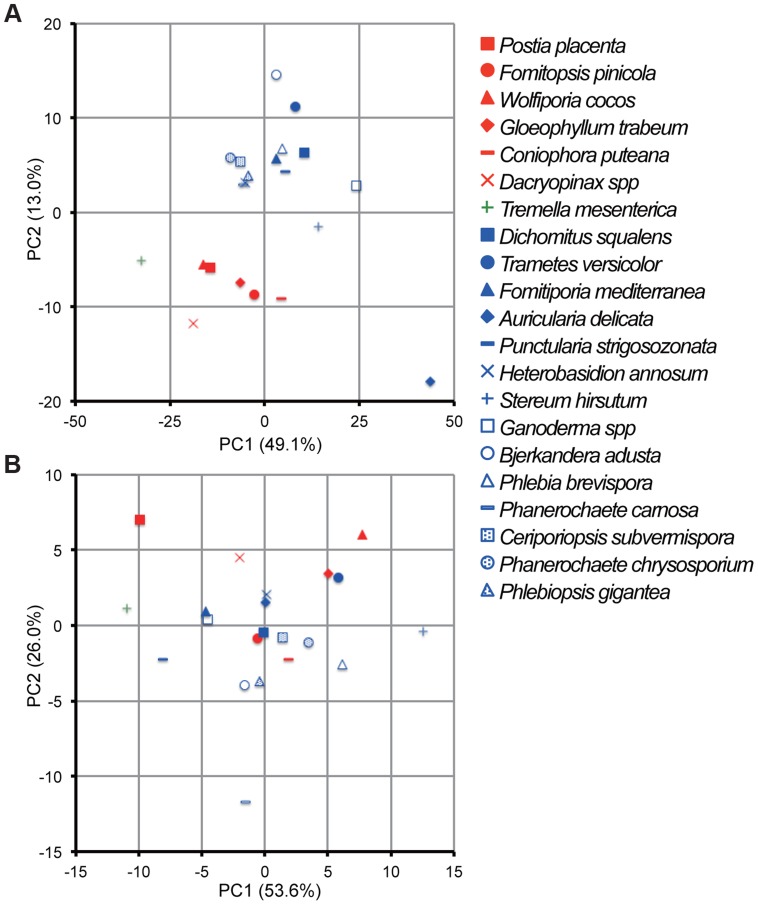
Comparative analysis of gene repertoires associated with degradation of plant cell wall polymers and extractives in 21 fungal genomes. (A) Principal component analysis (PCA) of 21 fungi using 73 CAZy and 12 AA families (Dataset S1). GMC oxidoreductases methanol oxidase, glucose oxidase and aryl alcohol oxidase were excluded because confident functional assignments could not be made and/or their inclusion did not contribute to separation of white- and brown-rot species. (B) PCA of 21 fungi using genes encoding 14 enzymes involved in lipid metabolism (KEGG reference pathway 00071, Dataset S1). There is no significant segregation of white-rot and brown-rot fungi although *P. gigantea* was positioned in the third quadrant with *B. adusta* and *P. carnosa*. Symbols for white rot and brown rot fungi appear in blue and red, respectively. *Tremella mesenterica* is a mycoparasite. For raw data and contributions of the top 20 families see Dataset S1, Text S1 and Figures S2 and S3.

**Figure 4:**
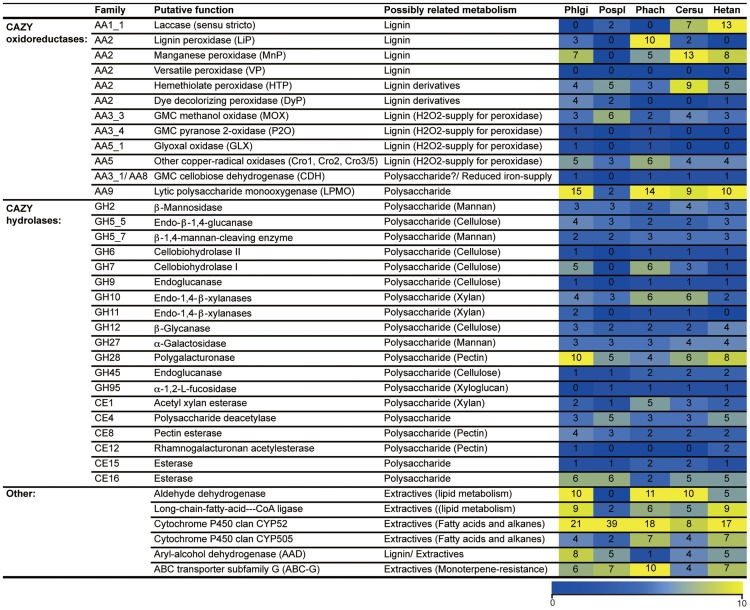
Number of genes identified in white rot fungi *P. gigantea* (Phlgi), *P. chrysosporium* (Phach)[27], *C. subvermispora* (Cersu)[22], and *H. annosum* (Hetan)[75], and the brown rot fungus *P. placenta* (Pospl)[45]. CROs were distinguished as previously described [76]. Lytic polysaccharide monooxygenases were formerly classified as GH61 within the CAZy system (http://www.cazy.org/; [16]). Glycoside hydrolase family GH5 was subdivided as described [77] (Figure S22).

With regard to hemicellulose degradation, the genomes of conifer-adapted *P. gigantea* and *H. annosum* revealed increased numbers of genes involved in pectin degradation such as GH28 polygalacturonase, CE8 pectin methylesterase and CE12 rhamnogalacturonan acetylesterase (Figure 4). The major hemicellulose of conifer is galactoglucomannan ([40], Figure 1) but, in the case of mannan degradation, no significant increase in genes encoding GH2 β-mannosidase, GH5_7 endo-mannanase and GH27 α-galactosidase was observed relative to other wood decay fungi (Figure 4). Similarly, no significant differences in the number of genes involved in arabinoglucuronoxylan hydrolysis were identified, except for two transcriptionally convergent GH11 genes present in *P. gigantea* (Text S1). Encoding putative endo-1,4-β-xylanases, wood decay fungi typically harbor one or no GH11 genes. *Auricularia delicata* is another exception with three of these endoxylanases. Also unusual among white-rot fungi, none of the *P. gigantea* protein models were assigned to GH95 (Dataset S1). This family includes 1,2-α-fucosidases that hydrolyze the α-Fuc-1,2-Gal linkages in plant xyloglucans.

The *P. gigantea* genome includes representatives for all the peroxidase families reported in basidiomycetes, including LiP, MnP, heme-thiolate peroxidases, and dye-decolorizing type peroxidases (DyP), with the only exception of VP (Text S1; Figures S8–S13). MnP gene expansion is similar to that found in the *C. subvermispora* and *H. annosum* genomes. Beyond class II peroxidases and multicopper oxidases (MCOs), genes encoding auxiliary enzymes involved in ligninolysis were also found such as GMC oxidoreductases (Figures S14–S19; Table S5) and copper radical oxidases (CRO, Figure 4; Table S4). Among the latter group, GLX is coupled to *P. chrysosporium* LiPs via extracellular H_2_O_2_ generation [41]. Consistent with this physiological connection, the *P. gigantea* genome features both GLX- and LiP-encoding genes. GMC genes encoding putative AAO, MOX and glucose oxidase (GOX) may also be involved in H_2_O_2_ production by oxidation of low molecular weight aliphatic and aromatic alcohols. The P2O gene (protein model Phlgi1_130349) lies immediately adjacent to a putative pyranosone dehydratase (Phlgi1_16096) gene. This arrangement is conserved in several wood decay fungi and, in addition to peroxide generation, suggests a route for conversion of glucose to the pyrone antibiotic, cortalcerone [42], [43]. Genes encoding AAD, members of the zinc-type alcohol dehydrogenase superfamily [44], are also abundant in *P. gigantea*. Relatively few genes were predicted to encode CYPs which are generally considered important in the intracellular metabolism of lignin derivatives and related aromatic compounds (Figure S19; Dataset S2).

The repertoire of *P. gigantea* genes contrasts sharply with that of brown-rot polypores, such as *Postia placenta* [45], which lack ligninolytic class II peroxidases, cellobiohydrolases (GH6, GH7), and endoglucanases fused to cellulose binding modules [21], [46] (Figure 4). Unlike *P. gigantea* and other white-rot fungi, brown-rot fungi often lack genes encoding cellobiose dehydrogenase (CDH) and have relatively few lytic polysaccharide monooxygenase genes (LPMOs). Formerly classified as GH61 ‘hydrolases’, the LPMOs are now known to be copper-dependent monooxygenases [18]–[20] capable of enhancing cellulose attack by CDH and cellobiohydrolase (CBH) [47], [48]. With the exception of *Gloeophyllum trabeum*, genes encoding GH74 enzymes have not been found in brown-rot fungi. Two such xyloglucanase genes were identified in *P. gigantea* (Text S1).

In contrast to analysis of genes involved in lignocellulose degradation (Figure 3A), white-rot and brown-rot fungi were not clearly separated by principal component analysis of 14 enzymes involved in lipid metabolism (Figures 3B and S3). However, *P. gigantea* was grouped near *B. adusta* and *P. carnosa.* These associations seem in line with the preferential colonization of softwood substrates by *P. carnosa* [49] and with the efficient degradation of conifer extractives by *B. adusta* culture supernatants [50].The highest contribution to PC1 (26.0% variance) and PC2 (6.8% variance) were aldehyde dehydrogenase and long chain fatty acid CoA ligase, respectively (Figures 3A and S3, Text S1). Also potentially involved in intracellular lipid metabolism, CYP52 and CYP505 clans of cytochrome P450s are associated with degradation of fatty acids and alkanes. Relative to other white-rot fungi, *P. gigantea* had a slightly greater number of CYP52-encoding genes whereas CYP505 gene numbers were similar (Figure 4; Dataset S1; Figures S31, S32; Tables S13–S15).

*P. gigantea* also diverges from other Agaricomycetes with respect to genes encoding proteins that are more distantly connected to lignocellulose degradation, including hydrophobins (Figures S33 and S34; Tables S17–S19), transporters (Table S20) and non laccase MCOs (Figure S20). Detailed analyses are provided for CAZys (Tables S7–S10; Figures S22–S30; Dataset S1), peroxidases (Figures S8–S13), auxiliary proteins, cytochrome P450s (Figures S31–S32; Table S13–S15), potential regulatory genes (Figures S4–S7; Tables S3, S11–S12) and genes involved in secondary metabolite synthesis (Table S16).

### Differential gene expression of *P. gigantea* in response to substrate

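RNA was sequenced from 8 cultures of *P. gigantea* in 250 ml of basal salts, all harvested on day 5. Ground loblolly pine wood, either not extracted (NELP) or extracted with acetone (ELP), was the carbon source of 3 cultures each, and glucose (Glc) that of 2 cultures. The paper's methods give 1.25 g of wood per culture, and the labels of the samples give 2.5 g. Poly-A RNA was sequenced in multiplexed libraries on an Illumina HiSeq2000, and the authors mapped the reads with SeqNGen and computed RPKM values, read counts scaled by gene length and library size, with QSeq. The values analysed here are the authors' deposited RPKM for 11892 gene models, named Phlgi1 with a protein number. The number of reads per library is not given in the sources used here, so the depth in reads is unknown. Low RPKM values gave relative depths of 1 to 1.79 in NELP, 0.585 to 0.697 in ELP, and 0.762 and 1.38 in Glc. Every NELP library was thus deeper than every ELP library. For low transcripts, a difference between these media cannot be told apart from depth. Libraries of one wood medium resembled each other closely, with Pearson's r of 0.954 to 0.982 on the log2 scale across genes, which are not independent replicates. The Glc libraries had an r of 0.832, and 35.1% of genes differed over 2-fold between them, against at most 8.00% within a wood medium. Glc 2 was closer to each NELP library (r of 0.869 to 0.878) than to Glc 1. With ELP 1, ELP 2 and ELP 3 it had an r of 0.828, 0.855 and 0.835. A median gene stood at 21.8 to 23.8 RPKM in the wood libraries and at 12.3 and 16.3 RPKM in Glc 1 and Glc 2, where the 10 most abundant transcripts took 15.1 and 22.6% of the summed RPKM. Media were compared with limma on log2(RPKM + 0.5), in a single fit over the 3 media, for the 10999 genes with a mean of at least 1 RPKM, and genes passed at an adjusted p under 0.05. That fit gives each gene 1 spread for all media. The Glc libraries spread more, with a median SD of 0.506 on the log2 scale, against 0.194 in NELP and 0.217 in ELP. Its p values against Glc may therefore be too small, and those between the wood media too large. A fit without a Glc library leaves 1 in that medium, and the spread then comes from the wood libraries alone. Its adjusted p values and counts hold no variation of Glc and only show how results depend on single libraries. Rescaling the libraries by the median of gene ratios lowered the log2 fold change of a median gene by 0.59 in NELP against Glc and by 0.65 in ELP against Glc, so counts after rescaling stand beside the others. In simulated data of the same size, 10.4, 76.1 and 97.0% of changes of log2 1, 2 and 3 in NELP against Glc were recovered. Each simulated gene had the same spread in all media, while the real Glc libraries spread more, so these rates may not hold for the real data.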

Transcript levels were determined in cultures in which the sole carbon source was glucose (Glc), freshly harvested loblolly pine wood (*Pinus taeda*; LP) extracted with acetone (ELP), or freshly harvested but not extracted loblolly pine wood (NELP) (Text S1). GC-MS analysis [51] identified the major extract components as resin acids (46%), triglycerides (13%) and fatty acids (11%) (Text S1; Figure S35; Table S21).

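Transcripts of the aquaporin Phlgi1_69030, a channel for water and small solutes, rose from 22.0 ± 17.1 RPKM (SD, n = 2) in Glc to 1089 ± 174 (SD, n = 3) in NELP and 521 ± 74.8 (SD, n = 3) in ELP. The secreted metallopeptidase Phlgi1_101670 of family M35 rose from 21.8 ± 2.79 RPKM in Glc to 1252 ± 284 in NELP (log2 fold change 5.80, standard error 0.48, adjusted p = 7.3e-04) and 652 ± 332 in ELP (4.72, standard error 0.48, adjusted p = 0.0018). The hexose transporter Phlgi1_98430 rose by a log2 fold change of 5.13 in NELP (standard error 0.52, adjusted p = 0.0020) and 4.83 in ELP. Over all 10999 genes tested, 3247 were higher in NELP than in Glc and 4103 were higher in ELP, and 2694 of these were higher in both. After rescaling by median ratio the counts were 727, 1183 and 527, and the share of higher genes among those that passed went from 88.9 to 48.7% in NELP and from 87.9 to 48.6% in ELP. At a ratio over 2, an adjusted p under 0.05 and a mean of at least 10 RPKM, 2907 genes were higher in NELP or ELP, or 846 after rescaling and 1772 when only the media compared were fitted. In those fits of a pair of media, 857 genes passed as higher in NELP and 1913 in ELP. The responses to the wood media correlated across genes with an r of 0.868, against 0.600 on average in simulated unchanged media that shared the Glc libraries. That average goes with an equal spread in all media. The real Glc libraries spread more (median SD of 0.506 on the log2 scale, against 0.194 in NELP and 0.217 in ELP), which raises such a correlation. This comparison therefore cannot tell a shared response to wood from the shared Glc libraries. The count of genes higher in NELP was 1441, 956 and 1696 without NELP 1, NELP 2 and NELP 3, 2047 without ELP 2 and 5356 without Glc 2. That of genes higher in ELP was 2684 without ELP 1 and 2589 without ELP 2.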

Excluding genes with relatively low transcript levels (RPKM values <10) in LP-containing media, transcripts of 187 genes were increased>2-fold (p<0.05) in NELP or ELP relative to Glc. Of those Glc-derived transcripts with RPKM values>10, 146 genes had higher transcripts in Glc relative to NELP or ELP (Figure 5; Dataset S2).

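Phlgi1_36459, which the paper annotates as a putative C-type lectin, stood at 1341 ± 755 RPKM (SD, n = 2) in Glc and at 13.3 ± 1.92 in NELP and 12.5 ± 3.50 in ELP (SD, n = 3 each; log2 fold changes -6.49 and -6.61). The copper radical oxidase Phlgi1_128606, of a family that makes H2O2 from simple aldehydes, fell by 2.90 in NELP (standard error 0.42, adjusted p = 0.0057) and by 3.19 in ELP on the log2 scale. Cytochrome P450 Phlgi1_121631 was lower in both media as well, at log2 fold changes of -1.51 and -2.04. By limma, 404 genes were lower in NELP than in Glc and 565 were lower in ELP, and 300 were lower in both. Rescaling raised these counts to 767, 1252 and 619. Fits of only the media compared gave 123 and 248. At a ratio over 2 with a Glc mean over 10 RPKM, 449 genes were higher in Glc, of which 86 are annotated as hypothetical and 282 have no function name. This count was 1023 after rescaling and 237 with only the media compared, and it was 734 without Glc 1 and 941 without Glc 2. Without NELP 1, NELP 2, NELP 3 or ELP 2, 197, 162, 193 and 247 genes were lower in NELP, and without Glc 1 or Glc 2, 719 and 1207 were. In ELP the counts were 341, 345, 1075 and 1231 without ELP 1, ELP 2, Glc 1 and Glc 2.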

**Figure 5:**
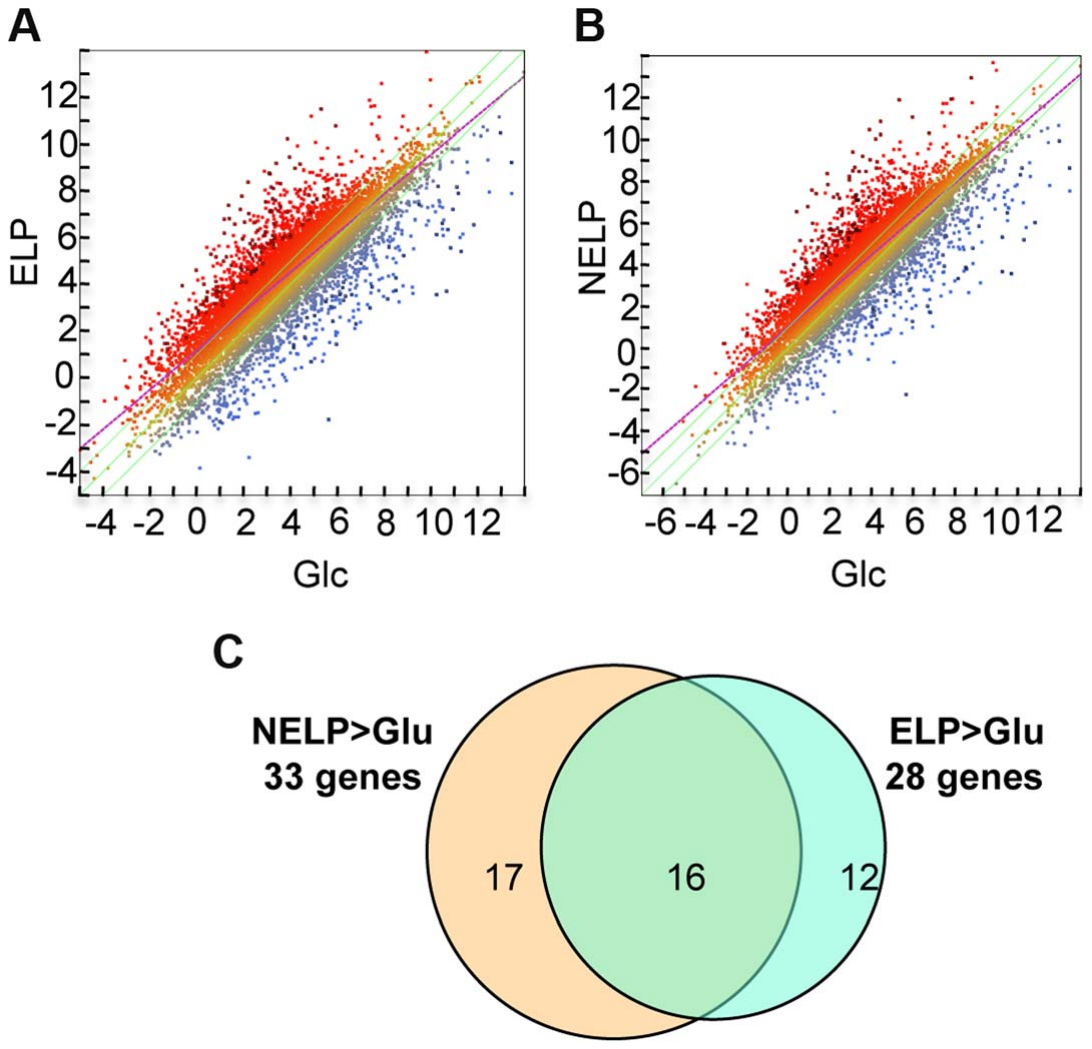
*P. gigantea* transcriptome. Scatterplots show the distribution of RNA-seq RPKM values (log_2_) for 11,376 *P. gigantea* genes when grown on basal salts containing A, acetone-extracted loblolly pine wood (ELP) or B, non-extracted loblolly pine wood (NELP) relative to glucose (Glc). Plot lines define 2-fold borders and best fit regression. Darkened points represent 164 (A) and 145 (B) transcripts accumulating>4-fold at p<0.01. Venn diagram (C) illustrates genes with RPKM signals>10 and upregulated>4-fold in NELP or ELP relative to Glc.

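The short-chain dehydrogenase Phlgi1_109878 and the epoxide hydrolase Phlgi1_123273 were higher in each wood medium than in Glc. Phlgi1_109878 rose from 21.1 ± 11.1 RPKM (SD, n = 2) in Glc to 574 ± 352 in NELP and 1559 ± 1624 in ELP (SD, n = 3 each), with ELP libraries at 298, 987 and 3392 RPKM. Phlgi1_123273 had log2 fold changes of 3.72 in NELP (standard error 0.70, adjusted p = 0.0098) and 3.42 in ELP (standard error 0.70, adjusted p = 0.0086). A ratio over 4 at an adjusted p under 0.01 from limma, with no RPKM minimum, was met by 292 genes in NELP and 489 in ELP (94 and 131 after rescaling, 21 and 7 in fits of only the media compared). The NELP count was 36, 43 and 31 without NELP 1, NELP 2 and NELP 3, 95, 77 and 156 without ELP 1, ELP 2 and ELP 3, and 1581 without Glc 2. The ELP count was 201, 173 and 271 without the NELP libraries in the same order, 48, 44 and 201 without the ELP libraries, and 318 and 1669 without Glc 1 and Glc 2.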

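Carotenoid ester lipase Phlgi1_74623 and the transporter Phlgi1_33910 were among the genes over 4-fold in both wood media. Phlgi1_74623 had 9.94 ± 8.85 RPKM (SD, n = 2) in Glc, 322 ± 91.2 in NELP and 161 ± 23.8 in ELP (SD, n = 3 each), and Phlgi1_33910 had 9.92 ± 1.65, 166 ± 6.42 and 291 ± 77.8 RPKM. A histidine kinase, Phlgi1_128752, and a diphosphoinositide kinase, Phlgi1_63338, both signalling enzymes, had larger log2 fold changes in ELP (2.35 and 2.20) than in NELP (1.61 and 1.27), differences that did not pass the test between the wood media (adjusted p = 0.23 and 0.13, and 0.061 and 0.024 in the fit of NELP and ELP alone). In NELP, Phlgi1_63338 had an adjusted p = 0.062 after rescaling. All 15 genes that Table 1 lists for NELP, all 25 listed for both media and all 9 listed for ELP rose in each wood medium, also when adjusted over the list alone (after rescaling 10 of the NELP list in ELP and 7 of the ELP list in NELP), and since the study chose them on these samples they are not independent evidence. Fry tests a list against no change, and camera tests it against the other genes. A median gene was itself higher on wood than in Glc (log2 0.54 in NELP and 0.60 in ELP), so a small fry p need not be particular to a list. The fry tests of these lists gave an adjusted p of 6.4e-05, 6.4e-05 and 5.9e-04 in NELP, and camera with an estimated correlation gave an adjusted p = 0.26, 0.26 and 0.30. In ELP they gave 4.6e-04, 1.4e-04 and 2.3e-04, and camera with an estimated correlation gave an adjusted p = 0.29 for each list. Between the wood media, 1 gene of the NELP list passed (6 when adjusted over the list alone, 8 when only NELP and ELP were fitted) and none of the other lists did. Of the ELP list 4 were lower in NELP when adjusted over the list alone and 3 in the fit of NELP and ELP, and of the list for both media 1 was higher when adjusted over the list alone, and 2 were higher and 1 lower in that fit. Above 10 RPKM, 249 genes exceeded 4-fold in NELP and 393 in ELP, 173 of them in both (86, 112 and 63 after rescaling, 21 and 7 in fits of only the media compared). Without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2 or ELP 3 the NELP count was 35, 42, 30, 91, 74 and 140, and the ELP count was 175, 152, 231, 46, 43 and 176. Without Glc 1 the ELP count was 257, and without Glc 2 the counts were 1199 and 1274.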

Mass spectrometry (nanoLC-MS/MS) identified extracellular peptides corresponding to a total of 319 gene products in NELP and ELP cultures (Dataset S2). Most proteins were observed in both NELP and ELP culture filtrates, which contained 294 and 268 proteins, respectively. Approximate protein abundance, expressed as the exponentially modified protein abundance index (emPAI) [52], varied substantially within samples. As expected, gene products with predicted secretion signals and high transcript levels were often detected. Other detected proteins (e.g. MOX model Phlgi1_120749; [53]) may be loosely associated with cell walls and/or secreted via ‘non-classical’ mechanisms ([54]; www.cbs.dtu.dk/services/SecretomeP). Still other peptides correspond to true intracellular proteins released by cell lysis, e.g. ribosomal proteins (Dataset S2).

Glycoside hydrolase gene expression was heavily influenced by media composition with transcripts corresponding to 76 genes increasing>2-fold in NELP- or ELP-containing media relative to glucose medium (Figure 6). Some of these genes were highly expressed with RPKM values well over 100. For example, transcript and peptide levels matching GH7 cellobiohydrolase (CBH1; model Phlgi1_34136) were among the ten most highly expressed genes (Table 1). 

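Glycoside hydrolases (GH) of several families that cleave plant cell wall polysaccharides were higher on wood. Of the GH28 genes, which include polygalacturonases that act on pectin, 7 of 10 were higher in NELP than in Glc and 8 were higher in ELP (4 and 2 after rescaling by median ratio). GH5, with endoglucanases and mannanases, had 12 of 20 genes higher in NELP and 11 higher in ELP, with 1 lower in each (9 and 10 higher after rescaling), and all 3 genes of GH27, a family of α-galactosidases, were higher in both (2 in NELP after rescaling). GH16 genes, which include enzymes acting on fungal glucans, went both ways: of 24, 4 were higher and 2 lower in NELP, and 4 were higher and 7 lower in ELP, and after rescaling 1 was higher in each and 6 and 11 were lower. Over 179 GH genes tested, 90 were higher and 9 lower in NELP (median log2 fold change 1.17), and 94 were higher and 14 lower in ELP (median 1.25). With the libraries rescaled by median ratio the counts were 52 and 15 in NELP and 52 and 25 in ELP. A ratio over 2 with at least 10 RPKM and an adjusted p under 0.05 in limma was reached by 88 GH genes in NELP or ELP, by 53 after rescaling and by 66 when only the media compared were fitted. Without Glc 1, 15 GH genes were lower in NELP and 26 in ELP.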

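Transcripts of glucoamylase Phlgi1_128120 (GH15), an enzyme that releases glucose from starch, averaged 171.98 ± 29.2 RPKM (SD, n = 3) in NELP, 49.5 ± 19.1 (SD, n = 3) in ELP and 5.97 ± 3.93 (SD, n = 2) in Glc. The exo-β-1,3-glucanase Phlgi1_88425 (GH55), which acts on β-1,3-glucan, had 149.9 ± 21.3 RPKM in NELP (log2 fold change 4.58, standard error 0.69, adjusted p = 0.0062 against Glc), and the GH18 chitinase Phlgi1_88507 had 414 ± 78.9 RPKM (4.39, standard error 0.46, adjusted p = 0.0023). In all, 53 of the GH genes averaged over 100 RPKM in NELP or ELP, and 33 of these 53 also rose over 2-fold against Glc at an adjusted p under 0.05 from limma.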

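Phlgi1_34136 encodes a GH7 cellobiohydrolase, which releases cellobiose from the ends of cellulose chains. Its transcripts averaged 4007 ± 973 RPKM (SD, n = 3) in NELP, 2948 ± 407 (SD, n = 3) in ELP and 42.6 ± 20.0 (SD, n = 2) in Glc. By mean RPKM it ranked 9 in NELP, 16 in ELP and 2875 in Glc among all gene models, and its rank was 14, 12 and 7 in NELP 1, NELP 2 and NELP 3. Leaving out NELP 3 gave it a rank of 13 in NELP. A heat shock protein (Phlgi1_108674), methanol oxidase (Phlgi1_120749), a Zn finger domain protein (Phlgi1_123837), an ABC-F protein (Phlgi1_85208) and an expansin family protein (Phlgi1_18613) ranked 1, 3, 4, 5 and 7 in NELP. The log2 fold changes of Phlgi1_34136 against Glc were 6.59 in NELP and 6.17 in ELP (standard error 0.34 for both, adjusted p = 1.5e-04 and 1.6e-04 from limma).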

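Cellulases of several families rose together on wood. Transcripts of the GH7 exoglucanase Phlgi1_13298 rose from 9.51 ± 3.25 RPKM (SD, n = 2) in Glc to 421 ± 65.9 in NELP and 305 ± 86.1 in ELP (SD, n = 3 each). Those of Phlgi1_17701, a GH6 enzyme that attacks the other end of the cellulose chain, rose from 8.91 ± 2.34 RPKM to 722 ± 216 and 463 ± 178. The endoglucanases Phlgi1_86144 and Phlgi1_84111 of GH5, which cut within cellulose chains, had log2 fold changes of 5.78 and 3.91 in NELP (standard error 0.47 for both, adjusted p = 7.3e-04 and 0.0033) and 5.69 and 3.88 in ELP. With 3 further cellulolytic enzymes and Phlgi1_34136 they form a list of 8 genes, all 8 of which were higher in each wood medium, also when adjusted over the list alone and after rescaling. The fry test of the list gave an adjusted p = 6.4e-05 in NELP and 1.4e-04 in ELP, and camera with an estimated correlation gave an adjusted p = 0.26 and 0.29. The study named these genes from the same samples, so the list is not independent evidence of its direction.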

Indicative of a complete cellulolytic system, this CBH1 was accompanied by upregulated transcripts and extracellular proteins corresponding to another CBH1 (Phlgi1_13298), a GH6 family member CBH2 (Phlgi1_17701) and GH5_5 β-1,4 endoglucanases (EGs; Phlgi1_86144, Phlgi1_84111), all of which feature a family 1 carbohydrate binding module (CBM1). Also highly expressed were putative β-glucosidases (Phlgi1_127564, Phlgi1_18210) and a GH12 (Phlgi1_34479). 

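β-Glucosidases split cellobiose into glucose. Phlgi1_127564 (GH3) stood at 279 ± 18.3 RPKM in NELP and 196 ± 56.5 in ELP (SD, n = 3 each) and at 8.23 ± 3.56 in Glc (SD, n = 2). Phlgi1_18210 (GH1) stood at 164 ± 17.7, 213 ± 57.6 and 9.51 ± 0.105 RPKM in the same order. The GH12 gene Phlgi1_34479, of a family of endoglucanases, was at 2.26 ± 0.157 RPKM in Glc and at 206 ± 76.2 in NELP and 121 ± 45.6 in ELP, which are log2 fold changes of 6.16 (standard error 0.42, adjusted p = 3.2e-04) and 5.37 (standard error 0.42, adjusted p = 6.4e-04). For Phlgi1_127564 limma gave log2 fold changes of 5.06 and 4.52, and for Phlgi1_18210 of 4.03 and 4.37, with adjusted p values of 2.7e-04, 4.8e-04, 3.1e-04 and 2.5e-04.

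**Figure D1:**
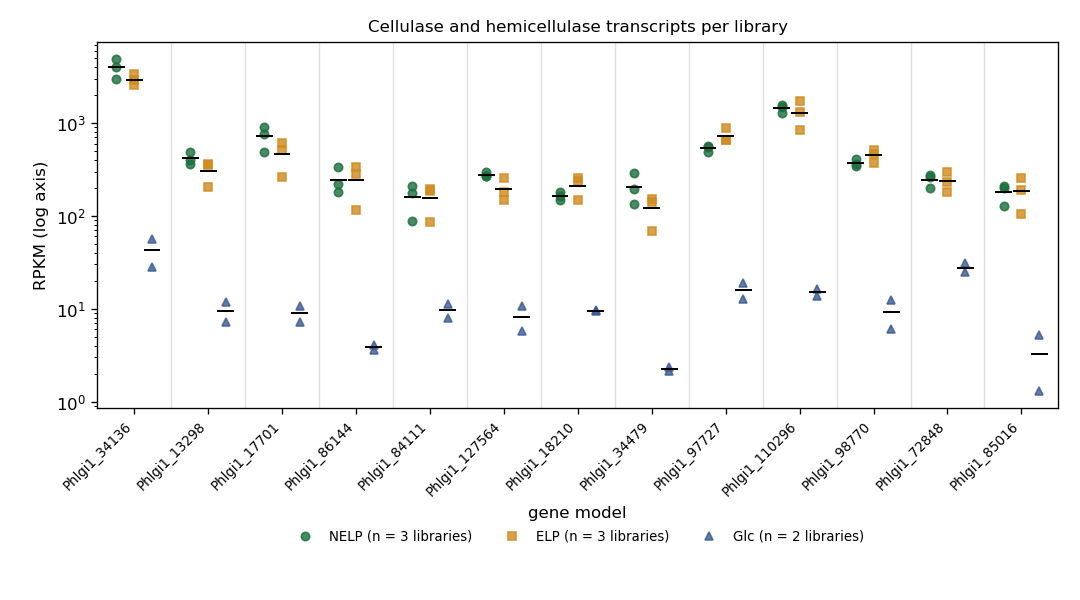
RPKM on a log axis in each library for the 8 cellulolytic and 5 hemicellulolytic genes named in the Results. Points are libraries (NELP circles, ELP squares, Glc triangles) and black lines are the means of each medium; for each gene every wood library lies above both Glc libraries.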

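Enzymes that cleave mannan and xylan, the main hemicelluloses of conifer wood, rose with the cellulases. The GH5 endomannanase Phlgi1_110296 rose from 15.0 ± 2.02 RPKM (SD, n = 2) in Glc to 1453 ± 161 in NELP and 1296 ± 438 in ELP (SD, n = 3 each), and its relative Phlgi1_97727 from 15.9 ± 4.48 to 539 ± 41.4 and 729 ± 136 RPKM. Phlgi1_98770, a GH74 enzyme of xyloglucan breakdown, had log2 fold changes of 5.36 in NELP and 5.61 in ELP (standard error 0.31). Phlgi1_72848 (GH27), which removes galactose side groups, and the GH10 endoxylanase Phlgi1_85016 had 3.12 and 5.79 in NELP (adjusted p = 0.0011 and 0.0014) and 3.05 and 5.77 in ELP. All 5 genes passed the test in each wood medium, also when adjusted over the list alone and after rescaling. As a list they gave an adjusted p = 6.4e-05 and 1.4e-04 by fry and, by camera with an estimated correlation, an adjusted p = 0.26 and 0.29. They were named in the study from these samples and are not independent evidence.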

Other glycoside hydrolases likely involved in degradation of cell wall hemicelluloses include GH5_7 endomannanases (Phlgi1_97727, Phlgi1_110296), a GH74 xyloglucanase (Phlgi1_98770), a GH27 α-galactosidase (Phlgi1_72848) and a GH10 endoxylanase (Phlgi1_85016).

**Figure 6:**
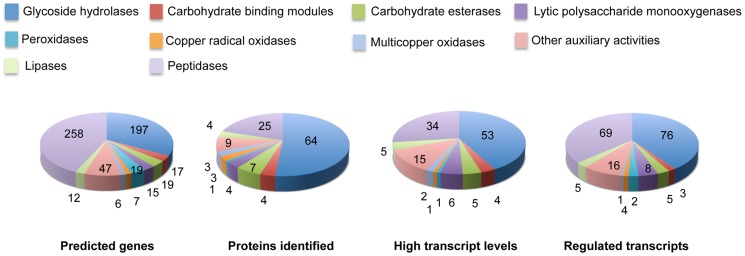
Number and expression of genes likely involved in lignocellulose degradation. The number of genes encoding mass spectrometry-identified proteins was limited to those matching≥2 unique peptides after 5–9 days growth in media containing NELP or ELP. RPKM values>100 for RNA derived from these cultures were arbitrarily selected as the threshold for high transcript levels. Genes designated as ‘regulated’ showed significant accumulation (p<0.05;>2-fold) in NELP or ELP relative to glucose containing media. Methods and complete data are presented in Text S1 and Dataset S2.

**Table 1:** Differentially regulated genes in media containing non-extracted loblolly pine wood (NELP), solvent extracted loblolly pine wood (ELP), or glucose (Glc) as sole carbon source.

		emPAI value of filtrates from pine cultures						RNA-seq 5 Day			Transcript ratios (R) & probabilities (P)					
		NELP			ELP			RPKM value			NELP/Glc		NELP/ELP		ELP/Glc	
PRO id	Putative function	5 Day	7 Day	9 Day	5 Day	7 Day	9 Day	NELP	ELP	Glc	Prob	R	Prob	R	Prob	R
Fifteen highly expressed (>100 RPKM) genes exhibiting significant transcript accumulation (p<0.01;>4-fold) in NELP medium relative to Glc medium:																
79150	GH61 LPMO							114	51	2	<0.01	58.6	0.286	2.2	0.021	26.2
74623	Carotenoid ester lipase	0.00	0.39	0.18	0.36	0.00	0.00	313	159	8	<0.01	40.5	0.046	2.0	0.013	20.7
128120	GH15 Glucoamylase	3.06	1.45	0.53	2.35	4.76	4.75	170	47	5	<0.01	32.2	0.010	3.6	0.023	8.9
20514	Cytochrome P450*							368	30	14	<0.01	27.2	<0.01	12.3	0.037	2.2
88425	GH55 β- 1,3 glucanase	0.76	1.48	0.68	0.55	0.81	0.74	149	49	6	<0.01	26.3	0.120	3.0	0.057	8.7
109878	SDH							510	1000	20	<0.01	26.0	0.474	0.5	0.025	51.0
88507	GH18 Chitinase*							409	88	19	<0.01	21.6	<0.01	4.7	0.046	4.6
123837	Zn finger domain*							8223	1745	436	<0.01	18.9	<0.01	4.7	0.057	4.0
36218	Hypothetical	2.48	0.57	0.19	0.85	0.00	0.00	3992	2334	227	<0.01	17.6	0.209	1.7	0.014	10.3
123273	Epoxide hydrolase							139	112	10	<0.01	13.8	0.767	1.2	0.044	11.2
125213	GH61 (LPMO)*							1291	306	109	<0.01	11.8	<0.01	4.2	0.058	2.8
30343	AAD-like OR^1^							308	168	34	<0.01	9.2	0.364	1.8	0.083	5.0
36293	Hypothetical							371	352	46	<0.01	8.1	0.885	1.1	0.012	7.7
105051	Peptidase M							176	51	24	<0.01	7.3	<0.01	3.4	0.065	2.1
107268	Hypothetical							110	69	15	<0.01	7.3	0.035	1.6	0.013	4.6
Thirty highly expressed genes (RPKM>100) exhibiting significant transcript accumulation (p<0.01;>4-fold) in NELP and ELP medium relative to Glc medium:																
34136	GH7 Cellobiohydrolase	16.85	5.77	2.91	35.76	0.82	2.91	3927	2931	40	<0.01	97.7	0.218	1.3	<0.01	72.9
98430	Hexose transporter	0.08	0.06	0.06	0.37	0.00	0.00	2213	1794	63	<0.01	35.4	0.323	1.2	<0.01	28.7
19028	Lipase*	6.86	1.20	0.76	1.79	1.92	1.34	1903	274	22	<0.01	87.7	<0.01	7.0	<0.01	12.6
110296	GH5-7 Mannanase	5.29	24.92	19.23	2.12	0.68	0.87	1448	1243	15	<0.01	97.0	0.597	1.2	<0.01	83.3
101670	Peptidase M35	1.39	0.54	0.28	0.80	0.00	0.00	1232	583	22	<0.01	56.8	0.146	2.1	<0.01	26.9
69030	Aquaporin							1080	518	18	<0.01	58.7	0.011	2.1	<0.01	28.2
17701	GH6 Cellobiohydrolase	3.68	2.17	1.06	2.92	0.21	0.19	699	436	9	<0.01	79.9	0.244	1.6	<0.01	49.8
99876	CDH	5.31	1.37	0.63	5.63	0.12	0.23	602	327	12	<0.01	50.4	0.065	1.8	<0.01	27.4
97727	GH5-7 Mannanase	1.16	0.60	0.24	0.89	0.00	0.00	538	721	16	<0.01	34.5	0.130	0.7	<0.01	46.2
13298	GH7 Cellobiohydrolase	1.00	1.05	0.59	0.64	0.00	0.17	418	296	9	<0.01	45.3	0.215	1.4	<0.01	32.1
98770	GH74 Xyloglucanase	3.53	1.82	0.76	4.36	0.23	0.69	373	446	9	<0.01	43.4	0.307	0.8	<0.01	51.9
227588	GH61 (LPMO)^2^	0.61	0.44	0.09	0.19	0.00	0.00	367	592	11	<0.01	34.5	0.276	0.6	<0.01	55.7
18264	GH61 (LPMO)							344	150	4	<0.01	92.2	0.209	2.3	<0.01	40.2
127564	GH3 β-glucosidase	5.02	5.89	4.87	4.84	0.48	0.33	279	191	8	<0.01	35.6	0.134	1.5	<0.01	24.4
72848	GH27 α-galactosidase	0.70	1.25	0.53	0.74	0.00	0.00	244	232	28	<0.01	8.8	0.850	1.0	<0.01	8.4
86144	GH5-5 Endoglucanase	5.89	1.29	0.61	2.69	0.00	0.00	238	223	4	<0.01	62.2	0.901	1.1	<0.01	58.4
23523	Hypothetical							216	285	50	<0.01	4.3	0.169	0.8	<0.01	5.7
34479	GH12 Endoglucanase							197	114	2	<0.01	87.0	0.210	1.7	<0.01	50.4
85016	GH10 Endoxylanase	34.64	19.63	4.82	18.22	0.75	2.62	175	173	3	<0.01	68.0	0.977	1.0	<0.01	67.0
33910	Transporter							166	284	10	<0.01	16.9	0.057	0.6	<0.01	28.8
18210	GH1 β-glucosidase							164	207	10	<0.01	17.2	0.342	0.8	<0.01	21.7
77281	Hypothetical							158	339	5	<0.01	34.1	0.043	0.5	<0.01	73.5
44970	Hypothetical							157	141	15	<0.01	10.6	0.709	1.1	<0.01	9.5
84111	GH5-5 Endoglucanase	25.88	12.32	3.50	27.46	1.40	1.96	149	146	9	<0.01	15.8	0.971	1.0	<0.01	15.4
27734	Hypothetical							142	200	10	<0.01	13.7	0.045	0.7	<0.01	19.3
Nine highly expressed genes (>100 RPKM) exhibiting significant transcript accumulation (p<0.01;>4-fold) in ELP medium relative to Glc medium:																
424549	Hypothetical							65	115	3	0.014	24.7	0.060	0.6	<0.01	44.1
37108	Hypothetical							78	135	5	0.015	16.6	0.258	0.6	<0.01	28.5
124522	Hypothetical							88	164	12	0.014	7.2	0.113	0.5	<0.01	13.6
85295	Heroxidase DyP							39	145	11	0.050	3.4	0.015	0.3	<0.01	12.8
100874	Hypothetical							295	415	63	0.018	4.7	0.072	0.7	<0.01	6.6
125316	Hypothetical							140	201	35	0.009	3.9	0.060	0.7	<0.01	5.7
128752	Histidine kinase							135	225	44	0.031	3.1	0.060	0.6	<0.01	5.1
63338	PIPkin III							71	137	29	0.036	2.4	0.016	0.5	<0.01	4.7
22173	Hypothetical							68	111	27	0.024	2.5	0.021	0.6	<0.01	4.0

Abbreviations: SDH, short chain dehydrogenase; LPMO, lytic polysaccharide monooxygenase; AAD, aryl alcohol dehydrogenase; CDH, cellobiose dehydrogenase; OR, oxidoreductase; DyP, dye decolorizing peroxidase; PIPkin-III, phosphatidylinositol-3-phosphate 5-kinase.

1 Oxidoreductase is 53% identical to *S. pombe* AAD (Q9P7U2).

2 GH61 LPMO model Phlgi1_227588 is 3′-truncated.

*Protein models cross listed with Tables 2 and 3.

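The GMC oxidoreductases include oxidases that release H2O2. Of these, Phlgi1_128108 stood at 42.2 ± 6.24 RPKM in NELP and 46.5 ± 2.24 in ELP (SD, n = 3 each) and at 7.73 ± 4.86 in Glc (SD, n = 2), with log2 fold changes of 2.50 (standard error 0.36, adjusted p = 0.0054) and 2.65 (standard error 0.36, adjusted p = 0.0031). Methanol oxidase Phlgi1_108516 rose in NELP (log2 fold change 1.98, standard error 0.35, adjusted p = 0.0083), and Phlgi1_121514, an aryl alcohol oxidase, was lower there (log2 fold change -0.94, standard error 0.24, adjusted p = 0.023), where without NELP 2 or NELP 3 the adjusted p was 0.073 to 0.082 and 0.072 with only NELP and Glc fitted. Of 15 GMC oxidoreductases and aryl alcohol dehydrogenases tested, 4 were higher and 1 lower in NELP, and 8 were higher and 1 lower in ELP, with the same counts when adjusted over the list alone. Rescaling left 4 higher and 1 lower in NELP but 2 and 2 in ELP, and turned the list's median log2 fold change in NELP from 0.56 to -0.042. By fry the list gave an adjusted p = 5.0e-04 in NELP and 6.0e-04 in ELP, and an adjusted p = 0.75 and 0.69 by camera with an estimated correlation. Over all 10999 genes, 3247 were higher in NELP and 4103 in ELP, with medians of 0.54 and 0.60, against which fry does not test. Counts in NELP were 4 higher and 0 lower without NELP 2 or NELP 3 and 8 and 1 without Glc 2, and in ELP 7 higher and 0 lower without NELP 3 or Glc 2, 3 and 0 without ELP 1 or ELP 2, 6 and 0 without NELP 1, 4 and 0 without NELP 2 and 8 and 0 without ELP 3. Among 6 copper radical oxidases, 1 was higher and 1 lower in NELP (2 and 2 adjusted over the list alone) and 3 were higher and 1 lower in ELP (3 and 2). Their median log2 fold changes of 0.37 and 0.58 and means of -0.10 and -0.052 differed in sign, and fry gave an adjusted p = 0.87 and 0.61. After rescaling 0 were higher and 2 lower in each medium, and fry gave an adjusted p = 0.0035 and 0.0048 in the lower direction. With a filter at a mean of 10 RPKM fry gave an adjusted p = 0.039 in NELP and 0.031 in ELP in the higher direction. In these oxidases the counts were 0 higher and 1 lower without NELP 2 or NELP 3, 2 and 2 without Glc 1 and 3 and 1 without Glc 2 for NELP, and 0 higher and 1 lower without ELP 1, 1 and 1 without ELP 2 and 1 and 2 without Glc 1 for ELP, where fry without Glc 1 gave an adjusted p of 0.013 (NELP) and 0.019 (ELP) in the lower direction.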

Expression of oxidative enzymes implicated in lignocellulose degradation was also influenced by growth on LP-media (NELP or ELP) relative to Glc-containing media. Transcripts corresponding to five LPMO-encoding genes showed significant regulation (P<0.01) in LP-medium, and three LPMO proteins were detected (Phlgi1_227588, Phlgi1_227560, Phlgi1_37310). 

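Lytic polysaccharide monooxygenases (LPMOs) cleave cellulose and other polysaccharides by oxidation. Phlgi1_227588 rose from 11.4 ± 5.88 RPKM (SD, n = 2) in Glc to 391 ± 178 in NELP and 626 ± 238 in ELP (SD, n = 3 each), log2 fold changes of 5.04 (standard error 0.50, adjusted p = 0.0018) and 5.73 (standard error 0.50, adjusted p = 9.5e-04). Phlgi1_227560 rose from 1.28 ± 0.429 to 17.2 ± 6.60 and 17.4 ± 6.61 RPKM (log2 fold changes 3.27 and 3.27). Phlgi1_37310 had log2 fold changes of 0.44 in NELP (adjusted p = 0.49) and 0.20 in ELP (adjusted p = 0.77), which did not pass. Without Glc 2 they were 1.34 in NELP and 1.09 in ELP. In limma, 5 of the 15 LPMO genes exceeded a ratio of 2 at an adjusted p under 0.01 in NELP or ELP. That count was 3 without NELP 1, NELP 2, NELP 3, ELP 1 or ELP 2 and 8 without Glc 2.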

An AAD-like oxidoreductase (Phlgi1_30343), possibly involved in the transformation of lignin metabolites, was also upregulated. However, we did not observe high expression of class II peroxidases under the conditions tested (Dataset S2). On the other hand, a DyP (Phlgi1_85295) was significantly upregulated in certain LP-containing media (Table 1). 

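Aryl alcohol dehydrogenases reduce aromatic aldehydes to alcohols. Transcripts of Phlgi1_30343 averaged 33.6 ± 3.67 RPKM (SD, n = 2) in Glc, 316 ± 85.2 (SD, n = 3) in NELP and 221 ± 197 (SD, n = 3) in ELP. The gene rose in NELP by a log2 fold change of 3.18 (standard error 0.65, adjusted p = 0.013) in limma. In ELP the log2 fold change was 2.31 (standard error 0.65, adjusted p = 0.025), with an adjusted p of 0.070 with only ELP and Glc fitted and 0.12 after rescaling. Its ELP libraries were at 74.1, 143 and 445 RPKM, and without ELP 2 or Glc 2 the adjusted p was 0.053 to 0.056.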

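Class II peroxidases oxidise lignin or Mn(II). Manganese peroxidase Phlgi1_115591 averaged 25.2 ± 5.63 RPKM in NELP, 20.3 ± 6.53 in ELP (SD, n = 3 each) and 15.1 ± 5.41 in Glc (SD, n = 2). Lignin peroxidases Phlgi1_30372 and Phlgi1_150531 averaged 6.27 ± 1.25 and 10.4 ± 1.70 RPKM in NELP and 1.63 ± 1.17 and 4.31 ± 4.08 in Glc, and the generic peroxidase Phlgi1_32509 averaged 34.2 ± 5.83 RPKM in NELP and 44.1 ± 5.46 in ELP. Manganese peroxidase Phlgi1_115592 was at 87.3 and 7.77 RPKM in the Glc libraries and at 4.32 ± 1.23 RPKM in NELP. Of 8 genes tested of the 9, 4 were higher and 1 lower in NELP (5 and 1 adjusted over the list alone) and 4 were higher in ELP (4 and 1 lower). Rescaling left 1 higher in NELP and 0 in ELP, and fits of only the media compared left 0 and 1. By fry the adjusted p was 0.027 in NELP and 0.038 in ELP (0.13 and 0.19 after rescaling), with an adjusted p = 0.75 and 0.92 by camera with an estimated correlation. In NELP the counts were 1 higher and 0 lower without NELP 3, ELP 2 or Glc 1, 0 and 0 without NELP 1 or NELP 2 and 2 and 0 without ELP 1 or ELP 3, and fry gave 0.051 to 0.14 without NELP 1, NELP 2, ELP 2 or Glc 1. In ELP the counts were 1 higher and 0 lower without ELP 1 and 6 and 1 without Glc 2, and fry gave an adjusted p of 0.051 to 0.14 without any of the libraries but Glc 2.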

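Dye-decolorizing peroxidases (DyP) and heme-thiolate peroxidases oxidise aromatic compounds with H2O2. DyP Phlgi1_85295 averaged 147 ± 27.0 RPKM (SD, n = 3) in ELP, 41.7 ± 18.3 (SD, n = 3) in NELP and 11.4 ± 0.223 (SD, n = 2) in Glc. Its log2 fold change against Glc was 3.62 (standard error 0.37, adjusted p = 0.0019) in ELP and 1.74 (standard error 0.37, adjusted p = 0.014) in NELP. In NELP the adjusted p was 0.056 with only NELP and Glc in the fit and 0.068 after rescaling. Heme-thiolate peroxidase Phlgi1_131735 rose in ELP from 4.74 ± 1.48 to 15.3 ± 3.87 RPKM (log2 fold change 1.59, standard error 0.33, adjusted p = 0.0085). Of 7 genes tested of the 8 of both families, 3 were higher in NELP (4 adjusted over the list alone), and 4 were higher and 1 lower in ELP. Rescaling left 0 higher in NELP and 2 higher and 1 lower in ELP, and fits of only the media compared left 0 higher in NELP and 2 higher and 0 lower in ELP. By fry the adjusted p was 0.027 and 0.015 (0.46 and 0.19 after rescaling), and by camera with an estimated correlation an adjusted p = 0.94 in each. The counts were 1 higher and 0 lower without NELP 1, NELP 2 or NELP 3 and 4 and 1 without Glc 2 for NELP, and 3 higher and 0 lower without ELP 3 or Glc 1, 2 and 1 without ELP 1 and 2 and 0 without ELP 2 for ELP, and fry gave an adjusted p of 0.054 to 0.12 without NELP 1, NELP 2, ELP 2, Glc 1 or Glc 2 for NELP and of 0.0504 to 0.073 without ELP 2, Glc 1 or Glc 2 for ELP.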

The importance of these peroxidases is further supported by the high protein levels of another DyP, Phlgi1_122124. Specifically, the latter protein showed emPAI values>17 after 5 days growth on LP media and, relative to Glc medium, its transcript ratios were>5-fold higher (p<0.04) (Dataset S2). High DyP gene expression has been observed in white-rot fungi *Trametes versicolor* and *Dichomitus squalens* [21], but no genes for these proteins are present in *P. chrysosporium* and *C. subvermispora* (Figure 4). The *P. gigantea* DyP (Phlgi1_122124) was also abundant in media containing microcrystalline cellulose (Avicel) as the sole carbon source (Dataset S2).

To identify enzymes involved in tolerance to and/or degradation of extractives, comparisons were made of gene expression in ground loblolly pine wood that had been extensively extracted with acetone (ELP) versus non-extracted loblolly pine wood (NELP) (Figure 7A). 

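Resin and fats of pine wood were present in NELP and removed from ELP by acetone. Endoglucanase Phlgi1_86144 and endoxylanase Phlgi1_85016 differed little between these media, with log2 fold changes of 0.091 and 0.019 of NELP against ELP (standard errors 0.42 and 0.49). Cellobiohydrolase Phlgi1_34136 had 0.42 (standard error 0.31, adjusted p = 0.53) and GH6 Phlgi1_17701 had 0.68 (adjusted p = 0.40). Across genes, NELP and ELP libraries correlated at 0.917 to 0.959 on the log2 scale. The median log2 fold change over all genes was -0.070. For 38.9% of genes the values of the 3 NELP libraries lay entirely above or below those of the 3 ELP libraries, against 10% by chance.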

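Cytochrome P450 Phlgi1_20514 was the single gene of 10999 that passed the test between NELP and ELP, and it was higher in NELP. Manganese peroxidase Phlgi1_75566 (-0.14), GMC oxidoreductase Phlgi1_128071 (-0.47) and citrate synthase Phlgi1_126205 (0.057) had log2 fold changes of NELP against ELP under 1 in size, with adjusted p values of 0.90, 0.41 and 0.93. No gene passed as lower in NELP by limma. Before adjustment 795 genes were higher and 1003 lower at p under 0.05. In a limma fit of the 6 wood libraries without the Glc libraries, 673 genes were higher and 471 lower in NELP after adjustment, and the counts were the same without Glc 1 or Glc 2 alone, since a lone Glc library adds nothing to the estimate of the spread. Quantile normalization gave 69 higher and 11 lower, and a mean-variance trend gave 13 higher.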

In general, this treatment had little impact on gene expression. For example, glycoside hydrolase transcript and protein patterns showed only minor differences (Figure 8). Nevertheless, transcripts corresponding to 22 genes showed significantly increased levels (>4-fold; p<0.01) in NELP relative to ELP (Figure 7B; Table 2). 

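The GH18 chitinase Phlgi1_88507, of a family that cleaves chitin, was at 414 ± 78.9 RPKM in NELP and 90.2 ± 26.2 in ELP (SD, n = 3 each). It had a log2 fold change of 2.22 of NELP against ELP, with an adjusted p = 0.092 in the limma fit of all media and 0.0084 in the fit of NELP and ELP alone. Glucoamylase Phlgi1_128120, whose family acts on starch, had 1.85 (adjusted p = 0.12, and 0.017 in the fit of NELP and ELP). Of 179 GH genes, 157 lay within 2-fold between the wood media, against 72 for NELP and 73 for ELP against Glc. None passed the test between NELP and ELP in limma. Without the Glc libraries, or without either of them, 19 GH genes were higher in NELP and 0 lower.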

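Phlgi1_385265 and Phlgi1_118355, genes annotated as hypothetical, stood at 181 ± 60.5 and 133 ± 9.48 RPKM in NELP and at 11.7 ± 5.04 and 11.3 ± 3.24 in ELP (SD, n = 3 each). Their log2 fold changes were 3.94 (standard error 0.52, adjusted p = 0.058) and 3.53 (standard error 0.59, adjusted p = 0.086), and with only NELP and ELP in the fit the adjusted p was 0.0073 and 0.0032. Of the 19 genes of Table 2, 1 passed the test over all genes, 19 were higher when adjusted over the list alone, and 19 were higher in the fit of NELP and ELP. As a list they gave an adjusted p = 0.0022 by fry and an adjusted p = 0.040 by camera with an estimated correlation. The study chose them on these samples, so this is not independent evidence. Over all genes, a ratio over 4 at an adjusted p under 0.01 and over 10 RPKM was met by 1 gene, or by 32 at an unadjusted p under 0.01. The fit without the Glc libraries, or without either of them, gave 19 genes. In the fit of all media the 1 gene was lost with any one wood library left out. Against Glc, 15 of the 19 were higher in NELP, and 5 were higher and 4 lower in ELP (6 and 4 adjusted over the list alone, 4 and 2 without ELP 1). After rescaling 12 were higher in NELP, and 1 was higher and 4 lower in ELP. Fry gave an adjusted p = 5.9e-04 in NELP (0.30 by camera with an estimated correlation) and 0.95 in ELP, where it gave 0.034 in the lower direction without Glc 1 and 0.0098 in the higher direction without Glc 2.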

Of particular interest were genes potentially involved in metabolism of resin acids (e.g. CYPs; [55]), in altering the accessibility of cell wall components (e.g., an endoxylanase), and in regulating gene expression (e.g. proteins containing putative Zn finger domains or HMG-Box transcription factors). 

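Endoxylanase Phlgi1_21241 of GH11, which cleaves xylan, stood at 149 ± 71.9 RPKM in NELP, 13.5 ± 5.54 in ELP (SD, n = 3 each) and 11.5 ± 10.3 in Glc (SD, n = 2). It rose in NELP against Glc (log2 fold change 3.82, standard error 0.70, adjusted p = 0.0093), and its log2 fold change of NELP against ELP was 3.35 (standard error 0.62, adjusted p = 0.092). Zn finger protein Phlgi1_123837 stood at 8306 ± 1416, 1812 ± 619 and 501 ± 350.5 RPKM in the same order, with 2.24 (standard error 0.42, adjusted p = 0.096) of NELP against ELP. The HMG-box protein Phlgi1_36458, of a class of DNA-binding regulators, had 259.9 ± 51.5, 62.4 ± 14.5 and 70.3 ± 40.4 RPKM, and the HMG-box protein Phlgi1_340250 had 299 ± 59.9, 63.3 ± 7.68 and 27.2 ± 26.6 RPKM. Their log2 fold changes of NELP against ELP were 2.06 (standard error 0.34, adjusted p = 0.086) and 2.22 (standard error 0.53, adjusted p = 0.15). In the limma fit of NELP and ELP alone, these 4 genes had adjusted p values of 0.014, 0.0084, 0.0084 and 0.0055.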

Integration of transcript profiles of genes involved in intracellular lipid and oxalate metabolism, together with TCA and glyoxylate cycles, strongly supports a central role for β-oxidation in triglyceride and terpenoid transformation by *P. gigantea* (Figure 9).

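Of 7 genes of fatty acid activation, β-oxidation and desaturation, 4 were higher in NELP than in Glc (6 adjusted over the list alone) and 4 were higher in ELP, and 2 in each after rescaling. The list gave an adjusted p = 6.4e-05 in NELP and 1.4e-04 in ELP by fry, and an adjusted p = 0.26 and 0.34 by camera with an estimated correlation. Of 7 genes of the TCA cycle and the glyoxylate shunt, 2 were higher in NELP, and 1 was higher and 1 lower in ELP (2 and 1 adjusted over the list alone). Rescaling left 0 higher in NELP and 1 lower in ELP, and the median log2 fold changes of 0.43 and 0.40 became -0.17 and -0.27. By fry this list gave 0.0016 in NELP (0.46 after rescaling, in the lower direction) and 0.064 in ELP, and an adjusted p = 0.75 and 0.74 by camera with an estimated correlation. Over all genes the median log2 fold changes were 0.54 in NELP and 0.60 in ELP, against which fry does not test. NELP counts were 0 higher and 0 lower without NELP 1 or NELP 2, 1 and 0 without NELP 3 or ELP 2 and 4 and 1 without Glc 2, and ELP counts 0 higher and 0 lower without NELP 1, ELP 1, ELP 2 or ELP 3, 0 and 1 without NELP 2 or NELP 3 and 3 and 1 without Glc 1. Between NELP and ELP no gene of either list passed (1 of the TCA list when adjusted over the list alone), and the TCA list gave 0.036 by fry, 0.084 after rescaling, 0.30 as an adjusted p by camera with an estimated correlation, and by fry 0.053 to 0.12 without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2 or ELP 3. Both lists were chosen in the paper on these samples, so their tests are not independent evidence. The paper reads the profiles of lipid and oxalate metabolism, with those of the TCA and glyoxylate cycles, as support for β-oxidation having a main part in how the fungus transforms triglycerides and terpenoids.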

**Figure 7:**
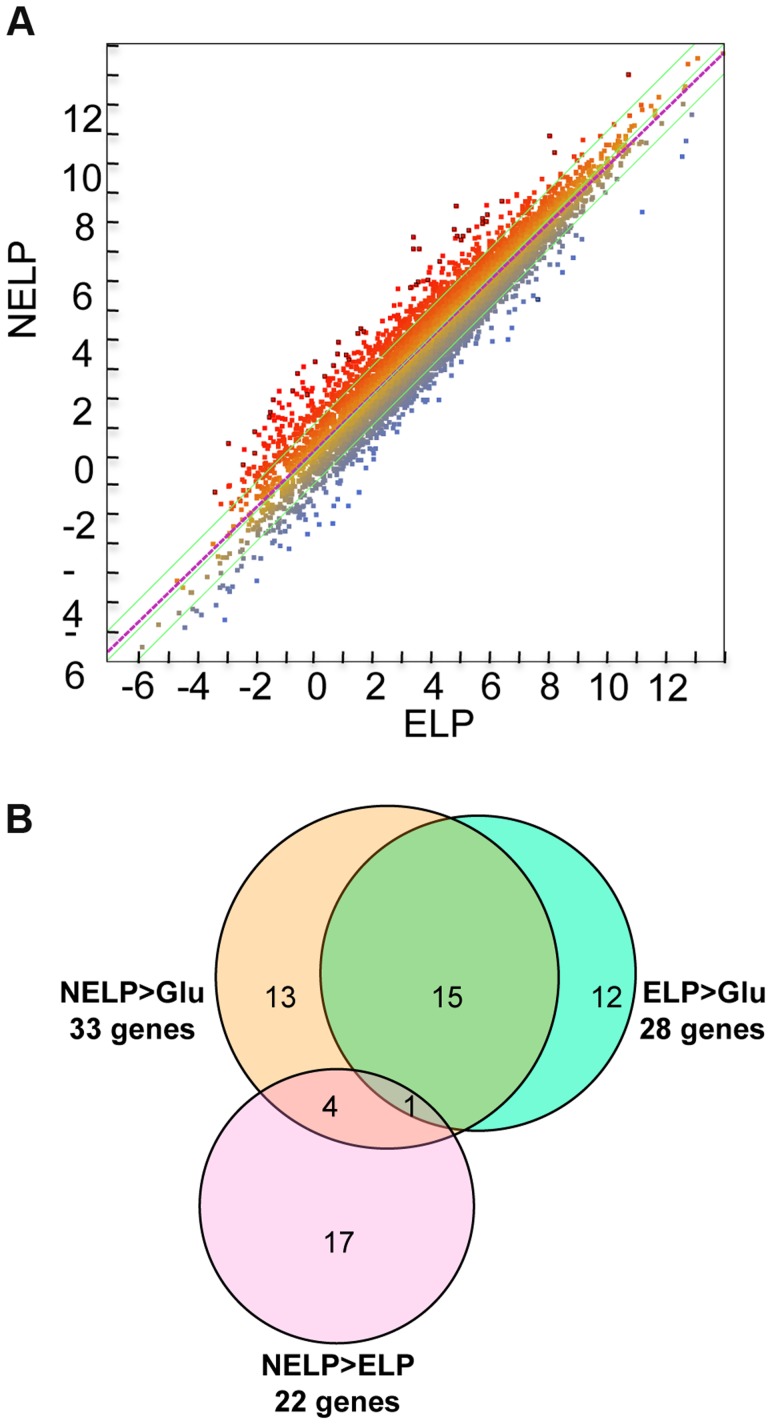
*P. gigantea* transcriptome. Scatterplot (A) shows the distribution of RNA-seq RPKM values (log_2_) for 11,376 *P. gigantea* genes when grown on basal salts containing acetone-extracted loblolly pine wood (ELP) or non-extracted loblolly pine wood (NELP). Lines define 2-fold borders and best fit regression. Darkened points represent 44 transcripts accumulating>4-fold at p<0.01. Venn diagram (B) illustrates genes with RPKM signals>10 and upregulated>4-fold in NELP relative to ELP. Twenty-two genes showed significant transcript accumulation in NELP relative to ELP suggesting potential response to resin and pitch content. Under these stringent thresholds (p<0.01;>4-fold), only one gene, a MCO model Phlgi1_129839, showed significant transcript accumulation in ELP relative to NELP. Additional detail appears in Tables 1-3. Detailed methods and complete data are presented in Text S1 and Dataset S2.

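Phlgi1_19028, a class 3 lipase, had a NELP/ELP ratio of 7.05, and Phlgi1_20514, a cytochrome P450, had a ratio of 12.3 between the mean RPKM of the media (n = 3 each). A ratio over 4 either way at an adjusted p under 0.01, with no RPKM minimum, was met by Phlgi1_20514 alone in the limma fit of all media and by 53 genes at an unadjusted p under 0.01. Without Glc 1 or Glc 2 the count was 27, and 0 when any one of the NELP or ELP libraries was left out.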

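Multicopper oxidases (MCO) oxidise phenols or iron with O2. No gene was over 4-fold higher in ELP than in NELP at an adjusted p under 0.01 in limma, in the fit of all media or in that of NELP and ELP alone, and 4 genes were at an unadjusted p. For MCO Phlgi1_129839 the ratio of NELP to ELP was 0.187, with 129.5, 213 and 330.0 RPKM in the ELP libraries and 34.2, 58.4 and 33.1 RPKM in the NELP libraries.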

**Figure 8:**
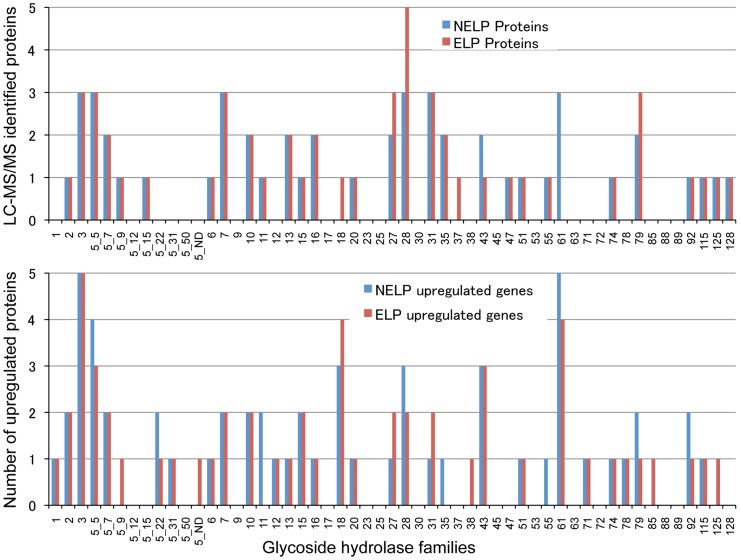
Glycoside hydrolase encoding genes show similar patterns of expression in media containing freshly ground and non-extracted loblolly pine wood (NELP) relative to the same substrate but extracted with acetone (ELP) to remove pitch and resins. Proteins (upper panel) and transcripts (lower panel) were identified by LC-MS/MS and RNA-seq, respectively. Protein identification was limited to those with>2 unique peptides after five days incubation. Transcript upregulation was limited to significant accumulation (p<0.05;>2-fold) on NELP or ELP relative to glucose-containing medium. Secretome and transcriptome experimental details and complete data are presented in Text S1 and Dataset S2.

**Figure 9:**
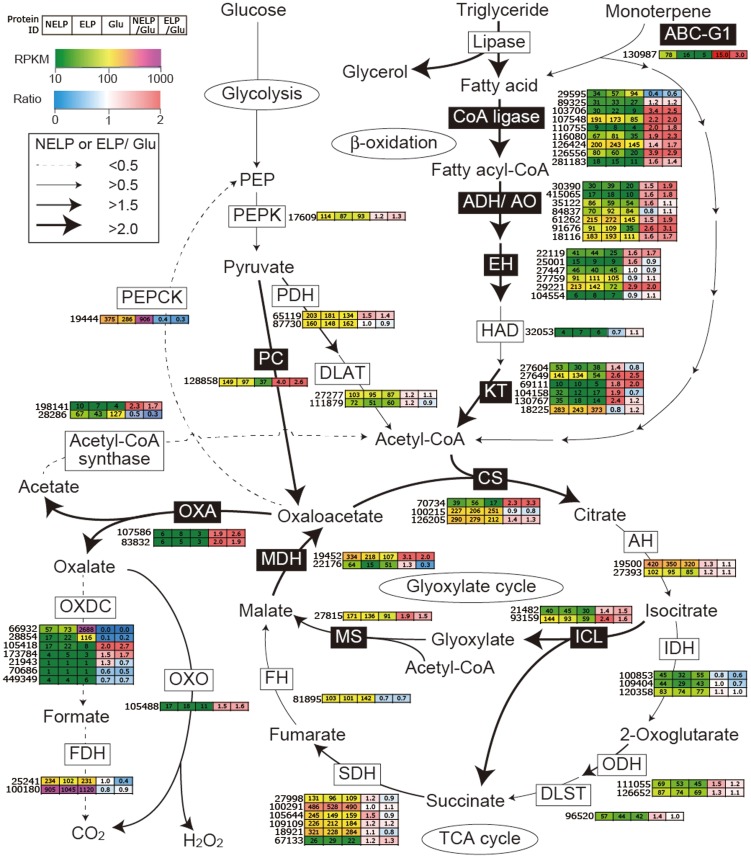
Glyoxalate shunt and proposed relationship to lipid oxidation when *P. gigantea* is cultivated on wood-containing media (ELP or NELP) relative to Glc medium. Enzymes encoded by upregulated genes are black highlighted and associated with thickened arrows. Abbreviations: ABC-G1, ABC transporter associated with monoterpene tolerance; ADH/AO, Acyl-CoA dehydrogenase/oxidase; AH, Aconitate hydratase; CoA ligase, long fatty acid-CoA ligase; DLAT, Dihydrolipoyllysine-residue acetyltransferase; DLST, Dihydrolipoyllysine-residue succinyltransferase; EH, Enoyl-CoA hydratase; FDH, Formate dehydrogenase; FH, Fumarate hydratase; KT, Ketothiolase (acetyl-CoA C-acyltransferase); HAD, 3-Hydroxyacyl-CoA dehydrogenase; ICL, Isocitrate lyase; IDH, Isocitrate dehydrogenase; MDH, Malate dehydrogenase; MS, Malate synthase; ODH, Oxoglutarate dehydrogenase; OXA, Oxaloacetase; OXDC, Oxalate decarboxylase; OXO, Oxalate oxidase; PC, Pyruvate carboxylase; PDH, Pyruvate dehydrogenase; PEP, Phosphoenolpyruvate; PEPCK, Phosphoenolpyruvate carboxykinase; PEPK, Phosphoenolpyruvate kinase; SDH, succinate dehydrogenase. See Dataset S2 for detailed gene expression data.

**Table 2:** Transcripts accumulating>4-fold in non-extracted loblolly pine wood (NELP) relative to extracted loblolly pine wood (ELP).^1^

			RPKM		Ratio	
PRO ID^3^	Putative function	Comments	NELP	ELP	NELP/ELP	Probability
385265	Hypothetical		174.01	10.84	16.058	0.001
20514*	Hytochrome P450	CYP512B	368.06	29.90	12.310	<0.001
118355	Hypothetical	72 aa; IVS	132.48	10.98	12.068	<0.001
21241	GH11 endo-β-1,4-xylanase		133.85	12.68	10.559	0.006
118300	Hypothetical	84 aa	210.69	28.40	7.419	<0.001
119094	Cytochrome P450	CYP5148A	180.08	31.01	5.808	0.008
128107	Hypothetical		53.61	10.25	5.229	0.001
35298	Hypothetical		204.88	40.46	5.064	<0.001
75047	Hypothetical		178.94	35.38	5.057	<0.001
116265	Hypothetical		61.31	12.38	4.954	0.002
99997	Hypothetical		162.61	33.31	4.882	0.008
19184	Cytochrome P450	CYP5136A	99.22	20.33	4.880	0.002
19877	Hypothetical		57.37	11.83	4.849	0.007
123837*	Zn finger domain protein		8222.76	1745.42	4.711	0.002
340250	HMG-Box transcription factor		295.72	63.02	4.693	<0.001
88507*	GH18 Chitinase	CBM5	409.32	87.55	4.675	0.002
122504	Hypothetical		245.20	55.28	4.436	0.006
125213*	GH61 LPMO^2^		1290.80	305.62	4.223	<0.001
36458	HMG-Box transcription factor		256.76	61.38	4.183	0.001

1 Listing limited to genes with RPKM values>10 and high confidence differential expression (p<0.01). Complete listings for 11,892 genes provided in Dataset S2. Abbreviations: aa, amino acids; CYP, cytochrome P450; IVS, long intervening sequence in gene model; CBM, carbohydrate binding module;

2 Truncated gene model predicts incomplete protein (117aa).

3 Nineteen of 22 accumulating in NELP relative to ELP as illustrated in Figure 4B. Three additional upregulated genes were associated with LC-MS/MS-detected proteins and listed in Table 3. Proteins with asterisks are also listed in Table 2.

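Cyclophilin Phlgi1_126044, a folding enzyme, stood at 281 ± 81.2 RPKM in NELP and 58.6 ± 22.0 in ELP (SD, n = 3 each; log2 fold change 2.27, standard error 0.56, adjusted p = 0.15, and 0.014 in the fit of NELP and ELP). The GH17 gene Phlgi1_26602, of a family acting on β-glucans, stood at 491 ± 131 and 126 ± 21.2 RPKM, and the ribonuclease Phlgi1_64365 at 80.8 ± 15.6 and 32.9 ± 6.06 RPKM. With these, lipase Phlgi1_19028, glutathione S-transferase Phlgi1_113065 and others, 13 genes form a list chosen in the study on these samples, which is not independent evidence. None of the 13 passed over all genes in limma (10 were higher when adjusted over the list alone), and all 13 passed in the fit of NELP and ELP. The list gave an adjusted p = 0.0022 by fry and an adjusted p = 0.040 by camera with an estimated correlation. Against Glc, 4 were higher in NELP (8 higher and 1 lower without Glc 2), and 3 were higher and 6 lower in ELP (3 and 7 adjusted over the list alone, 5 and 5 without Glc 2). After rescaling 3 were higher and 1 lower in NELP, and 1 was higher and 7 lower in ELP. Fry gave 0.0072 in NELP (0.074 after rescaling) and, in the lower direction, 0.044 in ELP, where it gave 0.071 to 0.42 without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2, ELP 3 or Glc 2. Camera with an estimated correlation gave an adjusted p = 0.99 and 0.29 in NELP and ELP. At a preset correlation of 0.01 camera gave an adjusted p = 0.98 in NELP and, in the lower direction, 1.7e-04 in ELP.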

Relaxing the transcript fold-change threshold (>2-fold; p<0.01) and focusing on mass spectrometry-identified proteins revealed 14 additional genes potentially involved in metabolism and/or tolerance to loblolly pine wood extractives (Table 3).Among these extract-induced genes, lipases Phlgi1_19028 and Phlgi1_36659 likely hydrolyze the significant levels of triglycerides. The substrate specificity of aldehyde dehydrogenases such as Phlgi1_115040 is difficult to assess based on sequence, although several have been implicated in the degradation of pine wood resins by bacteria [56]. Secretome patterns in media containing microcrystalline cellulose (Avicel) as sole carbon source generally supported the importance of the same proteins in the metabolism of pine wood extractives (Table 3, Dataset S2). Specifically, lipases Phlgi1_19028 and Phlgi1_36659 and aldehyde dehydrogenase Phlg1_115040 were more abundant in loblolly pine wood and in Avicel media relative to the same media without extractives. 

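Phlgi1_19028 encodes a class 3 lipase, an enzyme that frees fatty acids from triglycerides. It averaged 1945 ± 505 RPKM in NELP, 276 ± 45.7 in ELP (SD, n = 3 each) and 24.1 ± 15.0 in Glc (SD, n = 2). The second lipase, Phlgi1_36659, averaged 287 ± 42.1, 88.5 ± 28.2 and 230.3 ± 206 RPKM in the same order. Aldehyde dehydrogenase Phlgi1_115040, which oxidises aldehydes to acids, averaged 102 ± 11.2, 38.1 ± 4.77 and 14.8 ± 8.24 RPKM. The log2 fold changes of NELP against ELP were 2.80 (standard error 0.36, adjusted p = 0.058) for Phlgi1_19028, 1.73 (standard error 0.51, adjusted p = 0.20) for Phlgi1_36659 and 1.40 (standard error 0.30, adjusted p = 0.12) for Phlgi1_115040. In the limma fit of NELP and ELP alone their adjusted p values were 0.0055, 0.013 and 0.0084. With 5 further candidates they form a list of 8, none of which passed between NELP and ELP over all genes (7 higher adjusted over the list alone, 8 in the fit of NELP and ELP). By fry the list gave an adjusted p = 0.0025, and an adjusted p = 0.040 by camera with an estimated correlation, and it was chosen on these samples. Against Glc, 4 were higher in NELP (5 adjusted over the list alone; fry adjusted p = 7.2e-04, and 0.45 by camera with an estimated correlation), and 2 were higher and 2 lower in ELP (fry adjusted p = 0.83; 1 higher and 3 lower after rescaling). Without Glc 2 these last counts were 4 and 2, with a fry adjusted p of 0.0020. The Avicel cultures are not analysed here.

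**Figure D2:**
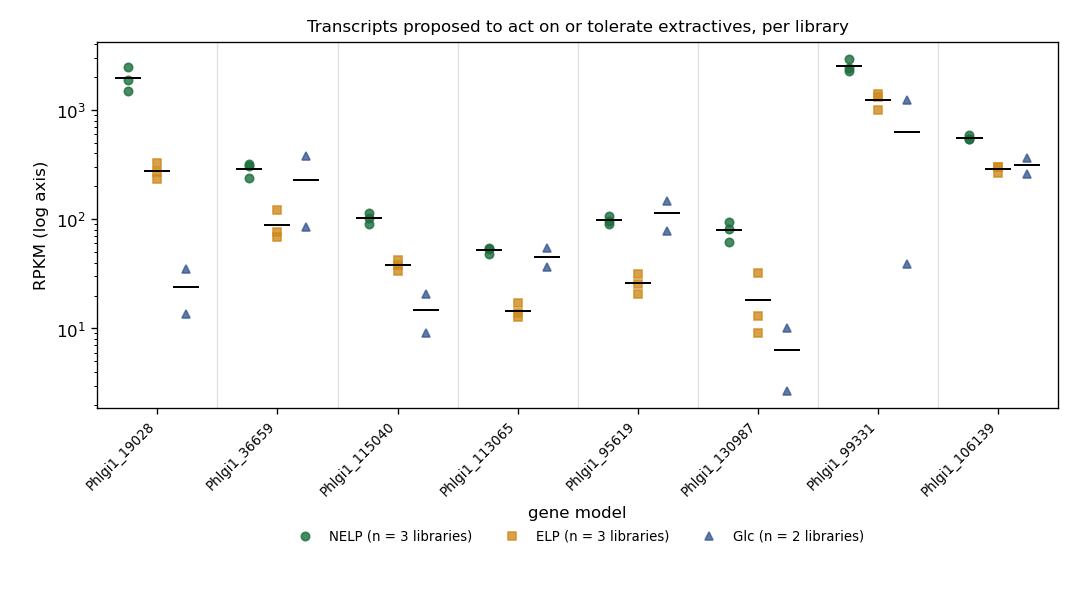
RPKM on a log axis in each library for 8 candidate genes of extractive metabolism: lipases Phlgi1_19028 and Phlgi1_36659, aldehyde dehydrogenase Phlgi1_115040, glutathione S-transferase Phlgi1_113065, peroxiredoxin Phlgi1_95619, ABC transporter Phlgi1_130987, glycerol uptake facilitator Phlgi1_99331 and glycerol kinase Phlgi1_106139. Points are libraries (NELP circles, ELP squares, Glc triangles) and black lines are the means of each medium; for each gene every NELP library lies above every ELP library.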

The role of peroxiredoxin (Phlgi1_95619) and glutathione S-transferase (Phlgi1_113065) are less clear, but transformations involving H_2_O_2_ reduction and glutathione conjugation are possible. 

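Peroxiredoxin Phlgi1_95619, of a family that reduces peroxides with thiols, averaged 98.1 ± 8.84 RPKM in NELP and 25.9 ± 5.47 in ELP (SD, n = 3 each). Glutathione S-transferase Phlgi1_113065, which joins glutathione to reactive compounds, averaged 51.9 ± 3.54 and 14.5 ± 2.21 RPKM. For both, every NELP library was above every ELP library. Their log2 fold changes of NELP against ELP were 1.92 (standard error 0.28, adjusted p = 0.064) and 1.81 (standard error 0.22, adjusted p = 0.058) in limma, and the adjusted p was 0.0073 and 0.0055 with the Glc libraries out of the fit.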

A single MCO (Phlgi1_129839) and its corresponding transcripts, were observed to be upregulated in ELP relative to NELP. 

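Phlgi1_129839 averaged 41.9 ± 14.3 RPKM in NELP, 224 ± 101 in ELP (SD, n = 3 each) and 233 ± 209 in Glc (SD, n = 2). Its log2 fold change of NELP against ELP was -2.35 (standard error 0.58, adjusted p = 0.15) in the limma fit of all media, with an adjusted p = 0.017 in the fit of the wood media alone. Against Glc it was lower in NELP (log2 fold change -2.14, standard error 0.65, adjusted p = 0.038) and had a log2 fold change of 0.21 in ELP (adjusted p = 0.81). For the NELP value, without NELP 1, NELP 2, NELP 3, ELP 2 or Glc 2 the adjusted p was 0.065 to 0.11, and 0.083 with only NELP and Glc fitted.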

Although lacking the L2 signature common to laccases [57], the MCO4 protein may have iron oxidase activity provided that an imperfectly aligned Glu residue serves in catalysis (Text S1; Figures S20 and S21; Table S6).

**Table 3:** Genes encoding LC-MS/MS detected proteins and exhibiting>2-fold regulation in comparisons of NELP and ELP cultures.^1^

		Pine emPAI values						RNA-seq 5 days			Transcript ratio (R) & Probabilities (Prob)						emPAI values	
		Days in NELP			Days in ELP			RPKM			NELP/Glc		NELP/ELP		ELP/Glc		5 day Avicel	
PRO id	Putative function	5	7	9	5	7	9	NELP	ELP	Glc	Prob	R	Prob	R	Prob	R	+ extr	- extr
19028	Lipase	6.86	1.20	0.76	1.79	1.92	1.34	1903	274	22	0.001	87.7	0.000	7.0	0.007	12.6	2.24	0.80
126044	Cyclophilin	6.77	0.70	0.34	3.63	0.58	0.54	272	56	195	0.637	1.4	0.007	4.9	0.124	0.3	5.89	8.78
22176	Malate dehydrogenase	0.44	0.00	0.07	0.14	1.34	0.27	64	15	51	0.705	1.3	0.003	4.2	0.092	0.3	3.70	7.12
26602	GH17 β-(1-6) endohydrolase	0.00	0.09	0.09	0.00	0.00	0.00	478	124	30	0.119	15.9	0.003	3.8	0.331	4.1	0.00	0.00
95619	Peroxiredoxin	0.26	0.19	0.23	0.00	0.00	0.00	98	26	108	0.773	0.9	0.001	3.8	0.023	0.2	1.35	1.35
113065	Glutathione S-transferase	0.97	0.69	0.05	0.00	0.00	0.00	52	14	45	0.569	1.2	0.000	3.6	0.023	0.3	0.00	0.00
36659	Lipase	0.93	0.00	0.12	0.00	0.00	0.00	285	86	178	0.473	1.6	0.005	3.3	0.292	0.5	0.66	0.22
33454	GH13-CBM20 α-amylase	1.23	1.44	0.67	0.78	1.34	2.16	501	186	168	0.405	3.0	0.005	2.7	0.941	1.1	0.68	0.77
115040	Aldehyde dehydrogenase	0.60	0.00	0.02	0.00	0.00	0.00	101	38	14	0.012	7.4	0.001	2.7	0.057	2.8	1.89	0.51
64365	Ribonuclease T2	0.64	0.25	0.15	0.38	1.06	0.98	80	32	18	0.015	4.5	0.009	2.5	0.107	1.8	0.69	2.31
70525	ATP synthase	0.54	0.12	0.04	0.00	0.00	0.00	22	10	29	0.246	0.8	0.004	2.2	0.020	0.3	0.91	1.37
36220	Glycoprotein	0.17	0.17	0.04	0.12	0.38	0.23	106	48	365	0.204	0.3	0.009	2.2	0.071	0.1	0.00	0.00
19596	Uncharacterized protein	0.97	0.69	0.40	0.45	0.00	0.00	1937	900	2056	0.807	0.9	0.002	2.2	0.035	0.4	0.00	0.00
129839	Multicopper oxidase (MCO4)	1.45	1.03	0.25	2.61	8.79	6.10	40	209	180	0.091	0.2	0.010	0.2	0.852	1.2	0.50	1.02

1 Listing limited to genes with RPKM values>10 and, in comparisons of NELP and ELP cultures, with high confidence of differential expression (p<0.01). Transcript values for cultures grown on microcrystalline cellulose (Avicel) as sole carbon source unavailable. The composition of loblolly pine wood extract (extr) is listed in Text S1. Complete listings for 11,892 genes provided in Dataset S2.

## Discussion

The distinctive repertoire and regulation of *P. gigantea* genes underlie a unique and efficient system for degrading all components of conifer sapwood. Transcriptome and proteome analyses demonstrate an active system of hydrolases and LPMOs involved in the complete deconstruction of cellulose and hemicellulose. The overall enzymatic strategy is therefore similar to most cellulolytic microbes, but unlike closely related brown-rot decay Agaricomycetes such as *P. placenta*.

With regard to ligninolysis, key genes were identified including LiPs, MnPs, CROs and GMC oxidoreductases. As in *P. chrysosporium*, the presence of both LiP- and GLX-encoding genes is consistent with a close physiological connection involving peroxide generation [41]. We also annotated non-class II peroxidases HTPs and DyPs some of which have been implicated in metabolism of lignin derivatives [58], [59]. The distribution and expression of DyP-encoding genes are notable; with no genes present in *P. chrysosporium* and *C. subvermispora* but several highly expressed genes in *T. versicolor, D. squalens* [21] and *P. gigantea* (Table 2). Physiological roles of DyP are likely diverse, but oxidation of lignin-related aromatic compounds has been demonstrated [59].

In addition to lignin, oxidative mechanisms likely play a central role in *P. gigantea* cellulose attack. Of 15 LPMO-encoding genes, transcripts of six genes were regulated (>2-fold; p<0.01) and peptides corresponding to three were unambiguously identified in NELP- or ELP-containing media. 

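Phlgi1_18264, an LPMO gene, rose from 3.83 ± 1.41 RPKM (SD, n = 2) in Glc to 399 ± 221 in NELP and 162 ± 68.8 in ELP (SD, n = 3 each; log2 fold changes 6.35, standard error 0.64, adjusted p = 0.0018 and 5.16, standard error 0.64, adjusted p = 0.0027). The truncated model Phlgi1_125213 reached 1296 ± 159 RPKM in NELP and 308 ± 47.5 in ELP. Phlgi1_112944 was lower in ELP than in Glc (log2 fold change -1.66, standard error 0.30, adjusted p = 0.0062) and had -0.057 in NELP. Of 15 LPMO genes, 6 were higher in NELP (8 adjusted over the list alone), and 6 were higher and 2 lower in ELP (7 and 2). After rescaling 5 were higher in NELP, and 4 were higher and 3 lower in ELP. By fry the adjusted p was 0.0017 in NELP and 0.015 in ELP (0.16 after rescaling), and by camera with an estimated correlation an adjusted p = 0.51 and 0.94. Counts were 10 higher and 0 lower without Glc 2 for NELP and 5 higher and 1 lower without NELP 1, NELP 2, NELP 3, ELP 1 or ELP 2 and 8 and 1 without Glc 2 for ELP, where fry gave 0.055 to 0.058 without ELP 1, ELP 2 or Glc 1. Between the wood media none passed in limma (3 higher adjusted over the list alone, and 3 in the fit of NELP and ELP or without either Glc library).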

Our inability to detect any LPMO proteins in Avicel media (Dataset S2) suggests induction by substrates other than cellulose [60]. Beyond this, the CDH gene was highly expressed (transcripts and protein) in LP media. 

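Cellobiose dehydrogenase (CDH) oxidises cellobiose and can pass electrons to LPMOs. Phlgi1_99876, the CDH gene, averaged 603 ± 51.1 RPKM (SD, n = 3) in NELP, 340.0 ± 112 (SD, n = 3) in ELP and 12.2 ± 3.30 (SD, n = 2) in Glc. Every wood library was above both Glc libraries. The log2 fold changes against Glc were 5.60 (standard error 0.32, adjusted p = 1.8e-04) in NELP and 4.72 (standard error 0.32, adjusted p = 3.3e-04) in ELP by limma. NELP against ELP gave 0.88 (standard error 0.28, adjusted p = 0.21).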

The observed coordinate expression of CDH and LPMO may reflect oxidative ‘boosting’ as recently demonstrated [19], [20], [47], [61]. However, we did not detect elevated transcripts or peptides corresponding to the two *P. gigantea* aldose 1-epimerase genes even though these were previously observed in culture filtrates of various white-rot fungi [21], [62], including *Bjerkandera adusta, Ganoderma* sp, and *Phlebia brevispora* [17]. Thus, it seems unlikely that enzymatic conversion of oligosaccharides to their β-anomers is necessary for efficient CDH catalysis.

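Aldose 1-epimerases interconvert the anomers of sugars such as cellobiose. Phlgi1_28423 carries this domain and was chosen here after the values were seen, as a second model with that annotation beside Phlgi1_128902. It averaged 29.1 ± 6.98 RPKM in NELP, 26.2 ± 4.60 in ELP (SD, n = 3 each) and 11.7 ± 5.14 in Glc (SD, n = 2). The log2 fold changes of Phlgi1_28423 against Glc were 1.32 in NELP (standard error 0.34, adjusted p = 0.024) and 1.18 in ELP (adjusted p = 0.026), and 0.74 and 0.54 after rescaling by median ratio (adjusted p = 0.15 and 0.24). Fitting only the media compared gave an adjusted p = 0.073 and 0.066 for Phlgi1_28423.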

Softwood hemicellulose composition typically includes 15-20% galactoglucomannan while hardwoods contain 15–30% glucuronoxylan [40]. Consistent with an adaption to conifer hemicellulose, GH5_7 β-mannanases were highly expressed in both NELP and ELP cultures, together with a GH27 α-galactosidase (Table 1). 

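The mannanases Phlgi1_110296 and Phlgi1_97727 had similar levels in both wood media, at log2 fold changes of 0.22 and -0.42 of NELP against ELP (standard errors 0.28 and 0.23, adjusted p = 0.73 and 0.39). The α-galactosidase Phlgi1_72848 averaged 246 ± 40.4 RPKM in NELP, 237 ± 58.9 in ELP (SD, n = 3 each) and 27.7 ± 4.45 in Glc (SD, n = 2), with 0.07 between the wood media (standard error 0.25, adjusted p = 0.92). As a list with the xyloglucanase Phlgi1_98770 and the endoxylanase Phlgi1_85016, 0 of 5 passed between NELP and ELP in limma, 0 when adjusted over the list alone and 0 in the fit of the wood media alone, and fry gave an adjusted p = 0.85.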

GH11 endoxylanase and CE carbohydrate esterase peptides were also detected in the pine wood-containing media, but not in Avicel cultures (Dataset S2). In aggregate, these results demonstrate *P. gigantea* adaptation to conifer hemicellulose degradation.

*P. gigantea*'s gene expression patterns reveal multiple strategies for overcoming the challenging composition of resinous sapwood. Tolerance to monoterpenes may be mediated in part by a putative ABC efflux transporter (Phlbi1_130987, Figure 9). 

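Many ABC proteins use ATP to move compounds across membranes. The ABC-G gene Phlgi1_101348 averaged 41.5 ± 1.31 RPKM in NELP, 47.2 ± 3.08 in ELP (SD, n = 3 each) and 13.0 ± 6.33 in Glc (SD, n = 2), with log2 fold changes of 1.72 (standard error 0.29, adjusted p = 0.0076) and 1.91 (standard error 0.29, adjusted p = 0.0041). The ABC-C gene Phlgi1_106557 had 1.23 (standard error 0.20, adjusted p = 0.0072) in NELP (adjusted p = 0.055 after rescaling) and 1.36 (standard error 0.20, adjusted p = 0.0037) in ELP. Of 19 ABC genes tested of the 41 listed in the supplement, 6 were higher in NELP (8 adjusted over the list alone) and 5 in ELP, and none was lower. Rescaling left 2 higher in NELP, and 4 higher and 1 lower in ELP. Fry gave an adjusted p = 0.0054 and 0.0097 (0.10 and 0.20 after rescaling), and camera with an estimated correlation gave an adjusted p = 0.71 and 0.86. The counts were 3 higher and 0 lower without NELP 1 or NELP 2 and 10 and 2 without Glc 2 for NELP, and 7 higher and 1 lower without Glc 1 and 10 and 1 without Glc 2 for ELP. No ABC gene passed between the wood media in limma, and 3 were higher in the fit of the wood media alone or without either Glc library.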

Of the 51 ABC proteins of *P. gigantea*, this protein is most closely related to the *GcABC-G1* gene of the ascomycete *Grosmannia clavigera*, a pathogen of *Pinus contorta* [63]. The *GcABC-G1* gene is upregulated in response to various terpenes and appears to be a key element against the host defenses. 

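The ABC-G transporter Phlgi1_130987 was at 81.3, 61.8 and 93.8 RPKM in the NELP libraries and at 9.15, 13.1 and 32.0 RPKM in the ELP libraries, with a mean of 6.39 in Glc. Transporters of this subfamily export toxic compounds such as terpenes in fungi. The log2 fold change of NELP against ELP was 2.27 (standard error 0.55, adjusted p = 0.15) over all media in limma, and the adjusted p was 0.024 in the fit of the wood media alone. Against Glc the gene rose in NELP (log2 fold change 3.76, standard error 0.62, adjusted p = 0.0072) and had 1.48 in ELP (adjusted p = 0.086), or 2.36 in ELP without Glc 2.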

Consistent with a similar function, our analysis showed the *P. gigantea* homolog to be upregulated>4.9-fold (p = 0.02) in NELP relative to ELP media (Dataset S2). 

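Cytochromes P450 hydroxylate many hydrophobic compounds, resin acids among them. Phlgi1_20514 averaged 369 ± 39.4 RPKM in NELP, 30.0 ± 2.58 in ELP (SD, n = 3 each) and 13.7 ± 3.12 in Glc (SD, n = 2), and it was higher in NELP than in ELP (log2 fold change 3.60, standard error 0.20, adjusted p = 0.0012). Phlgi1_119094 averaged 199.9 ± 118, 31.4 ± 6.18 and 32.8 ± 21.2 RPKM in the same order, and Phlgi1_19184 101 ± 22.1, 20.9 ± 5.93 and 98.5 ± 46.9 RPKM. Between NELP and ELP their log2 fold changes were 2.52 (standard error 0.48, adjusted p = 0.096) and 2.26 (standard error 0.34, adjusted p = 0.065) in the limma fit of all media, with adjusted p values of 0.016 and 0.0084 in the fit of the wood media alone. Against Glc, Phlgi1_20514 rose in NELP (log2 fold change 4.71, standard error 0.22, adjusted p = 1.2e-04) and Phlgi1_119094 did too (2.60, standard error 0.53, adjusted p = 0.013; adjusted p = 0.055 with only NELP and Glc fitted), and Phlgi1_19184 was lower in ELP (-2.16, standard error 0.38, adjusted p = 0.0058).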

Other transcripts accumulating in NELP-derived mycelia included three CYPs (Table 2) potentially involved in the hydroxylation of diterpenoids and related resin acids [55]. 

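Aldehyde dehydrogenase Phlgi1_115040, which oxidises aldehydes to acids, rose relative to glucose by a log2 fold change of 2.84 (standard error 0.34, adjusted p = 0.0031) in NELP and 1.44 (standard error 0.34, adjusted p = 0.013) in ELP, where the adjusted p was 0.055 with only ELP and Glc fitted and 0.088 after rescaling. Glutathione S-transferase Phlgi1_113065 averaged 45.5 ± 13.2 RPKM in Glc (SD, n = 2), had 0.21 (standard error 0.25, adjusted p = 0.51) in NELP and was lower in ELP (-1.59, standard error 0.25, adjusted p = 0.0041). Peroxiredoxin Phlgi1_95619 averaged 113 ± 48.5 RPKM in Glc, had -0.14 (standard error 0.31, adjusted p = 0.74) in NELP and was lower in ELP as well (-2.06, standard error 0.31, adjusted p = 0.0039) in limma.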

Differential regulation also implicates glutathione S-transferase, aldehyde dehydrogenase and peroxiredoxin in the transformation and detoxification of extractives (Table 2). 

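Relative to glucose, 3 genes of gene regulation rose in NELP. Zn finger protein Phlgi1_123837, of a class that binds DNA, had a log2 fold change of 4.24 (standard error 0.47, adjusted p = 0.0024) in NELP and 2.00 (standard error 0.47, adjusted p = 0.013) in ELP, where the adjusted p was 0.052 with only ELP and Glc fitted and 0.061 after rescaling. The HMG-box proteins Phlgi1_36458 and Phlgi1_340250 had 1.99 (standard error 0.39, adjusted p = 0.011) and 3.86 (standard error 0.59, adjusted p = 0.0064) in NELP by limma. In ELP they had -0.067 (adjusted p = 0.90) and 1.64 (adjusted p = 0.057), and Phlgi1_340250 had 2.83 without Glc 2.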

Three putative transcription regulators were similarly regulated (Table 3). Aldehyde dehydrogenase- and AAD-encoding genes, some of which are upregulated in *P. gigantea* LP cultures relative to Glc cultures (Tables 1), are induced by aromatic compounds in *P. chrysosporium* [64], [65].

Predicted to degrade triglycerides, a total of nine lipase-encoding genes were identified in the *P. gigantea* genome and four of these were upregulated>2-fold (p<0.01) in LP media compared to Glc medium (Dataset S2). 

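Lipases free fatty acids from triglycerides, the main fats of pine sapwood. Of 9 genes annotated as class 3 or other lipases, Phlgi1_19028, Phlgi1_61329 and Phlgi1_32096 exceeded a ratio of 2 in a wood medium at an adjusted p under 0.01 in limma. Phlgi1_61329 had log2 fold changes of 1.59 in NELP (adjusted p = 0.0051) and 1.53 in ELP (adjusted p = 0.0037), and Phlgi1_32096 had 3.42 (adjusted p = 0.0057) and 2.92 (adjusted p = 0.0055). Phlgi1_99110 rose in ELP (3.94, adjusted p = 0.012) and had 2.22 in NELP (adjusted p = 0.087, and 0.045 with only NELP and Glc fitted). Phlgi1_129172 was lower in ELP (-3.17, adjusted p = 0.0070) and in NELP (-1.85, adjusted p = 0.049), where without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2, ELP 3 or Glc 2 the adjusted p was 0.058 to 0.18, and 0.095 with only NELP and Glc fitted. Phlgi1_36659 had 0.67 in NELP (adjusted p = 0.37) and -1.05 in ELP (adjusted p = 0.17), and it had 1.75 in NELP without Glc 2 and -2.13 in ELP without Glc 1.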

Two lipases displayed similar patterns of transcript and protein upregulation on NELP relative to ELP (Table 3), and the pine wood extractive also induced accumulation of these lipases in Avicel media (Table 3). 

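Glycerol is the backbone left when fatty acids are cut from triglycerides. The glycerol uptake facilitator Phlgi1_99331 was at 2432, 2260.1 and 2949 RPKM in the NELP libraries and at 998, 1326 and 1408 RPKM in the ELP libraries, and at 38.9 and 1229 RPKM in the Glc libraries. By mean RPKM it ranked 18 in NELP, 57 in ELP and 193 in Glc, and by single library 2809 in Glc 1 and 66 in Glc 2. The log2 fold change of NELP against ELP was 1.04 (standard error 1.04, adjusted p = 0.66) over all media in limma, and the adjusted p was 0.023 in the fit of the wood media alone. Against Glc it had 3.52 (standard error 1.17, adjusted p = 0.0504) in NELP and 2.48 (standard error 1.17, adjusted p = 0.12) in ELP. In NELP the log2 fold change was 6.01 without Glc 2 and 1.04 without Glc 1, and in ELP it was 4.97 without Glc 2. Glycerol kinase Phlgi1_106139, which phosphorylates glycerol, averaged 558 ± 28.1, 287 ± 18.4 and 312 ± 72.3 RPKM in NELP, ELP (SD, n = 3 each) and Glc (SD, n = 2). It had 0.96 (standard error 0.19, adjusted p = 0.097) of NELP against ELP (0.013 in the fit of the wood media alone) and rose in NELP against Glc (0.86, standard error 0.21, adjusted p = 0.022). Against Glc, without NELP 1, NELP 2 or NELP 3 the adjusted p was 0.059 to 0.071, 0.078 with only NELP and Glc fitted and 0.38 after rescaling.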

Further metabolism of triglycerides is uncertain, although a putative glycerol uptake facilitator (Phlbi1_99331) was highly expressed (RPKM value of 2532) and significantly (p<0.02) upregulated (2.1-fold) in NELP compared to ELP (Dataset S2). Fatty acids activation and β-oxidation can be inferred by the expression of fatty acid CoA ligase (Phlgi1_107548, Phlgi1_126556, Phlgi1_89325), β-ketothiolase (Phlgi1_27649, Phlgi1_130767), and fatty acid desaturase (Phlgi1_100083, Phlgi1_115799). 

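Fatty acid desaturases, which place double bonds in acyl chains, were the members of this pathway with the largest changes. Phlgi1_100083 averaged 18.1 ± 2.76 RPKM in NELP, 25.1 ± 1.51 in ELP (SD, n = 3 each) and 3.86 ± 0.312 in Glc (SD, n = 2), with log2 fold changes of 2.08 (standard error 0.21, adjusted p = 0.0018) and 2.55 (standard error 0.21, adjusted p = 7.9e-04). Phlgi1_115799 averaged 17.8 ± 0.658, 11.9 ± 3.65 and 1.86 ± 0.225 RPKM, with 2.95 and 2.36 (adjusted p = 0.0011 and 0.0021). The CoA ligases Phlgi1_107548, Phlgi1_126556 and Phlgi1_89325, which activate fatty acids, had 1.16, 1.95 and 0.22 in NELP (adjusted p = 0.069, 0.012 and 0.75) and 1.02, 1.52 and 0.29 in ELP (adjusted p = 0.088, 0.018 and 0.67). β-Ketothiolases Phlgi1_27649 and Phlgi1_130767, of the last step of β-oxidation, had 1.38 and 1.23 in NELP (adjusted p = 0.0074 and 0.089) and 1.30 and 0.29 in ELP (adjusted p = 0.0057 and 0.66) by limma. After rescaling Phlgi1_126556 and Phlgi1_27649 had an adjusted p = 0.062 and 0.061 in NELP and 0.15 and 0.081 in ELP. Both media gained calls of Phlgi1_107548 without ELP 1 (adjusted p of 0.042 and 0.032), and NELP gained it without ELP 3 (0.033). In NELP and ELP, Phlgi1_89325 had log2 fold changes of 1.16 and 1.23 without Glc 1, and Phlgi1_130767 had 2.03 and 1.09 without Glc 2. The ELP call of Phlgi1_126556 was lost without Glc 1 (0.054) and with only ELP and Glc fitted (0.061).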

Upregulation of a mitochondrial malate dehydrogenase (Phlgi1_22176, Table 3), together with relatively high transcript levels of other TCA cycle components (citrate synthases Phlgi1_126205, Phlgi1_100215; 2-oxoglutarate dehydrogenase, Phlgi1_126652) may complete fatty acid oxidation. In this connection, we also observed high expression of isocitrate lyase (Phlgi1_21482, Phlgi1_93159) and malate synthase (Phlgi1_27815), which partially explain oxalate accumulation [66] and strongly support an active glyoxylate shunt [45], [67] (Figure 9). 

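Malate dehydrogenase Phlgi1_22176, a mitochondrial enzyme of the TCA cycle, averaged 65.2 ± 14.5 RPKM in NELP, 15.7 ± 4.36 in ELP (SD, n = 3 each) and 62.0 ± 49.7 in Glc (SD, n = 2). Its log2 fold change of NELP against ELP was 2.03 (standard error 0.46, adjusted p = 0.13), with an adjusted p = 0.0090 in the fit of the wood media alone, and against Glc it had 0.32 (standard error 0.51, adjusted p = 0.64) in NELP and -1.71 (standard error 0.51, adjusted p = 0.031) in ELP. For the ELP value, without NELP 1, ELP 1, ELP 2, ELP 3 or Glc 2 the adjusted p was 0.0501 to 0.084, and 0.081 with only ELP and Glc fitted. Citrate synthases Phlgi1_126205 and Phlgi1_100215 averaged 292 ± 43.4 and 229 ± 36.0 RPKM in NELP, and 2-oxoglutarate dehydrogenase Phlgi1_126652 averaged 86.7 ± 7.83. In NELP these 3 had 0.45, -0.15 and 0.33 against Glc in limma (adjusted p = 0.21, 0.81 and 0.21), and in ELP 0.40, -0.29 and 0.11. Without Glc 2 the log2 fold changes in NELP were 1.24 for Phlgi1_22176, 0.81 for Phlgi1_126205 and -0.93 for Phlgi1_100215. In ELP they were 0.75 for Phlgi1_126205 and -1.07 for Phlgi1_100215.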

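Isocitrate lyase and malate synthase form the glyoxylate shunt, through which cells build sugars and acids from acetyl-CoA. Phlgi1_93159 averaged 144 ± 13.5 RPKM in NELP, 94.1 ± 21.6 in ELP (SD, n = 3 each) and 62.9 ± 30.4 in Glc (SD, n = 2), and Phlgi1_21482 averaged 40.5 ± 3.27, 45.3 ± 2.65 and 30.0 ± 2.87 RPKM. Malate synthase Phlgi1_27815 averaged 171 ± 4.41, 137 ± 10.6 and 91.9 ± 17.1 RPKM. Phlgi1_93159 rose in NELP (log2 fold change 1.27, standard error 0.33, adjusted p = 0.026) and Phlgi1_27815 did as well (0.90, standard error 0.20, adjusted p = 0.016). After rescaling these were 0.67 (adjusted p = 0.27) and 0.30 (adjusted p = 0.40). With single libraries left out, without NELP 1, NELP 2, NELP 3 or ELP 2 the adjusted p was 0.051 to 0.078 for Phlgi1_93159 (0.071 with only NELP and Glc fitted), and without NELP 1 or NELP 2 the adjusted p was 0.053 to 0.065 for Phlgi1_27815. In ELP, Phlgi1_21482 rose (0.59, standard error 0.19, adjusted p = 0.040) but had -0.067 after rescaling (adjusted p = 0.84), and without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2, ELP 3 or Glc 2 the adjusted p was 0.054 to 0.11, and 0.13 with only ELP and Glc fitted.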

Upregulation of glycoside hydrolases, transcription factors, cyclophilins, ATP synthase and ribonuclease may also reflect broad shifts in metabolism or reduced accessibility of the unextracted substrate (Tables 2 and 3).

Beyond genetic regulation, certain constitutively expressed genes are also likely involved in the degradation of all plant cell wall components, including complex resins and triglycerides. For example MOX (Phlgi1_120749) is among the most abundant transcripts in both NELP and ELP (Dataset S2), suggesting an important role in H_2_O_2_ production associated with lignin demethylation [53]. 

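Methanol oxidase (MOX) makes H2O2 while oxidising methanol, a product of lignin and pectin demethylation. Phlgi1_120749 averaged 10488 ± 612 RPKM in NELP and 7278 ± 2407 in ELP (SD, n = 3 each), which ranked 3 and 6 among all gene models. By single library it ranked 10, 7 and 3 in ELP 1, ELP 2 and ELP 3. In Glc 1 it had 99.5 RPKM (rank 1246) and in Glc 2 10342 RPKM (rank 4). Its log2 fold change against Glc was 3.36 (standard error 1.57, adjusted p = 0.13) in NELP and 2.79 (standard error 1.57, adjusted p = 0.18) in ELP by limma. Without Glc 2 the log2 fold changes were 6.71 in NELP and 6.13 in ELP. NELP against ELP gave 0.58 (adjusted p = 0.88). Constancy of Phlgi1_120749 across media cannot be judged from these Glc libraries, whose values lie so far apart.

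**Figure D3:**
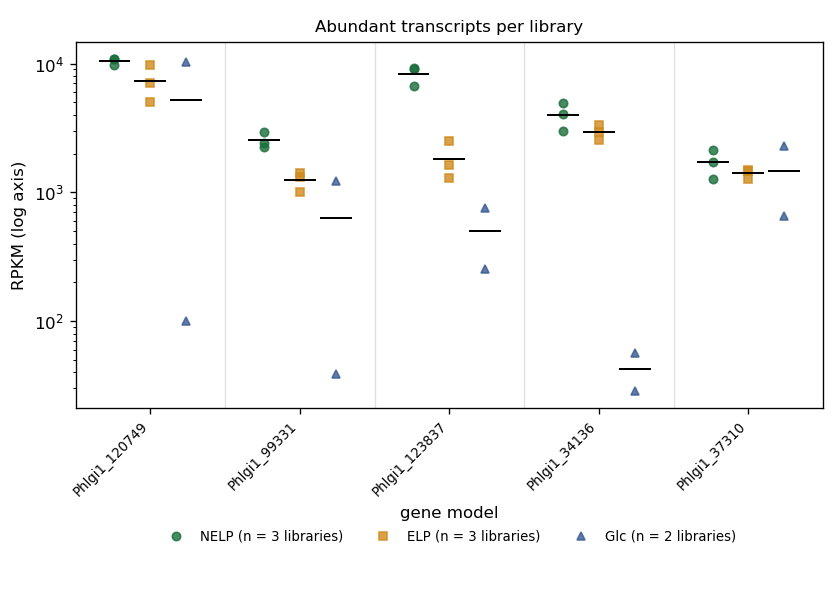
RPKM on a log axis in each library for methanol oxidase Phlgi1_120749, glycerol uptake facilitator Phlgi1_99331, Zn finger protein Phlgi1_123837, cellobiohydrolase Phlgi1_34136 and LPMO Phlgi1_37310. Points are libraries (NELP circles, ELP squares, Glc triangles) and black lines are the means of each medium; Glc 2 lies far above Glc 1 for methanol oxidase and the glycerol uptake facilitator.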

Extracellular peroxide generation is key to peroxidase activity, and MOX fulfills this role along with CRO, AAO, and P2O. Along these lines, we also observed high extracellular protein levels of DyP (Phlgi1_122124) under all culture conditions.

Most problematic, many *P. gigantea* genes and proteins exhibited little or no homology to NCBI NR or Swiss-Prot entries. Some of these ‘hypothetical’ or ‘uncharacterized’ proteins are undoubtedly important, particularly those that are highly expressed, regulated and/or secreted. For example, of 92 genes upregulated (>2-fold; p<0.01) in NELP relative to ELP, 51 were designated as hypothetical (Table 2; Dataset S2). Three of these featured predicted secretion signals and peptides were detected in one case. 

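Phlgi1_20514 is a cytochrome P450 with different family names in the deposited data and in the paper. It was the single gene above a ratio of 2 at an adjusted p under 0.01 and over 10 RPKM in the limma fit of all media, and 145 genes were at an unadjusted p under 0.01. In the fit of NELP and ELP alone, and without either Glc library, 59 genes were, and 33 of the 59 are annotated as hypothetical. Leaving out any one wood library took the count from 1 to 0. Rescaling by median ratio left the count at 1.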

In the absence of biochemical characterization and/or genetic evidence, assigning function to these genes represents a major undertaking. Nevertheless, high throughput transcript and secretome profiling substantially filtered the number of potential targets from a genome-wide estimate of 4744 ‘hypothetical’ genes to the more manageable numbers reported here. More broadly, the results advance understanding of the early and exclusive colonization of coniferous wood by *P. gigantea* and also provide a framework for developing effective wood protection strategies, improving biocontrol agents and identifying useful enzymes [6], [9], [10].

## Methods

### Wood colonization assays

Wood wafers (1 cm by 1 cm by 2 mm) were cut from the sapwood of aspen (*Populus tremuloides*), pine (*P. taeda*) and spruce (*Picea glauca*) and sterilized by autoclaving. Following inoculation by contact with mycelium growing on malt extract agar (15 g malt extract [Difco, Detroit, MI] and 15 g agar per liter of water) in Petri dishes, colonized wafers were harvested 30, 60 and 90 days. Noninoculated wood wafers placed on the same media in Petri dishes served as controls. Wafers were removed 30, 60 or 90 days later, weighed and percent weight loss was determined. Additional wafers were removed at the same time period, immediately frozen to −20°C and prepared for scanning electron microscopy as previously described [68].

### Sequencing and annotation

The genome was sequenced using Illumina and annotated using the JGI Annotation Pipeline [69]. Assembly and annotations are available from JGI portal MycoCosm [38] and deposited to DDBJ/EMBL/GenBank under accession AZAG00000000. The version described in this paper is version AZAG01000000. The completeness of the *P. gigantea* genome was assessed by finding 99.1% of CEGMA proteins conserved across sequenced genomes of eukaryotes [70](Text S1; Tables S1, S2).

### RNA-seq

Mycelium was derived from triplicate cultures of 250 ml basal salts containing: i. 1.25 g freshly-harvested, ground (1mm mesh) loblolly pine wood that had been ‘spiked’ with acetone and thoroughly dried (NELP); or ii. the same material following extended acetone extraction in a Soxhlet apparatus and drying (ELP). The composition of the extract (Text S1) was determined by GC-MS [51]. Duplicate cultures of basal salts medium with glucose as sole carbon source served as a reference. After 5 days incubation, total RNA was purified from frozen mycelium as described [22], [71]. Multiplexed libraries were constructed and sequenced on an Illumina HiSeq2000. DNAStar Inc (Madison, WI) modules SeqNGen and Qseq were used for mapping reads and statistical analysis. Transcriptome data was deposited to the NCBI Gene Expression Omnibus (GEO) database and assigned accession GSE53112 (Reviewer access via http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ilovmswixtajjez&acc=GSE53112). Experimental details are provided in Text S1 and all transcriptome analyses are summarized in Dataset S2.

### Secretome analysis

With minor modification, NanoLC-MS/MS analysis identified extracellular proteins in culture filtrates as described [22], [72]. For each of the two woody substrates (e.g NELP and ELP), cultures were harvested after 5, 7 and 9 days. Mass spectrometric protein identifications were accepted if they could be established at greater than 95.0% probability within 0.9% False Discovery Rate and contained at least two identified peptides. Protein probabilities were assigned by the Protein Prophet algorithm [73]. To verify the effects of pine wood extractives in a well-defined substrate, media containing microcrystalline cellulose (Avicel) were also employed [22], [45], [74]. Filtrates from these cultures, with or without addition of loblolly pine wood acetone extract, were collected after 5 days and analyzed. Approximate protein abundance in each of the cultures was expressed as the number of unique peptide and the exponentially modified protein abundance index (emPAI) value [52] (See Text S1 for detailed methods).

## Supporting Information

Figure S1 Vista dot plot illustrating syntenic relationship between 12 longest scaffolds of *P. gigantea* and *P. chrysosporium*.
(EPS)

Figure S2 Top 20 families of contributing to PC1 and PC2 values in Figure 3A. The x-axis designates each enzyme family and y-axis indicates the squared rotation values for PC1 and PC2. As shown in Figure 2, the PC2 value mainly separated the white- and brown-rot fungi.
(EPS)

Figure S3 Ten genes encoding enzymes potentially involved in lipid metabolism contributing to PC1 and PC2 values in Figure 3B. The x-axis designates each enzyme family and y-axis indicates the squared rotation values for PC1 and PC2.
(EPS)

Figure S4 Phylogenetic analysis of opsin genes from *P. gigantea* (Phlgi), *C. subvermispora* (Cersu), *P. placenta* (Pospl), *A. nidulans* (AN), *Sordaria macrospora* (SM) and *Neurospora crassa* (NCU). The evolutionary history was inferred using the Minimum Evolution method [78]. The bootstrap consensus tree inferred from 500 replicates (MEGA4) is taken to represent the evolutionary history of the taxa analyzed (MEGA4). Branches corresponding to partitions reproduced in less than 50% bootstrap replicates are collapsed. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (500 replicates) are shown next to the branches (MEGA4). The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances used to infer the phylogenetic tree. The evolutionary distances were computed using the Poisson correction method [79] and are in the units of the number of amino acid substitutions per site. The ME tree was searched using the Close-Neighbor-Interchange (CNI) algorithm [4] at a search level of 1. The Neighbor-joining algorithm [80] was used to generate the initial tree. All positions containing gaps and missing data were eliminated from the dataset (Complete deletion option). There were a total of 183 positions in the final dataset. Phylogenetic analyses were conducted in MEGA4 [81].
(EPS)

Figure S5 Phylogenetic analysis of putative photoreceptors of *Ceriporiopsis subvermispora* (Cersu), *Phlebiopsis gigantea* (Phlgi), *Postia placenta* (Pospl), *Cryptococcus neoformans* (CN), *Laccaria bicolor* (LB), *Phycomyces blakesleeanus* (PB), *Neurospora crassa* (NCU), *Aspergillus nidulans* (ANIDU) and *Trichoderma reesei* (TR). Along with the species, the name is given of the respective protein (if known) and the GenBank accession number or protein ID in JGI genome databases.
(EPS)

Figure S6 Alignment of the homologous region comprising the PAS/LOV domain (NCRFLQ) in photoreceptor orthologues. LOV signatures are highlighted.
(EPS)

Figure S7 Genomic locus comprising the cluster of response regulator genes.
(EPS)

Figure S8 Homology models for the molecular structures of class II heme peroxidases from the *P. gigantea* genome. Ligninolytic peroxidases, including LiP models - **A**) 150531 peroxidase, **B**) 121662 peroxidase and **C**) 30372 peroxidase - harboring an exposed tryptophan potentially involved in oxidation of high redox-potential substrates, and **MnP** models - **D**) 75566 peroxidase, **E**) 75572 peroxidase, **F**) 115591 peroxidase, **G**) 115592 peroxidase and **H**) 117668 peroxidase - harboring a putative Mn^2+^ oxidation site (formed by two glutamates and one aspartate); and **I**) manually curated GP (32509). Note that an alanine and an asparagine residues in the LiP models occupy the position of the catalytic glutamate and aspartate involved in Mn^2+^ oxidation by MnP, and a serine residue in the MnP models occupies the position of the putative catalytic tryptophan characterizing LiP. The amino acid numbering refers to putative mature sequences, after manual processing of their peptide sequences.
(EPS)

Figure S9 Dendrogram showing evolutionary relationships among 478 basidiomycete heme peroxidases, including structural-functional classification based on Ruiz-Dueñas et al. (2) (GeneBank and JGI references in parentheses and *P. gigantea* genome references on yellow background). Amino-acid sequence comparisons as Poisson distances and clustering based on UPGMA and "pairwise deletion" option of MEGA5 [81]. Compressed sub-trees are shown to facilitate the *P. gigantea* peroxidases analysis. Numbers on branches represent bootstrap values (based on 1000 replications) supporting that branch; only the values ≥50% are presented. **Fungal abbreviations:** AGABI, *Agaricus bisporus*; AURDE, *Auricularia delicata*; BJEAD, *Bjerkandera adusta*; CERSU, *Ceriporiopsis subvermispora*-B; COPCI, *Coprinopsis cinerea*; DACSP, *Dacryopinax* sp.; DICSQ, *Dichomitus squalens* v1.0; FOMME, *Fomitiporia mediterranea* v1.0; FOMPI, *Fomitopsis pinicola* SS1 v1.0; IZU, basidiomycete IZU-154; LACBI, *Laccaria bicolor v2.0*; LENED, *Lentinula edodes*; PHACH, *Phanerochaete chrysosporium*; PHASO, *Phanerochaete sordida*; PHLBR, *Phlebia brevispora* HHB-7030 SS6 v1.0; PHLGI, *Phlebiopsis gigantea*; POSPL, *Postia placenta*; PUNST, *Punctularia strigosozonata* v1.0; SERLA, *Serpula lacrymans*; SPOSP, *Spongipellis* sp.; STEHI, *Stereum hirsutum* FP-91666 SS1 v1.0; TRACE, *Trametopsis cervina*; TREME, *Tremella mesenterica*; USTMA, *Ustilago maydis*. Most of the sequences included in the dendrogram were obtained from the analysis of fungal genome sequences. The genome version from which the peroxidase sequence was obtained is in some cases indicated as v1.0 and v2.0. **Peroxidase abbreviations**: i) GP, generic peroxidase; ii) MnP-short, MnP-long and MnP-extralong, three different mangenese peroxidase (MnP) subfamilies including a typical Mn(II)-oxidation site, formed by two glutamates and one aspartate residues, and differing in the length of their C-terminal tails; iii) LiP, lignin peroxidase harboring an exposed tryptophan residue located at the same position described for the catalytic Trp171 of *P. chrysosporium* LiP; iv) VP, versatile peroxidase including a Mn(II)-oxidation site like in MnP, and a catalytic tryptophan like in LiP; v) VP-LiP intermediate states, two *Ceriporiopsis subvermispora* peroxidases occupying an intermediate position between typical LiPs and VPs according to their structural and catalytic properties [22]; and vi) MnP-atypical and VP-atypical, MnP and VP lacking one of the three acid residues forming the typical Mn(II)-oxidation site present in MnP and VP (Glu35/36, Glu39/40 and Asp179/175 in *P. chrysosporiun* MnP/*P.eryngii* VP).
(PDF)

Figure S10 **Homology models for the molecular structures of heme-thiolate peroxidases (HTPs) from the *P. gigantea* genome.** A) Phlgi1_131735 peroxidase, B) Phlgi1_18201 peroxidase, C) Phlgi1_19534 peroxidase and D) Phlgi1_104428 peroxidase, including proximal cysteine residue acting as the fifth heme iron ligand and a few more amino acid residues of the active center.
(EPS)

Figure S11 **Homology models for the molecular structures of DyP peroxidases from the *P. gigantea* genome.** A) Phlgi1_122124 peroxidase (old Phlgi1_78526 peroxidase), B) Phlgi1_71660 peroxidase, C) Phlgi1_85295 peroxidase and D) Phlgi1_125681 peroxidase, including amino acid residues located at the proximal and distal sides of the heme active site involved in catalysis.
(EPS)

Figure S12 **Dendrogram focused on class II heme peroxidases (a total of 219) showing evolutionary relationships and structural-functional classification.** A) Short, long and extralong MnPs have a Mn^2+^-oxidation site formed by two glutamic and one aspartic residues, and differ in the length of the C-terminal tail; B) LiPs contain a catalytic tryptophan, with the only exception of TRACE-LiP being the “unique” ligninolytic peroxidase with a catalytic tyrosine (3); C) VPs harbor the catalytic sites described above for both MnPs and LiPs; D) GPs do not contain any of the above two catalytic sites; and E) atypical MnPs and VPs lack one of the three acidic residues forming the Mn^2+^-oxidation site. The analysis is described in **Figure S9**. **Fungal abbreviations**: AGABI, *Agaricus bisporus*; AURDE, *Auricularia delicata*; BJEAD, *Bjerkandera adusta*; BJESP, *Bjerkandera sp*; CERRI, *Ceriporiopsis rivulosa*; CERSU, *Ceriporiopsis subvermispora*-B; CERUN, *Cerrena unicolor*; COPCI, *Coprinopsis cinerea*; COPDI, *Coprinellus disseminatus*; DICSQ, *Dichomitus squalens* v1.0; FOMME, *Fomitiporia mediterranea* v1.0; FOMPI, *Fomitopsis pinicola* SS1 v1.0; GANAP, *Ganoderma applanatum*; GANAU, *Ganoderma australe*; GANFO, *Ganoderma formosanum*; GANLU, *Ganoderma lucidum*; GANSP, *Ganoderma* sp.; HETAN, *Heterobasidion annosum* v2.0; IZU, basidiomycete IZU-154; LACBI, *Laccaria bicolor v2.0*; LENED, *Lentinula edodes*; PHACH, *Phanerochaete chrysosporium*; PHASO, *Phanerochaete sordida*; PHLBR, *Phlebia brevispora* HHB-7030 SS6 v1.0; PHLGI, *Phlebiopsis gigantea*; PHLRA, *Phlebia radiata*; PLEER, *Pleurotus eryngii*; PLEOS, *Pleurotus ostreatus*; PLEPU, *Pleurotus pulmonarius*; PLESA, *Pleurotus sapidus*; POSPL, *Postia placenta*; PUNST, *Punctularia strigosozonata* v1.0; SPOSP, *Spongipellis* sp.; STEHI, *Stereum hirsutum* FP-91666 SS1 v1.0; TAICA, *Taiwanofungus camphoratus*; TRACE, *Trametopsis cervina*; TRAVE, *Trametes versicolor*; WOLCO, *Wolfiporia cocos* MD-104 SS10 v1.0. GeneBank and JGI references are shown in parentheses and *P. gigantea* genome references on yellow background.
(PDF)

Figure S13 **Dendrogram focused on DyP peroxidases (a total of 64) showing evolutionary relationships.** The analysis is described in Figure S7. **Fungal abbreviations**: AURAU, *Auricularia auricula-judae*; AURDE, *Auricularia delicata*; BJEAD, *Bjerkandera adusta*; COPCI, *Coprinopsis cinerea*; DICSQ, *Dichomitus squalens* v1.0; FOMME, *Fomitiporia mediterranea* v1.0; GANLU, *Ganoderma lucidum*; GANSP, *Ganoderma* sp.; HETAN, *Heterobasidion annosum* v2.0; LACBI, *Laccaria bicolor v2.0*; MARSC, *Marasmius scorodonius*; MELLA, *Melampsora laricis-populina v1.0*; PHLBR, *Phlebia brevispora* HHB-7030 SS6 v1.0; PHLGI, *Phlebiopsis gigantea*; PLEOS, *Pleurotus ostreatus*; POSPL, *Postia placenta*; PUNST, *Punctularia strigosozonata* v1.0; STEHI, *Stereum hirsutum* FP-91666 SS1 v1.0; TERAL, *Termitomyces albuminosus*; TRAVE, *Trametes versicolor*. GenBank and JGI references are shown in parentheses and *P. gigantea* genome references on yellow background.
(PDF)

Figure S14 **Multiple alignments of aryl alcohol oxidases (AAO) sequences from *P. gigantea* (Phlgi128071, Phlgi121514) and *P. eryngii* (AAOpe) [82].** Highly conserved histidine active site residues [83] are in red. Bottom lines show conserved motifs in GMC family [84]. Obtained using Clustal W [85].The Phlgi128071 and Phlgi121514 models conserve the substrate-binding pocket reported for AAO from *P. eryngii* and the motifs in GMC family.
(EPS)

Figure S15 **Multiple alignments of methanol oxidase (MOX) sequences from *P. gigantea* (Phlgi120749, Phlgi108516 and Phlgi72751) and *G. trabeum* (ABI14440.1)[53].** Highly conserved histidine/asparagine active site residues [84] are in red. Bottom lines show conserved motifs in GMC family [84]. Obtained using Clustal W [85]. The MOX models conserve motifs in GMC family.
(EPS)

Figure S16 **Multiple alignments of cellobiose dehydrogenase (CDH) sequence from *P. gigantea* (model Phlgi99876) and *Gelatoporia subvermispora* (ACF60617).** Highly conserved active site residues are in red [86]. Obtained using Clustal W [85].
(EPS)

Figure S17 **Multiple alignments of pyranose oxidse (POX) sequences from *P. gigantea* (Phlgi130349), *Peniphora sp.* (AAO13382.1) and *Trametes ochracea* (AAP40332.1).** Obtained using Clustal W [85].
(EPS)

Figure S18 **Multiple alignments of glucose oxidase (GOX) sequences from *P. gigantea* (Phlgi128108), *B. fuckeliana* (CDA88590.1) and *C. immitis* (EAS27606) and *A. niger* (AAF59929.2) [1].** Highly conserved histidine active site residues [84] are in red. Bottom lines show conserved motifs in GMC family [84]. Obtained using Clustal W [85].
(EPS)

Figure S19 **Multiple alignments of eight putative aryl alcohol dehydrogenase (AAD) sequences from *P. gigantea* (Phlgi1) and *P. chrysosporium* (AAA61931.1)[36].** Obtained using Clustal W [85].
(EPS)

Figure S20 **Phylogenetic tree of multicopper oxidases from *Acremonium* sp. (Acr), *Aspergillus nidulans* (Ani), *Cryptococcus neoformans* (Cne), *Coprinopsis cinerea* (Cci), *Pleurotus ostreatus* (Pos), *Phanerochaete carnosa* (Pca), *Phanerochaete chrysosporium* (Pch), *Phanerochaete flavido-alba* (Pfa), *Phlebiopsis gigantea* (Pgi), *Postia placenta* (Ppl), *Saccharomyces cerevisiae* (Sce), *Schizophyllum commune* (Sco), *Serpula lacrymans* (Sla), *Sporobolomyces roseus* (Sro), *Tremella mesenterica* (Tme), and *Ustilago maydis* (Uma). Alignments were produced in program ClustalW, manually adjusted in Genedoc and computed in MEGA4.0 for phylogenetic tree production (neighbour-joining, bootstrap values 500).** ID numbers refer to protein models in the JGI MycoCosm (http://genome.jgi-psf.org/programs/fungi/index.jsf), other accession numbers to the NCBI database (http://www.ncbi.nlm.nih.gov/), specific names to proteins specified with accession numbers in Hoegger et al. [29] and Lettera et al. [87]. Blue coloring marks enzymes with laccase activity experimentally shown, light brown enzymes with proven ferroxidase activity, purple enzymes with ascorbate activity, olive enzymes acting in fungal pigment synthesis, and two colors dual enzymatic activities with the left color marking the respective major performance ([88], [89] and references in the review of Kües and Rühl 2011 [90]). Proteins from *P. gigantea* are highlighted in red.
(EPS)

Figure S21 **Sequence alignment for four regions of *S. cerevisiae* ferroxidase Fet3 with corresponding regions of enzymes of *P. gigantea* and *Phanerochaete* species. Marked in yellow are residues that in Fet3 of *S. cerevisiae* are critical for Fe^2+^ binding and the electron-transfer pathway (for references see [90]).** Three groups of enzymes become obvious: i) the Fet3-type ferroxidases; ii) within the cluster of ferroxidases/laccases one subgroup that is more similar to the Fet3-type ferroxidases to which the ferroxidase Mco1 of *P. chrysosporium* belongs to; and iii) one more distinct subgroup that misses three amino acids in the second region of importance for binding pocket formation and to which *P. favido-alba bona fide* laccase PfaL belongs.
(EPS)

Figure S22 **Phylogenetic analysis and subfamily assignments of GH5 protein models of *P. gigantea* (Phlgi), *H. annosum* (Hetan) and *Stereum hirsutum* (stehi).**
(EPS)

Figure S23 **Phylogenetic analysis of LPMO proteins of *P. gigantea*, *C. subvermispora*, and *P. Chrysosporium.***
(EPS)

Figure S24 **Phylogeny and differential expression of carbohydrate esterase family 1 (CE1) genes. CDS sequences were obtained from each genome database according to assigned protein IDs.** Incomplete CDS sequences (partial fragments) were eliminated from the analysis. For each CE family, a multiple alignment was performed using MegAlign version 10 software. The phylogenetic tree was then constructed from the multiple alignment using Clustal W [85]. Numbers at the nodes represent bootstrap values, based on 1000 replications. Species: Aurde, *Auricularia delicata* SS-5; Conpu, *Coniophora puteana*; CC1G, *Coprinopsis cinerea*; Dicsq, *Dichomitus squalens*; Fomme, *Fomitiporia mediterranea*; Fompi, *Fomitopsis pinicola* FP-58527 SS1; Glotr, *Gloeophyllum trabeum*; Hetan, *Heterobasidion annosum*; Lacbi, *Laccaria bico*lor; Phaca, *Phanerochaete carnosa* HHB-10118; Phach, *Phanerochaete chrysosporium* RP78; Phlgi, *Phlebiopsis gigantea*; Punst, *Punctularia strigosozonata*; Schco, *Schizophyllum commune*; Serla, *Serpula lacrymans* S7.3; Stehi, *Stereum hirsutum* FP-91666 SS1; Trave, *Trametes versicolor*; Wolco, *Wolfiporia cocos* MD-104 SS10. Ecology: W, white rot; B, brown rot; M, mycorrhiza; S, non-wood decay saprotroph. Location of comprised CBM1 was indicated as N or C-terminal. Differential regulation of Phlgi CE transcripts between the cultivations tested in this study were also indicated as up- (U) or down- (D) regulated. Asterisk was accompanied if the p value was <0.05. Possible CE1 gene Phlgi_121418 was excluded as the model was severely truncated (91 amino acid residues).
(PDF)

Figure S25 **Phylogeny and differential expression of CE4 genes. Analysis and abbreviations as in Figure S24.**
(PDF)

Figure S26 **Phylogeny and differential expression of CE8 genes. Analysis and abbreviations as in Figure S24.** Possible CE8 gene Phlgi_132681 was excluded as the model was severely truncated (79 residues).
(PDF)

Figure S27 **Phylogeny and differential expression of CE9 genes. Analysis and abbreviations as in Figure S24.**
(PDF)

Figure S28 **Phylogeny and differential expression of CE12 genes. Analysis and abbreviations as in Figure S24.**
(PDF)

Figure S29 **Phylogeny and differential expression of CE15 genes. Analysis and abbreviations as in Figure S24.**
(PDF)

Figure S30 **Phylogeny and differential expression of CE16 genes. Analysis and abbreviations as in Figure S24.** Possible CE16 gene Phlgi_73119 was excluded as the model was severely truncated (95 residues).
(PDF)

Figure S31 **Phylogenetic tree of the cytochrome P450 proteins (P450ome) in *P. gigantea*.** Tree was constructed using 124 P450 sequences (which were full-length or near full-length) and evolutionary history was inferred using bootstrap Neighbor-Joining method. Phylogenetic analyses were conducted using MEGA4 [81]. The P450 listing in the tree is based on the corresponding protein ID with the CYP name in parenthesis. P450s that belong to a new subfamily are indicated with the abbreviation NS.
(EPS)

Figure S32 **Comparative evolutionary analysis of the P450omes of *P. gigantea* and *Phanerochaete* species (*P. chrysosporium* and *P. carnosa)*.** Clan level comparison was made for this analysis.
(EPS)

Figure S33 **Multiple alignment of representative protein sequences of *P. gigantea* hydrophobins.** Sequences were aligned using MUSCLE alignment tool implemented in Molecular Evolutionary Genetic Analysis software (MEGA 5.0). MUSCLE was chosen because it is computationally more suitable for multiple sequence alignments and gives a better accuracy than the conventional CLUSTAL alignment [91]. The aligned protein sequences were viewed with the Biological sequence alignment editor (Bioedit), windows 95/98/NT/2K/XP. Identical amino acid residues are marked in black, conserved cysteine residues are marked with asterisks.
(EPS)

Figure S34 **The evolutionary history of *P. gigantea* hydrophobins with a selected set of closely related basidiomycetes and *Acremonium alcalophilum*, an ascomycete.** Evolutionary relatedness was inferred using the Neighbor-Joining method [80]. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (500 replicates) are shown next to the branches. Branches with blue colour represent hydrophobin sequences from *P. gigantea* and branches without support values are less than 50%. The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances used to infer the phylogenetic tree. The evolutionary distances were computed using the Poisson correction method [79], and are in the units of the number of amino acid substitutions per site. The analysis involved 174 amino acid sequences. All ambiguous positions were removed for each sequence pair. There were a total of 155 positions in the final dataset. Evolutionary analyses were conducted in MEGA5 [92]. Fungal species IDs: |Cersu| (*Ceriporiopsis subvermispora*), |Phlgi| (*Phlebiopsis gigantea*), |Phchr|(*Phanerochaete chrysosporium*), |Gansp| (*Ganoderma sp*.), |Phlbr| (*Phlebia brevispora*), |Serla_varsha|(*Serpula lacrymans*), |Wolco| (*Wolfiporia cocos*), |Hetan| (*Heterobasidion annosum*), |Schco| (*Schizophyllum commune*), |Copci| (*Coprinopsis cinerea*), |Lacbi| (*Laccaria bicolor*), |Ustma| (*Ustilago maydis*), |Acral| (*Acremonium alcalophilum)*. The tree is rooted at *Acremonium alcalophilum*, representing class II of hydrophobins.
(EPS)

Figure S35 **Chromatogram of loblolly pine wood acetone extract.**
(EPS)

Table S1 **Genome assembly.**
(DOCX)

Table S2 **Annotation.**
(DOCX)

Table S3 **Transcript profiles of response regulator genes clustered on scaffold.**
(DOCX)

Table S4 **Copper radical oxidases (CROs) of *P. Gigantea.***
(DOCX)

Table S5 **Expression of *P. gigantea* GMC oxidoreductases in solvent extracted lodgepole pine wood (ELP) and non-extracted lodgepole pine wood (NELP).**
(DOCX)

Table S6 **Multicopper oxidases of *P. gigantea.***
(DOCX)

Table S7 **Glycoside hydrolase comparisons of brown-rot (BR) and white-rot (WR) fungi.**
(DOCX)

Table S8 **Carbohydrate esterase comparisons of brown-rot (BR) and white-rot (WR) fungi.**
(DOCX)

Table S9 **Polysaccharide lyase comparisons of brown-rot (BR) and white-rot (WR) fungi.**
(DOCX)

Table S10 **Protein features and regulation of lytic polysaccharide monooxygenases (LPMO) in *P. gigantea.***
(DOCX)

Table S11 **Properties of the transcription factors for which binding sites have been detected in CAZymes that are significantly regulated during growth on ground pine wood.**
(DOCX)

Table S12 **Transcript levels of potential regulators in *P. gigantea* cultures.**
(DOCX)

Table S13 **Overview of the *P. gigantea* P450ome and comparison with *P. chrysosporium and P. carnosa.***
(DOCX)

Table S14 **Clan-, family-, and subfamily- level classification of the P450ome of *P. gigantea* and comparison with *P. chrysosporium* and *P. carnosa.***
(DOCX)

Table S15 **Expression profile of *P. gigantea* P450ome.**
(DOCX)

Table S16 **Products of annotated putative secondary metabolite genes in the *P. gigantea* genome.**
(DOCX)

Table S17 ***P. gigantea* hydrophobin models.**
(DOCX)

Table S18 **Fungal species and hydrophobin gene number used for phylogenomics analysis.**
(DOCX)

Table S19 **RNAseq analysis of *P. gigantea* hydrophobins.**
(DOCX)

Table S20 ***P. gigantea* ABC models.**
(DOCX)

Table S21 **Chemical composition of lipids from Loblolly pine wood (*Pinus taeda*).**
(DOCX)

Text S1 **Detailed description of methods and annotated gene families.**
(DOCX)

Dataset S1 **Number and distribution of genes used for PCA.**
(XLSX)

Dataset S2 **Complete listing of *P. gigantea* protein models and expression data.**
(XLSX)

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S1 — Genome assembly.

| Table S1. Genome Assembly | |
| --- | --- |
| Genome Assembly size (Mbp} | 30.14 |
| Sequencing read coverage depth | 144.9 |
| # of contigs | 1195 |
| # of scaffolds | 573 |
| # of scaffolds >= 2Kbp | 506 |
| Scaffold N50 | 72 |
| Scaffold L50 (Mbp) | 0.12 |
| # of gaps | 622 |
| % of scaffold length in gaps | 1.5% |
| Three largest Scaffolds (Mbp) | 0.61, 0.54, 0.46 |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S2 — Annotation.

| Table S2. Annotations | | |
| --- | --- | --- |
| Gene Models | Filtered Models2 |  |
| length (bp) of: | average | median |
| gene | 1714 | 1459 |
| transcript | 1380 | 1164 |
| exon | 230 | 145 |
| intron | 69 | 56 |
| description: |  |  |
| protein length (aa) | 411 | 338 |
| exons per gene | 6.00 | 5 |
| # of gene models | 11891 |  |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S3 — Transcript profiles of response regulator genes clustered on scaffold.

| **Table S3**. Transcript profiles of response regulator genes clustered on scaffold 1 | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | RPKM value | | | NELP/Glu | | NELP/ELP | | ELP/Glu | |
| Pro Id | Type | Description | strand | start | NELP | ELP | Glu | Prob | R | Prob | R | Prob | R |
| 36445 |  | Fungal specific transcription factor, conserved, related to NCU01478 | - | 353 | 18.90 | 24.91 | 14.83 | 0.34 | 1.27 | 0.24 | 0.76 | 0.11 | 1.68 |
| 74327 |  | Fungal specific transcription factor, conserved, related to NCU01478 and NCU02934 (somewhat up on miscantus) | - | 4978 | 6.74 | 13.11 | 7.57 | 0.75 | 0.89 | 0.02 | 0.51 | 0.16 | 1.73 |
| 60579 |  | Fungal specific transcription factor, conserved, related to NCU01478 | + | 18749 | 80.23 | 72.36 | 48.01 | 0.16 | 1.67 | 0.43 | 1.11 | 0.24 | 1.51 |
| 92206 |  | Fungal specific transcription factor, conserved, related to NCU01478 (NCR: transcribed but not regulated) | + | 23699 | 68.51 | 73.54 | 41.51 | 0.19 | 1.65 | 0.68 | 0.93 | 0.15 | 1.77 |
| 151979 |  | Fungal specific transcription factor, conserved, related to *N crassa acu-15* (NCU06656) (NCR: somewhat up on miscantus) | + | 28005 | 69.93 | 139.13 | 12.13 | 0.03 | 5.76 | 0.50 | 0.50 | 0.08 | 11.47 |
| 152085 |  | Fungal specific transcription factor, conserved, also related to NCU01478 | + | 31062 | 83.30 | 141.01 | 13.66 | 0.01 | 6.10 | 0.49 | 0.59 | 0.05 | 10.32 |
| 92212 |  | Fungal specific transcription factor, conserved, related to NCU01478 (Schmoll et al., 2012), TR_2148 (carbon regulated, enhanced on cellulose) | + | 34212 | 56.46 | 71.26 | 34.80 | 0.12 | 1.62 | 0.17 | 0.79 | 0.06 | 2.05 |
| 152158 |  | Hypothetical | - | 38909 | 5.32 | 3.83 | 2.28 | 0.17 | 2.34 | 0.18 | 1.39 | 0.36 | 1.68 |
| 152163 |  | Hypothetical | - | 40895 | 19.60 | 29.68 | 7.08 | 0.02 | 2.77 | 0.10 | 0.66 | 0.01 | 4.19 |
| 152182 | RR |  | - | 42080 | 3.31 | 4.59 | 1.97 | 0.23 | 1.68 | 0.14 | 0.72 | 0.09 | 2.33 |
| 152213 | RR |  | + | 45224 | 6.17 | 9.37 | 3.33 | 0.25 | 1.85 | 0.03 | 0.66 | 0.09 | 2.81 |
| 119846 | RR |  | - | 48611 | 5.33 | 3.94 | 3.28 | 0.22 | 1.63 | 0.12 | 1.35 | 0.64 | 1.20 |
| 490114 | RR |  | - | 50377 | 3.90 | 7.35 | 3.13 | 0.45 | 1.25 | 0.07 | 0.53 | 0.05 | 2.35 |
| 119848 |  | Conserved hypothetical | + | 52065 | 21.33 | 27.59 | 26.99 | 0.41 | 0.79 | 0.23 | 0.77 | 0.92 | 1.02 |
| 30927 |  | Putative galactokinase | - | 53899 | 3.07 | 1.73 | 4.66 | 0.18 | 0.66 | 0.11 | 1.78 | 0.06 | 0.37 |
| 152279 |  | Hypothetical | + | 56755 | 0.23 | 0.19 | 0.38 | 0.24 | 0.61 | 0.74 | 1.19 | 0.24 | 0.51 |
| 128901 |  | Possible lectin | + | 58838 | 0.96 | 0.84 | 1.46 | 0.19 | 0.66 | 0.81 | 1.14 | 0.36 | 0.58 |
| 128902 |  | Aldose epimerase | + | 60286 | 5.97 | 1.45 | 3.75 | 0.42 | 1.59 | 0.01 | 4.13 | 0.16 | 0.39 |
| 14562 |  | Conserved hypothetical | + | 63336 | 5.83 | 5.18 | 5.72 | 0.93 | 1.02 | 0.66 | 1.13 | 0.78 | 0.91 |
| 152334 | RR |  | - | 66571 | 27.69 | 30.07 | 17.88 | 0.37 | 1.55 | 0.71 | 0.92 | 0.29 | 1.68 |
| 128904 | RR |  | + | 69489 | 32.84 | 31.44 | 26.23 | 0.51 | 1.25 | 0.75 | 1.04 | 0.60 | 1.20 |
| 119856 |  | DNA binding domain, putative AAA ATPase, several homologues in P placenta, related to N. crassa NCU02965 (DNO-1; DNA replication origin 1; somewhat light regulated). | + | 73415 | 4.37 | 3.44 | 2.28 | 0.10 | 1.91 | 0.41 | 1.27 | 0.20 | 1.51 |
| 152434 |  | Hypothetical | - | 76433 | 2.63 | 2.04 | 2.70 | 0.95 | 0.97 | 0.51 | 1.29 | 0.35 | 0.76 |
| 152457 | RR |  | - | 77043 | 11.73 | 12.08 | 12.22 | 0.88 | 0.96 | 0.87 | 0.97 | 0.97 | 0.99 |
| 36456 | RR |  | - | 79742 | 6.64 | 5.35 | 5.04 | 0.23 | 1.32 | 0.16 | 1.24 | 0.82 | 1.06 |
| 119859 |  | Hypothetical | - | 83037 | 0.45 | 0.20 | 0.30 | 0.56 | 1.50 | 0.12 | 2.26 | 0.48 | 0.66 |
| 152532 |  | Hypothetical conserved in basidiomycetes | + | 84189 | 9.46 | 5.18 | 7.54 | 0.41 | 1.25 | 0.04 | 1.83 | 0.15 | 0.69 |
| 108310 |  | Mitochondrial substrate carrier | - | 86483 | 10.66 | 11.13 | 12.16 | 0.70 | 0.88 | 0.83 | 0.96 | 0.83 | 0.91 |
| 25105 |  | Contains winged helix DNA binding domain | + | 87878 | 4.83 | 2.44 | 2.77 | 0.30 | 1.75 | 0.12 | 1.98 | 0.86 | 0.88 |
| 36458 |  | Transcriptional regulator, possibly involved in chromatin rearrangement, contains HMG box | - | 89279 | 256.76 | 61.38 | 64.27 | 0.04 | 4.00 | 0.00 | 4.18 | 0.92 | 0.96 |
| 36459 |  | Putative C-type lectin, conserved in basidiomycetes | + | 90330 | 13.17 | 12.13 | 1230.72 | 0.00 | 0.01 | 0.76 | 1.09 | 0.00 | 0.01 |

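Phlgi1_128902, an aldose epimerase, averaged 6.09 ± 1.58 RPKM in NELP and 1.53 ± 0.572 in ELP (SD, n = 3 each), with 2.05 and 6.88 RPKM in the Glc libraries. Such enzymes speed the exchange between sugar anomers. Its log2 fold change against Glc was 0.58 (standard error 0.47, adjusted p = 0.35) in NELP and -1.14 (standard error 0.47, adjusted p = 0.082) in ELP in limma. The log2 fold change was 1.35 in NELP without Glc 2 and -1.91 in ELP without Glc 1, and the ELP change had an adjusted p = 0.033 after rescaling. NELP against ELP gave 1.72 (adjusted p = 0.15, and 0.017 in the fit of the wood media alone).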

The putative aldose epimerase (Phlgi1_128902) may be upregulated on LP but RPKM values were below 10 (red highlighting). Statistically significant (P<0.01) values appear with yellow highlight

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S4 — Copper radical oxidases (CROs) of P. Gigantea.

| **Table S4** Copper radical oxidases (CROs) of *P. gigantea* | | | | |
| --- | --- | --- | --- | --- |
| Phlgi Protein ID | Gene location | strand | N-terminal characterization |  |
| 380490 | 43:65759-68018 | minus | 0 Tm; SignalP 22/23 |  |
| 327975 | 3:77544-80926-80926 | minus | 1 transmembrane domain, Signalp 86/87 |  |
| 453167 | 79:24216-26908 | minus | 0 TM; Signalp 22/23 |  |
| 19348 | 72:14332-16862 | minus | 0 TM; SignalP 16/17 |  |
| 128606 | 94:59684-62642 | plus | 0 TM; SignalP 16/17 |  |
| 513029 | 65:107892-112595 | minus | 0 TM; Signalp 21/22 |  |
| 118353  /xx gap xx/  71528 | scaffold_65:126629-126950  xxx  scaffold_65:124504-124659 |  |  |  |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S5 — Expression of P. gigantea GMC oxidoreductases in solvent extracted lodgepole pine wood (ELP) and non-extracted lodgepole pine wood (NELP).

| **Table S5**. Expression of *Phlebiopsis gigantea* GMC oxidoreductases in solvent extracted lodgepole pine (ELP) and non-extracted lodgepole pine (NELP)^1^ | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | LC-MS/MS emPAI values | | | | | | RNAseq | | | | | | | | |
|  |  | NELP | | | ELP | | | RPKM values | | | NELP/Glu | | NELP/ELP | | ELP/Glu | |
| Pro ID | Putative function | Day 5 | Day 7 | Day 9 | Day 5 | Day 7 | Day 9 | NELP | ELP | Glu | Prob | Ratio | Prob | Ratio | Prob | Ratio |
| 121514 | AAO | 0.00 | 0.00 | 0.00 | 0.15 | 0.00 | 0.00 | 18.03 | 21.07 | 35.08 | 0.061 | 0.51 | 0.411 | 0.86 | 0.097 | 0.60 |
| 128071 | AAO | 0.59 | 0.16 | 0.04 | 3.45 | 6.99 | 5.97 | 9.26 | 13.05 | 9.39 | 0.970 | 0.99 | 0.165 | 0.71 | 0.291 | 1.39 |
| 120749 | MOX | 0.00 | 0.00 | 0.00 | 0.00 | 2.86 | 2.17 | 10480.06 | 7015.26 | 1014.82 | 0.251 | 10.33 | 0.155 | 1.49 | 0.316 | 6.91 |
| 108516 | MOX |  |  |  |  |  |  | 29.95 | 22.52 | 7.22 | 0.008 | 4.15 | 0.363 | 1.33 | 0.051 | 3.12 |
| 72751 | MOX |  |  |  |  |  |  | 14.02 | 14.89 | 3.81 | 0.209 | 3.68 | 0.834 | 0.94 | 0.176 | 3.91 |
| 99876 | CDH | 5.31 | 1.37 | 0.63 | 5.63 | 0.12 | 0.23 | 601.86 | 327.35 | 11.95 | 0.000 | 50.38 | 0.065 | 1.84 | 0.001 | 27.40 |
| 130349 | POX | 0.00 | 0.00 | 0.00 | 0.00 | 0.62 | 0.00 | 17.75 | 22.35 | 12.65 | 0.185 | 1.40 | 0.155 | 0.79 | 0.067 | 1.77 |
| 128108 | GOX | 0.07 | 0.21 | 0.18 | 0.07 | 0.00 | 0.00 | 41.92 | 46.48 | 6.92 | 0.025 | 6.06 | 0.514 | 0.90 | 0.017 | 6.72 |
| 89048 | AAD |  |  |  |  |  |  | 312.71 | 155.91 | 87.27 | 0.010 | 3.58 | 0.029 | 2.01 | 0.092 | 1.79 |
| 115124 | AAD |  |  |  |  |  |  | 2.55 | 2.46 | 2.71 | 0.783 | 0.94 | 0.843 | 1.03 | 0.678 | 0.91 |
| 127405 | AAD |  |  |  |  |  |  | 82.72 | 94.14 | 56.10 | 0.128 | 1.47 | 0.510 | 0.88 | 0.118 | 1.68 |
| 406426 | AAD |  |  |  |  |  |  | 2.77 | 3.18 | 2.56 | 0.793 | 1.08 | 0.680 | 0.87 | 0.629 | 1.24 |
| 147847 | AAD |  |  |  |  |  |  | 2.88 | 4.32 | 1.97 | 0.227 | 1.46 | 0.150 | 0.67 | 0.081 | 2.19 |
| 101518 | AAD |  |  |  |  |  |  | 37.68 | 63.87 | 70.51 | 0.280 | 0.53 | 0.511 | 0.59 | 0.926 | 0.91 |
| 148078 | AAD |  |  |  |  |  |  | 0.48 | 0.56 | 0.71 | 0.754 | 0.67 | 0.723 | 0.85 | 0.857 | 0.78 |
| 105456 | AAD |  |  |  |  |  |  | 193.37 | 227.73 | 92.05 | 0.149 | 2.10 | 0.653 | 0.85 | 0.078 | 2.47 |

^1^Particularly abundant transcripts (>100 RPKM values) and significant regulation (P<0.05; >2-fold) are highlighted in red and yellow, respectively. Abbreviations: AAO, aryl alcohol oxidase; MOX, methanol oxidase; CDH, cellobiose dehydrogenase; POX, pyranose 2-oxidase; GOX, glucose oxidase; AAD, aryl alcohol dehydrogenase.

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S6 — Multicopper oxidases of P. gigantea.

| **Table S6.** Multicopper oxidases of *P. gigantea* | | |
| --- | --- | --- |
| *P. gigantea* ID | Position | Description, notes |
| 29483  (Alt. model=  534797) | scaffold_40:41138-44168 | This model appears similar to a MCO of *Phanerochaete flavido-alba* with laccase activity ([34](#_ENREF_34)). Nevertheless, L1 and L2 signatures (([80](#_ENREF_80)); Figure S21) are more similar to *P. chrysosporium* MCOs rather than laccases motifs. The same observation can be concluded from signature L4. Phlgi1_29483 possesses a putative N-terminal signal peptide. So most likely, the encoded protein is secreted. Irrespective, it cannot be classified as a canonical laccase.  No transcript accumulation. No detectable peptides. |
| 32068  (Alt. model= 534793) | scaffold_217:1620-4283 | Similar to MCO2 from *P. chrysosporium*. Nevertheless, it possesses a putative N-terminal TM domain (0.99 prob N-in). The L2 signature of ID29483 and ID32068 looks different from *P. chrysosporium* MCOs. The encoded MCO enzyme putatively possesses ferroxidase activity .  Peptide evidence after 7 days growth in ELP. Transcripts elevated in LP media, but not statitistically significant. |
| 38701 | scaffold_61:102144-102365 | Similar to a Fet3 protein. The model is incomplete, and no FTR1 sequence was identified in the neighborhood. The L4 signature is in agreement with this observation. |
| 77659 | scaffold_181:611-2793 | Fet3, single TM domain (C-terminus). In opposite transcriptional orientation with ID77664 (FTR1), the iron permease. This latter protein possesses as expected, 7TM domains. Thus, this pair seems to be the canonical Fet3/Ftr1 system. No significant transcript accumulation observed. |
| 110266  (Alt. model= 534796) | scaffold_156:6181-9001 | Similar to MCO4 from *P. chrysosporium*. Peptides were detected. No significant transcript regulation. |
| 129839  (Alt. model= 534795) | scaffold_156:12623-15622 | Similar to *P. chrysosporium* MCO4. Phlgi1_129839 also possesses a putative N-terminal TM domain (1) (Signal P predicts a signal peptide). Several peptides were detected. Significant transcript and protein accumulation in ELP relative to NELP. |

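MCO Phlgi1_32068, a relative of ferroxidases that oxidise iron, averaged 86.7 ± 12.0 RPKM in NELP, 107 ± 17.6 in ELP (SD, n = 3 each) and 45.4 ± 19.1 in Glc (SD, n = 2). It had log2 fold changes of 0.98 (standard error 0.30, adjusted p = 0.041) in NELP and 1.28 (standard error 0.30, adjusted p = 0.014) in ELP, and after rescaling 0.39 and 0.62 (adjusted p = 0.33 and 0.12). For NELP, without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2, ELP 3 or Glc 1 the adjusted p was 0.052 to 0.13, and for both media the call was lost with only the media compared in the fit (adjusted p = 0.098 and 0.056). Of 5 MCO genes tested of the 6, 1 was higher and 1 lower in NELP and the same in ELP, also when adjusted over the list alone. In ELP the median of 0.21 and the mean of -0.35 of the list differed in sign. Rescaling left 0 higher and 1 lower in each. Fry gave an adjusted p = 0.36 in NELP (0.030 after rescaling, in the lower direction) and 0.95 in ELP, and without Glc 2 it gave 0.014 and 0.026 in the lower direction. Counts were 0 higher and 0 lower without NELP 1, NELP 2, NELP 3 or ELP 2, 0 and 1 without ELP 1 or ELP 3 and 1 and 2 without Glc 2 for NELP, and 2 higher and 0 lower without Glc 1 and 1 and 2 without Glc 2 for ELP. No MCO passed between the wood media in limma, and 1 was lower in NELP when adjusted over the list alone, in the fit of the wood media alone and without either Glc library.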

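The Fet3 homolog Phlgi1_77659 belongs to the MCOs that oxidise iron for uptake. It averaged 22.6 ± 6.13 RPKM in NELP, 11.3 ± 4.60 in ELP (SD, n = 3 each) and 55.5 ± 40.7 in Glc (SD, n = 2). It was lower in ELP than in Glc (log2 fold change -2.12, standard error 0.54, adjusted p = 0.018) and had -1.10 (standard error 0.54, adjusted p = 0.15) in NELP. The ELP value had an adjusted p = 0.056 with only ELP and Glc fitted, and without Glc 1 the adjusted p was 0.063. In NELP the log2 fold change was -1.91 without Glc 2.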

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S7 — Glycoside hydrolase comparisons of brown-rot (BR) and white-rot (WR) fungi.

| \| **Table S7.** Glycoside hydrolase comparisons of brown-rot (BR) and white-rot (WR) fungi \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \|  \|  \| **Glycoside hydrolase (GH) family** \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| \| **Decay** \| **Species** \| **1** \| **2** \| **3** \| **5** \| **6** \| **7** \| **9** \| **10** \| **11** \| **12** \| **13** \| **15** \| **16** \| **17** \| **18** \| **20** \| **23** \| **25** \| **26** \| **27** \| **28** \| **29** \| **30** \| **31** \| **32** \| \| **BR** \| ***Postia placenta Mad-698-R*** \| **2** \| **3** \| **6** \| **17** \| **0** \| **0** \| **0** \| **3** \| **0** \| **2** \| **7** \| **2** \| **24** \| **2** \| **11** \| **3** \| **1** \| **0** \| **0** \| **3** \| **8** \| **0** \| **3** \| **4** \| **0** \| \| **BR** \| ***Fomitopsis pinicola*** \| **2** \| **4** \| **12** \| **19** \| **0** \| **0** \| **0** \| **2** \| **0** \| **2** \| **7** \| **4** \| **28** \| **3** \| **19** \| **4** \| **1** \| **0** \| **0** \| **4** \| **12** \| **0** \| **10** \| **5** \| **3** \| \| **BR** \| ***Wolfiporia cocos*** \| **1** \| **3** \| **8** \| **18** \| **0** \| **0** \| **0** \| **4** \| **0** \| **2** \| **11** \| **2** \| **19** \| **2** \| **11** \| **2** \| **1** \| **0** \| **0** \| **3** \| **9** \| **0** \| **2** \| **5** \| **0** \| \| **BR** \| ***Gloeophyllum trabeum*** \| **5** \| **4** \| **11** \| **19** \| **0** \| **0** \| **1** \| **3** \| **0** \| **2** \| **9** \| **2** \| **29** \| **2** \| **11** \| **4** \| **1** \| **2** \| **0** \| **3** \| **10** \| **1** \| **3** \| **5** \| **1** \| \| **BR** \| ***Coniophora puteana*** \| **3** \| **5** \| **13** \| **21** \| **2** \| **2** \| **1** \| **3** \| **0** \| **4** \| **6** \| **2** \| **24** \| **4** \| **28** \| **4** \| **1** \| **2** \| **0** \| **4** \| **13** \| **4** \| **7** \| **13** \| **2** \| \| **BR** \| ***Dacryopinax sp.*** \| **1** \| **3** \| **9** \| **24** \| **0** \| **0** \| **1** \| **3** \| **0** \| **1** \| **11** \| **2** \| **14** \| **3** \| **7** \| **3** \| **2** \| **0** \| **1** \| **2** \| **6** \| **2** \| **4** \| **6** \| **1** \| \| **MP** \| ***Tremella mesenterica*** \| **1** \| **1** \| **3** \| **13** \| **0** \| **0** \| **1** \| **0** \| **0** \| **0** \| **10** \| **2** \| **9** \| **1** \| **4** \| **1** \| **1** \| **0** \| **0** \| **0** \| **0** \| **0** \| **0** \| **2** \| **0** \| \| **WR** \| ***Dichomitus squalens*** \| **4** \| **4** \| **8** \| **19** \| **1** \| **4** \| **0** \| **5** \| **0** \| **3** \| **10** \| **2** \| **35** \| **2** \| **21** \| **4** \| **1** \| **2** \| **0** \| **6** \| **7** \| **0** \| **2** \| **6** \| **2** \| \| **WR** \| ***Trametes versicolor*** \| **2** \| **5** \| **13** \| **22** \| **1** \| **4** \| **1** \| **6** \| **0** \| **5** \| **7** \| **4** \| **31** \| **3** \| **20** \| **6** \| **1** \| **1** \| **0** \| **4** \| **11** \| **0** \| **4** \| **5** \| **3** \| \| **WR** \| ***Fomitiporia mediterranea*** \| **5** \| **2** \| **8** \| **20** \| **2** \| **2** \| **1** \| **4** \| **0** \| **3** \| **6** \| **1** \| **28** \| **4** \| **17** \| **6** \| **1** \| **1** \| **0** \| **4** \| **17** \| **0** \| **2** \| **5** \| **0** \| \| **WR** \| ***Auricularia delicata*** \| **1** \| **7** \| **14** \| **43** \| **2** \| **8** \| **0** \| **4** \| **3** \| **1** \| **10** \| **2** \| **44** \| **7** \| **36** \| **4** \| **2** \| **1** \| **0** \| **5** \| **14** \| **3** \| **1** \| **11** \| **2** \| \| **WR** \| ***Punctularia strigosozonata*** \| **1** \| **4** \| **14** \| **18** \| **1** \| **5** \| **1** \| **5** \| **1** \| **2** \| **10** \| **4** \| **26** \| **2** \| **14** \| **6** \| **1** \| **1** \| **0** \| **5** \| **13** \| **1** \| **3** \| **8** \| **1** \| \| **WR** \| ***Heterobasidion annosum*** \| **2** \| **3** \| **12** \| **16** \| **1** \| **1** \| **1** \| **2** \| **0** \| **4** \| **8** \| **5** \| **23** \| **2** \| **10** \| **4** \| **1** \| **0** \| **0** \| **4** \| **8** \| **2** \| **2** \| **10** \| **1** \| \| **WR** \| ***Stereum hirsutum*** \| **3** \| **3** \| **17** \| **20** \| **1** \| **3** \| **1** \| **6** \| **1** \| **5** \| **14** \| **3** \| **26** \| **4** \| **21** \| **4** \| **1** \| **0** \| **0** \| **5** \| **17** \| **4** \| **5** \| **8** \| **1** \| \| **WR** \| ***Ganoderma sp. 10597*** \| **3** \| **3** \| **13** \| **18** \| **1** \| **3** \| **1** \| **10** \| **0** \| **3** \| **8** \| **3** \| **36** \| **3** \| **38** \| **5** \| **1** \| **2** \| **0** \| **3** \| **10** \| **0** \| **3** \| **7** \| **1** \| \| **WR** \| ***Bjerkandera adusta*** \| **2** \| **3** \| **9** \| **19** \| **1** \| **5** \| **1** \| **4** \| **0** \| **2** \| **10** \| **2** \| **21** \| **3** \| **16** \| **4** \| **1** \| **1** \| **0** \| **3** \| **6** \| **0** \| **1** \| **4** \| **0** \| \| **WR** \| ***Phlebia brevispora*** \| **2** \| **2** \| **8** \| **23** \| **1** \| **4** \| **1** \| **8** \| **0** \| **2** \| **8** \| **4** \| **30** \| **2** \| **22** \| **6** \| **1** \| **1** \| **0** \| **2** \| **5** \| **1** \| **2** \| **5** \| **0** \| \| **WR** \| ***Phanerochaete_carnosa*** \| **2** \| **2** \| **11** \| **24** \| **1** \| **6** \| **1** \| **5** \| **1** \| **3** \| **10** \| **2** \| **24** \| **2** \| **11** \| **3** \| **1** \| **0** \| **0** \| **3** \| **4** \| **0** \| **3** \| **8** \| **0** \| \| **WR** \| ***Ceriporiopsis subvermispora*** \| **3** \| **4** \| **6** \| **18** \| **1** \| **3** \| **0** \| **6** \| **1** \| **2** \| **7** \| **3** \| **24** \| **3** \| **14** \| **3** \| **1** \| **1** \| **0** \| **4** \| **6** \| **0** \| **1** \| **5** \| **0** \| \| **WR** \| ***Phanerochaete chrysosporium*** \| **2** \| **2** \| **11** \| **19** \| **1** \| **6** \| **1** \| **6** \| **1** \| **2** \| **9** \| **2** \| **23** \| **2** \| **11** \| **3** \| **0** \| **1** \| **0** \| **3** \| **4** \| **0** \| **2** \| **6** \| **0** \| \| **WR** \| ***Phlebiopsis gigantea*** \| **2** \| **3** \| **9** \| **19** \| **1** \| **5** \| **1** \| **4** \| **2*** \| **3** \| **9** \| **2** \| **23** \| **2** \| **12** \| **4** \| **1** \| **1** \| **0** \| **3** \| **10** \| **0** \| **2** \| **6** \| **0** \| |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |

*Number excludes fragmented model. MP, Mycoparasite.

| **Table S7 continued. Glycoside hydrolase comparisons of brown-rot (BR) and white-rot (WR) fungi** | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Glycoside hydrolase (GH) family** | | | | | | | | | | | | | | | | | | |
| **Species** | **35** | **36** | **37** | **38** | **43** | **44** | **45** | **47** | **51** | **52** | **53** | **54** | **55** | **61** | **63** | **71** | **72** | **74** | **75** |
| ***P. placenta*** | **1** | **0** | **3** | **1** | **1** | **0** | **0** | **5** | **1** | **0** | **1** | **0** | **3** | **2** | **1** | **2** | **2** | **0** | **0** |
| ***F. pinicola*** | **2** | **0** | **2** | **1** | **7** | **0** | **1** | **5** | **4** | **0** | **1** | **0** | **3** | **4** | **1** | **4** | **1** | **0** | **0** |
| ***W. cocos*** | **2** | **0** | **4** | **1** | **1** | **0** | **0** | **5** | **4** | **0** | **1** | **0** | **3** | **2** | **1** | **1** | **2** | **0** | **0** |
| ***G. trabeum*** | **2** | **0** | **2** | **1** | **6** | **0** | **1** | **4** | **4** | **0** | **2** | **0** | **2** | **4** | **1** | **6** | **1** | **1** | **0** |
| ***C. puteana*** | **2** | **0** | **4** | **1** | **6** | **0** | **1** | **9** | **3** | **0** | **1** | **0** | **5** | **10** | **1** | **6** | **1** | **0** | **0** |
| ***Dacryopinax*** | **1** | **1** | **2** | **1** | **5** | **0** | **1** | **4** | **2** | **0** | **1** | **0** | **2** | **0** | **1** | **5** | **1** | **0** | **0** |
| ***T. mesenterica*** | **0** | **1** | **2** | **1** | **0** | **0** | **0** | **4** | **0** | **0** | **0** | **0** | **0** | **0** | **0** | **3** | **1** | **0** | **0** |
| ***D. squalens*** | **3** | **0** | **3** | **1** | **7** | **1** | **1** | **5** | **2** | **0** | **1** | **0** | **2** | **15** | **1** | **4** | **1** | **1** | **0** |
| ***T. versicolor*** | **2** | **0** | **2** | **1** | **3** | **0** | **2** | **5** | **2** | **0** | **1** | **0** | **2** | **18** | **1** | **5** | **1** | **1** | **0** |
| ***F. mediterranea*** | **2** | **0** | **3** | **1** | **7** | **0** | **0** | **5** | **1** | **0** | **1** | **0** | **1** | **13** | **1** | **2** | **1** | **4** | **0** |
| ***A. delicata*** | **6** | **0** | **3** | **2** | **28** | **1** | **2** | **12** | **3** | **1** | **1** | **0** | **5** | **20** | **1** | **12** | **1** | **1** | **3** |
| ***P. strigosozonata*** | **4** | **0** | **2** | **1** | **7** | **1** | **1** | **5** | **3** | **0** | **2** | **2** | **3** | **14** | **1** | **5** | **1** | **2** | **0** |
| ***H. annosum*** | **4** | **0** | **2** | **1** | **4** | **0** | **2** | **6** | **1** | **0** | **1** | **0** | **1** | **10** | **1** | **3** | **1** | **1** | **0** |
| ***S. hirsutum*** | **7** | **0** | **2** | **1** | **12** | **1** | **1** | **6** | **3** | **0** | **2** | **0** | **2** | **16** | **1** | **8** | **2** | **2** | **1** |
| ***Ganoderma*** | **7** | **0** | **2** | **1** | **12** | **0** | **2** | **6** | **2** | **0** | **1** | **0** | **3** | **16** | **1** | **6** | **1** | **1** | **0** |
| ***B. adusta*** | **4** | **0** | **3** | **1** | **6** | **0** | **1** | **6** | **2** | **0** | **1** | **0** | **3** | **28** | **1** | **3** | **1** | **2** | **0** |
| ***P. brevispora*** | **4** | **0** | **3** | **1** | **2** | **2** | **3** | **9** | **1** | **0** | **1** | **0** | **4** | **12** | **1** | **4** | **1** | **1** | **0** |
| ***P. carnosa*** | **4** | **0** | **2** | **3** | **4** | **0** | **1** | **5** | **2** | **0** | **1** | **0** | **2** | **11** | **1** | **2** | **1** | **2** | **0** |
| ***C. subvermispora*** | **1** | **0** | **2** | **1** | **2** | **0** | **2** | **4** | **2** | **0** | **6** | **0** | **2** | **9** | **1** | **1** | **1** | **1** | **0** |
| ***P. chrysosporium*** | **3** | **0** | **2** | **1** | **4** | **0** | **2** | **6** | **2** | **0** | **1** | **0** | **2** | **13** | **1** | **3** | **1** | **4** | **0** |
| ***P. gigantea*** | **2** | **0** | **2** | **1** | **7** | **0** | **1** | **6** | **2** | **0** | **1** | **0** | **2** | **15** | **1** | **4** | **1** | **2** | **0** |

| **Table S7 continued. Glycoside hydrolase comparisons of brown-rot (BR) and white-rot (WR) fungi** | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Glycoside hydrolase (GH) family** | | | | | | | | | | | | | | | | | |
| **Species** | **76** | **78** | **79** | **81** | **85** | **88** | **89** | **92** | **93** | **94** | **95** | **105** | **114** | **115** | **125** | **127** | **128** | **131** |
| ***P. placenta*** | **0** | **3** | **2** | **0** | **1** | **1** | **1** | **3** | **0** | **0** | **1** | **1** | **0** | **1** | **1** | **0** | **5** | **0** |
| ***F. pinicola*** | **0** | **3** | **3** | **0** | **1** | **1** | **2** | **5** | **0** | **0** | **1** | **3** | **0** | **1** | **1** |  |  |  |
| ***W. cocos*** | **0** | **3** | **3** | **0** | **1** | **1** | **1** | **3** | **0** | **0** | **1** | **0** | **0** | **2** | **1** |  |  |  |
| ***G. trabeum*** | **4** | **2** | **6** | **1** | **1** | **1** | **0** | **4** | **0** | **0** | **1** | **2** | **0** | **2** | **1** |  |  |  |
| ***C. puteana*** | **3** | **2** | **4** | **1** | **1** | **1** | **2** | **4** | **1** | **0** | **1** | **0** | **1** | **2** | **1** |  |  |  |
| ***Dacryopinax*** | **0** | **0** | **7** | **0** | **2** | **1** | **0** | **1** | **0** | **0** | **0** | **0** | **0** | **2** | **0** |  |  |  |
| ***T. mesenterica*** | **0** | **0** | **1** | **0** | **0** | **0** | **0** | **1** | **0** | **0** | **0** | **0** | **0** | **0** | **0** |  |  |  |
| ***D. squalens*** | **1** | **5** | **13** | **0** | **1** | **1** | **1** | **5** | **1** | **0** | **1** | **1** | **0** | **2** | **1** |  |  |  |
| ***T. versicolor*** | **0** | **3** | **11** | **0** | **1** | **1** | **1** | **4** | **0** | **0** | **1** | **1** | **0** | **2** | **1** |  |  |  |
| ***F. mediterranea*** | **0** | **2** | **7** | **0** | **1** | **2** | **0** | **4** | **0** | **0** | **2** | **1** | **0** | **3** | **1** |  |  |  |
| ***A. delicata*** | **1** | **4** | **13** | **5** | **1** | **2** | **1** | **7** | **1** | **1** | **1** | **3** | **4** | **2** | **1** |  |  |  |
| ***P. strigosozonata*** | **3** | **7** | **9** | **0** | **1** | **1** | **0** | **4** | **1** | **0** | **1** | **2** | **0** | **1** | **1** |  |  |  |
| ***H. annosum*** | **1** | **2** | **9** | **2** | **1** | **1** | **0** | **4** | **0** | **0** | **1** | **2** | **0** | **1** | **1** | **0** | **1** | **2** |
| ***S. hirsutum*** | **4** | **3** | **12** | **2** | **1** | **1** | **0** | **6** | **1** | **0** | **1** | **2** | **0** | **2** | **1** |  |  |  |
| ***Ganoderma*** | **2** | **4** | **12** | **0** | **1** | **1** | **2** | **5** | **2** | **0** | **2** | **1** | **0** | **3** | **1** | **0** | **7** |  |
| ***B. adusta*** | **0** | **2** | **9** | **0** | **1** | **1** | **1** | **3** | **0** | **0** | **1** | **1** | **0** | **2** | **1** | **0** | **5** |  |
| ***P. brevispora*** | **0** | **1** | **11** | **0** | **3** | **1** | **3** | **4** | **0** | **0** | **3** | **0** | **0** | **2** | **1** | **1** | **3** |  |
| ***P. carnosa*** | **0** | **1** | **11** | **0** | **1** | **1** | **1** | **4** | **0** | **0** | **1** | **0** | **0** | **1** |  |  |  |  |
| ***C. subvermispora*** | **0** | **1** | **8** | **0** | **1** | **1** | **2** | **3** | **0** | **0** | **1** | **0** | **0** | **2** | **1** | **1** | **3** | **1** |
| ***P. chrysosporium*** | **0** | **1** | **5** | **0** | **1** | **1** | **2** | **4** | **0** | **0** | **1** | **0** | **0** | **1** | **1** | **0** | **5** | **3** |
| ***P. gigantea*** | **0** | **1** | **7** | **0** | **1** | **1** | **2** | **4** | **0** | **0** | **0** | **0** | **0** | **1** | **1** | **0** | **6** | **2** |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S8 — Carbohydrate esterase comparisons of brown-rot (BR) and white-rot (WR) fungi.

| **Table S8.** Carbohydrate esterase comparisons of brown-rot (BR) and white-rot (WR) fungi | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Carbohydrate esterase (CE) families** | | | | | | | | |
| **Decay** | **Species** | **1** | **3** | **4** | **5** | **8** | **9** | **12** | **15** | **16** |
| **BR** | ***Postia placenta*** | **0** |  | **5** |  | **3** | **2** | **0** | **1** | **6** |
| **BR** | ***Fomitopsis pinicola*** | **1** | **0** | **3** | **0** | **2** | **7** | **0** | **1** | **8** |
| **BR** | ***Wolfiporia cocos*** | **1** | **0** | **4** | **0** | **1** | **1** | **0** | **1** | **6** |
| **BR** | ***Gloeophyllum trabeum*** | **3** | **0** | **5** | **0** | **2** | **1** | **0** | **1** | **7** |
| **BR** | ***Coniophora puteana*** | **1** | **0** | **9** | **1** | **2** | **1** | **0** | **0** | **7** |
| **BR** | ***Dacryopinax sp.*** | **1** | **0** | **11** | **0** | **3** | **0** | **0** | **1** | **3** |
| **MP** | ***Tremella mesenterica*** | **1** | **0** | **11** | **0** | **0** | **1** | **0** | **0** | **0** |
| **WR** | ***Dichomitus squalens*** | **1** | **0** | **3** | **0** | **3** | **1** | **2** | **2** | **13** |
| **WR** | ***Trametes versicolor*** | **4** | **0** | **3** | **0** | **2** | **1** | **0** | **2** | **8** |
| **WR** | ***Fomitiporia mediterranea*** | **1** | **0** | **4** | **0** | **3** | **1** | **2** | **1** | **6** |
| **WR** | ***Auricularia delicata*** | **5** | **3** | **11** | **3** | **2** | **1** | **2** | **6** | **12** |
| **WR** | ***Punctularia strigosozonata*** | **3** | **0** | **5** | **1** | **6** | **1** | **1** | **2** | **12** |
| **WR** | ***Heterobasidion annosum*** | **1** | **0** | **5** | **0** | **3** | **2*** | **2** | **1** | **5** |
| **WR** | ***Stereum hirsutum*** | **2** | **0** | **7** | **1** | **5** | **1** | **3** | **1** | **14** |
| **WR** | ***Ganoderma sp.*** | **2** | **0** | **4** | **0** | **3** | **1** | **1** | **2** | **16** |
| **WR** | ***Bjerkandera adusta*** | **1** | **0** | **3** | **0** | **2** | **1** | **1** | **2** | **15** |
| **WR** | ***Phlebia brevispora*** | **1** | **0** | **2** | **1** | **3** | **1** | **0** | **2** | **8** |
| **WR** | ***Phanerochaete_carnosa*** | **3** | **0** | **3** | **0** | **2** | **1** | **0** | **3** | **5** |
| **WR** | ***Ceriporiopsis subvermispora*** | **3** | **0** | **3** | **0** | **2** | **1** | **0** | **2** | **5** |
| **WR** | ***Phanerochaete chrysosporium*** | **5** | **0** | **3** | **0** | **2** | **1** | **0** | **2** | **2** |
| **WR** | ***Phlebiopsis gigantea*** | **2** | **0** | **3** | **0** | **3*** | **1** | **1** | **1** | **6** |

MP, Mycoparasite.

*Number excludes fragmented models

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S9 — Polysaccharide lyase comparisons of brown-rot (BR) and white-rot (WR) fungi.

| **Table S9.** Polysaccharide lyase comparisons of brown-rot (BR) and white-rot (WR) fungi | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Polysaccharide lyase (PL) families** | | | | | |
| **Decay** | **Species** | **1** | **3** | **4** | **7** | **8** | **14** |
| **BR** | ***Postia placenta*** |  |  |  |  |  | **8** |
| **BR** | ***Fomitopsis pinicola*** | **0** | **0** | **0** | **0** | **0** | **3** |
| **BR** | ***Wolfiporia cocos*** | **0** | **0** | **0** | **0** | **0** | **2** |
| **BR** | ***Gloeophyllum trabeum*** | **0** | **0** | **2** | **0** | **1** | **6** |
| **BR** | ***Coniophora puteana*** | **0** | **0** | **0** | **0** | **0** | **3** |
| **BR** | ***Dacryopinax sp.*** | **0** | **0** | **0** | **0** | **0** | **3** |
| **MP** | ***Tremella mesenterica*** | **0** | **0** | **0** | **0** | **0** | **2** |
| **WR** | ***Dichomitus squalens*** | **0** | **0** | **1** | **0** | **3** | **7** |
| **WR** | ***Trametes versicolor*** | **0** | **0** | **1** | **0** | **2** | **6** |
| **WR** | ***Fomitiporia mediterranea*** | **2** | **0** | **0** | **0** | **0** | **4** |
| **WR** | ***Auricularia delicata*** | **2** | **1** | **1** | **1** | **2** | **13** |
| **WR** | ***Punctularia strigosozonata*** | **4** | **0** | **3** | **0** | **1** | **4** |
| **WR** | ***Heterobasidion annosum*** | **2** | **0** | **1** | **0** | **2** | **4** |
| **WR** | ***Stereum hirsutum*** | **4** | **0** | **3** | **0** | **2** | **5** |
| **WR** | ***Ganoderma sp.*** | **0** | **0** | **0** | **0** | **3** | **6** |
| **WR** | ***Bjerkandera adusta*** | **1** | **2** | **1** | **0** | **1** | **5** |
| **WR** | ***Phlebia brevispora*** | **0** | **0** | **1** | **0** | **1** | **5** |
| **WR** | ***Phanerochaete carnosa*** | **0** | **0** | **0** | **0** | **1** | **7** |
| **WR** | ***Ceriporiopsis subvermispora*** | **0** | **0** | **0** | **0** | **2** | **4** |
| **WR** | ***Phanerochaete chrysosporium*** | **0** | **0** | **0** | **0** | **1** | **3** |
| **WR** | ***Phlebiopsis gigantea*** | **0** | **0** | **0** | **0** | **1** | **5** |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S10 — Protein features and regulation of lytic polysaccharide monooxygenases (LPMO) in P. gigantea.

| **Table S10**: Protein features and regulation of lytic polysaccharide monooxygenases (LPMO) in *Phlebiopsis gigantea* | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Protein ID | Predicted  Signal peptidase cleavage site | Detected Domains^1^ | Peptide Detected | Significant Regulation^2^ | | |
|  |  |  |  | ELP/Glu | NELP/Glu | ELP/NELP |
| 227588 | TSA-HT | LPMO | yes | yes | yes | no |
| 20470 | VAA-HY | LPMO | no | no | no | no |
| 72251 | VTA-HT | LPMO | no | no | no | no |
| 227560 | SSA-HT | LPMO/CBM1 | yes | yes | yes | no |
| 27670 | VVA-HG | LPMO/CBM1 | no | no | no | no |
| 35240 | VSA-HG | LPMO | no | no | no | no |
| 37310 | VAG-HG | LPMO | yes | no^3^ | no^3^ | no^3^ |
| 118444 | ALA-HY | LPMO | yes | no | no | no |
| 112944 | VAA-HG | LPMO | no | no | no | yes - down |
| 18264 | VLA-HG | LPMO/CBM1 | no | yes | yes | no |
| 112087 | AAA-HY | LPMO | no | no | no | no |
| 79150 | AHA-TF^4^ | LPMO/CBM1tr^5^ | no | yes (p=0.021)^6^ | yes | no |
| 79143 | none | trLPMO | no | no | no | no |
| 125213 | VEG-HG | LPMOtr | no | no | yes | yes - down |
| 64774 | none | trLPMO | no | no | no | Yes - down |

^2^ Significant regulation (p≤0.01) is assumed to be ‘up’ unless otherwise stated.

^3^ Transcript is abundant on all substrates tested (RPKM values >1200).

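LPMO Phlgi1_37310 had 2146, 1268 and 1704 RPKM in the NELP libraries, 1471, 1491 and 1266 in the ELP libraries and 659.8 and 2282 in Glc 1 and Glc 2. By mean RPKM it ranked 31 in NELP, 44 in ELP and 71 in Glc, and by single library 208 in Glc 1 and 32 in Glc 2. LPMOs of this kind cut polysaccharide chains by oxidation. Between NELP and ELP its log2 fold change was 0.25 (standard error 0.43, adjusted p = 0.82) by limma.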

^4^ The predicted Signal-P cleavage site would remove the family conserved N-terminal histidine (underlined).

^1^ Domains appended with a ‘tr’ designation indicates a truncation and its relative position.

^5^ Sequence alignments indicate that C-terminal CBM1 is truncated.

^6^ Although the p-value was slightly higher than the 0.01 threshold, a 26-fold increase was observed at p=0.02.

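Phlgi1_79150, an LPMO with a partial cellulose-binding module, averaged 123 ± 57.9 RPKM in NELP, 64.3 ± 41.0 in ELP (SD, n = 3 each) and 2.01 ± 0.723 in Glc (SD, n = 2). Its log2 fold change against Glc was 4.39 (standard error 0.73, adjusted p = 0.0049) in ELP and 5.54 (standard error 0.73, adjusted p = 0.0044) in NELP by limma. In ELP the libraries were at 91.4, 84.4 and 17.2 RPKM. After rescaling by median ratio the log2 fold changes were 3.82 (adjusted p = 0.013) and 5.03 (adjusted p = 0.0073).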

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S11 — Properties of the transcription factors for which binding sites have been detected in CAZymes that are significantly regulated during growth on ground pine wood.

| **Table S11** Properties of the transcription factors for which binding sites have been detected in CAZymes that are significantly regulated during growth on ground pine |
| --- |
| Ash1p Zinc-finger inhibitor of HO transcription; mRNA is localized and translated in the distal tip of anaphase cells, resulting in accumulation of Ash1p in daughter cell nuclei and inhibition of HO expression; potential Cdc28p substrate |
| Crz1p Transcription factor that activates transcription of genes involved in stress response; nuclear localization is positively regulated by calcineurin-mediated dephosphorylation |
| Fkh1p Forkhead family transcription factor with a minor role in the expression of G2/M phase genes; negatively regulates transcriptional elongation; positive role in chromatin silencing at HML and HMR; regulates donor preference during switching |
| Gcr1p Transcriptional activator of genes involved in glycolysis; DNA-binding protein that interacts and functions with the transcriptional activator Gcr2p |
| Gis1p JmjC domain-containing histone demethylase; transcription factor involved in the expression of genes during nutrient limitation; also involved in the negative regulation of DPP1 and PHR1 |
| Hac1p bZIP transcription factor (ATF/CREB1 homolog) that regulates the unfolded protein response, via UPRE binding, and membrane biogenesis; ER stress-induced splicing pathway utilizing Ire1p, Trl1p and Ada5p facilitates efficient Hac1p synthesis |
| Mot3p Nuclear transcription factor with two Cys2-His2 zinc fingers; involved in repression of a subset of hypoxic genes by Rox1p, repression of several DAN/TIR genes during aerobic growth, and repression of ergosterol biosynthetic genes |
| Msn2/4p/ general activator of transcription, contribution to osmotic tress (=SEB1) |
| Xbp1 Transcriptional repressor that binds to promoter sequences of the cyclin genes, CYS3, and SMF2; expression is induced by stress or starvation during mitosis, and late in meiosis; member of the Swi4p/Mbp1p family; potential Cdc28p substrate |
| Gsm1p Putative zinc cluster protein of unknown function; proposed to be involved in the regulation of energy metabolism, based on patterns of expression and sequence analysis |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S12 — Transcript levels of potential regulators in P. gigantea cultures.

| **Table S12**. Transcript levels of potential regulators in *P. gigantea* cultures | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Phlgi |  | RPKM | | | NELP/Glu | NELP/Glu | NELP/ELP | NELP/ELP | ELP/Glu | ELP/Glu |
| Factor | Consensus site | Pro* | e-value | NELP | ELP | Glu | Prob | Ratio | Prob | Ratio | Prob | Ratio |
| Gsm1p | CGGNNNNNNNNCGG | [76307](http://genome.jgi-psf.org/cgi-bin/dispGeneModel?db=Phlgi1&id=76307) | 1.7E-27 | 57.90 | 55.34 | 26.08 | 0.03 | 2.22 | 0.73 | 1.05 | 0.03 | 2.12 |
| Xbp1p | CTCGA | [21919](http://genome.jgi-psf.org/cgi-bin/dispGeneModel?db=Phlgi1&id=21919) | 8.6E-13 | 8.47 | 4.64 | 19.0 | 0.26 | 0.45 | 0.11 | 1.83 | 0.07 | 0.24 |
| Mot3p | TMGGAA | [46901](http://genome.jgi-psf.org/cgi-bin/dispGeneModel?db=Phlgi1&id=46901) | 5.7E-8 | 0.78 | ------ | ------ |  |  |  |  |  |  |
| Gis1p | AGGGG | [130940](http://genome.jgi-psf.org/cgi-bin/dispGeneModel?db=Phlgi1&id=130940) | 3.2E-42 | 47.90 | 42.11 | 52.98 | 0.78 | 0.90 | 0.41 | 1.14 | 0.53 | 0.79 |
| Gcr1 | CWTCC | no hits |  |  |  |  |  |  |  |  |  |  |
| Fkh1p | RYMAAYA | [89212](http://genome.jgi-psf.org/cgi-bin/dispGeneModel?db=Phlgi1&id=89212) | 7.8E-22 | 71.77 | 80.19 | 41.96 | 0.09 | 1.71 | 0.35 | 0.90 | 0.06 | 1.91 |
| Crz1p | GNGGCKCA | [20014](http://genome.jgi-psf.org/cgi-bin/dispGeneModel?db=Phlgi1&id=20014) | 2.6E-23 | 92.42 | 68.94 | 65.07 | 0.31 | 1.42 | 0.14 | 1.34 | 0.87 | 1.06 |
| Ash1p | YTGAT | no hits |  |  |  |  |  |  |  |  |  |  |
| Msn2/4 (=SEB1) | CCCCT | 79048 | 2.1E-11 | 347.39 | 299.68 | 28.28 | 0.02 | 12.29 | 0.46 | 1.16 | 0.02 | 10.60 |
| Hac1 | CCAGC | no hits |  |  |  |  |  |  |  |  |  |  |

Using yeast protein as query.

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S13 — Overview of the P. gigantea P450ome and comparison with P. chrysosporium and P. carnosa.

| **Table S13**. Overview of the *P. gigantea* P450ome and comparison with *P. chrysosporium and P. carnosa*. | | | |
| --- | --- | --- | --- |
| Species | *P. gigantea* | *P. chrysosporium* | *P. carnosa* |
| Authentic P450s: |  |  |  |
| Clans | 11 | 10 | 11 |
| Families | 34 | 32 | 36 |
| Subfamilies | 61 | 70 | 74 |
| Member P450s | 127 | 149 | 266 |
| Tentative P450s/Pseudogenes | 9 | 10 | 19 |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S15 — Expression profile of P. gigantea P450ome.

| **Table S15**. Expression profile of *P. gigantea* P450ome. | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Protein ID** | **CYP name** | **Putative function^1^** | **Regulation** | | |
|  |  |  | NELP / Glu | ELP / Glu | NELP / ELP |
| 120295 | CYP5156NS | not known (orphan) | 1.000 up | 2.199 down | 2.201 down |
| 37333 | CYP6001NS | oxylipin biosynthesis (oxidation of mono- and polyunsaturated C16/C18 fatty acids) | 2.008 up | 2.046 down | 4.109 down |
| 114194 | CYP5037B | deethylation of 7-ethoxycoumarin | 1.932 down | 1.221 up | 2.361 up |
| 121846 | CYP5144H | triterpenoid biosynthesis | 1.272 down | 1.108 up | 1.411 up |
| 20514 | CYP512B | triterpenoid biosynthesis | 27.201 up | 2.209 up | 12.308 down |
| 68457 | CYP5035A | flavone hydroxylation | 2.898 down | 5.191 down | 1.791 down |
| 25626 | CYP5144C | triterpenoid biosynthesis | 1.966 up | 3.713 up | 1.888 up |
| 119094 | CYP5148A | not known (orphan) | 6.171 up | 1.062 up | 5.806 down |
| 19184 | CYP5136A | xenobiotic compounds oxidation (polycyclic aromatic hydrocarbons and alkylphenols) | 1.069 up | 4.562 down | 4.879 down |
| 62450 | CYP5156A | not known (orphan) | 8.476 up | 6.908 up | 1.227 down |
| 131188 | CYP5154NS | not known (orphan) | 2.382 up | 2.706 up | 1.135 up |
| 20511 | CYP5150A | xenobiotic compounds oxidation (hydroxylation of 4-propylbenzoic acid) | 2.285 up | 2.548 down | 5.823 down |
| 119938 | CYP5139A | xenobiotic compounds oxidation (naphthalene, 7-ethoxycoumarin & naproxen) | 6.363 up | 5.815 up | 1.094 down |
| 89373 | CYP5150B | xenobiotic compounds oxidation (hydroxylation of 4-propylbenzoic acid) | 11.034 up | 1.630 up | 6.769 down |
| 35739 | CYP5154A | not known (orphan) | 1.891 down | 1.474 down | 1.282 up |
| 122687 | CYP5150A | xenobiotic compounds oxidation (hydroxylation of 4-propylbenzoic acid) | 10.608 up | 2.286 up | 4.640 down |
| 75338 | CYP53C | benzoate and its derivatives degradation/detoxification | 5.810 up | 1.050 down | 6.103 down |
| 98480 | CYP505D | *ω*-1 to *ω*-3 carbon hydroxylation of fatty acids | 1.054 up | 1.617 up | 1.533 up |
| 121631 | CYP5147A | steroid hydroxylation (testosterone) | 2.942 down | 4.549 down | 1.546 down |
| 62333 | CYP5144C | triterpenoid biosynthesis & polycyclic aromatic hydrocarbons oxidation | 1.605 up | 2.152 up | 1.340 up |
| 374250 | CYP5146B | not known (orphan) | 1.052 down | 2.000 up | 2.104 up |
| 101881 | CYP6001NS | oxylipin biosynthesis (oxidation of mono- and polyunsaturated C16/C18 fatty acids) | 1.085 down | 3.885 down | 3.580 down |
| 75427 | CYP5093NS | not known (orphan) | 1.614 down | 1.426 down | 1.131 up |
| 120534 | CYP512G | triterpenoid biosynthesis | 1.329 up | 1.622 up | 1.220 up |

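The P450 genes of the supplement's table, which oxidise fatty acids, aromatics or unknown compounds, were mixed in direction. Of 22 tested of 24, 8 were higher and 1 lower in NELP than in Glc, and 6 were higher and 4 lower in ELP, with the same counts when adjusted over the list alone. Fits of only the media compared gave 3 higher and 1 lower in NELP and 4 and 3 in ELP. Rescaling gave 4 and 4 in NELP and 3 and 6 in ELP, and turned the median log2 fold changes of 0.46 and 0.40 to -0.052 and -0.19. Counts in NELP were 5 higher and 1 lower without NELP 1, 6 and 2 without NELP 2, 9 and 3 without Glc 1 and 11 and 4 without Glc 2. Fry gave an adjusted p = 0.0036 in NELP (0.075 after rescaling) and 0.44 in ELP, and camera with an estimated correlation gave an adjusted p = 0.75 in NELP. Over all genes the median log2 fold change in NELP was 0.54, against which fry does not test. The paper chose these genes on the same samples, so neither these tests nor those between NELP and ELP are independent evidence. Between NELP and ELP, Phlgi1_20514 alone passed in limma (9 higher and 2 lower adjusted over the list alone, 7 and 3 in the fit of the wood media alone or without either Glc library). This comparison gave an adjusted p = 0.036 by fry and an adjusted p = 0.30 by camera with an estimated correlation, and by fry 0.062 to 0.12 without NELP 1, NELP 3, ELP 1, ELP 2, Glc 1 or Glc 2.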

^1^Putative function for the *P. gigantea* P450s were predicted based on functionally characterized homologs in other basidiomycetes.

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S16 — Products of annotated putative secondary metabolite genes in the P. gigantea genome.

| **Table 16.** Products of annotated putative secondary metabolite genes in the *P. gigantea* genome. | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Protein** | **Protein ID** | **Protein length (aa)** | **Domain organization**  **(for PKS and NRPS)^1^** | **Preliminary gene designation** | **Remarks** |
| **polyketide synthase** |  |  |  |  |  |
|  | 36582 | n.d. | SAT-KS-AT-PT-ACP-ACP-TE | pks1 | reading frame disrupted by sequence gaps |
|  |  |  |  |  |  |
| **nonribosomal peptide synthetase-like proteins** |  |  |  |  |  |
|  | 66945 | 1424 | A-T-R | lys2 | putative α-aminoadipate reductase |
|  | 35145 | 1027 | A-T-R | nps1 |  |
|  |  |  |  |  |  |
| **terpenoid synthases** |  |  |  |  |  |
|  | 126738 | 338 |  | tes1 |  |
|  | 114823 | 335 |  | tes2 |  |
|  | 359064 | 337 |  | tes3 |  |
|  | 367715 | 352 |  | tes4 |  |
|  |  |  |  |  |  |
| **terpene cyclase** |  |  |  |  |  |
|  | 87649 | 739 |  | tcy1 | putative squalene synthase |
|  |  |  |  |  |  |
| **halogenase** |  |  |  |  |  |
|  | 534844 | 662 |  | hal1 |  |
|  | 30804 | 522 |  | hal2 |  |

^1^ Abbreviations for enzyme domains are: SAT: starter unit acyltransferases, KS: keto synthase, AT: acyl transferase, PT: product template, ACP: acyl carrier protein, TE: thioesterase, A: adenylation domain, T: thiolation domain (=peptidyl carrier protein), R: reductase. The gene designations have been assigned based on sequence homology.

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S17 — P. gigantea hydrophobin models.

| **Table S17.** *P. gigantea* hydrophobin models | | |  | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Existing model** | | | **Suggested model / changes** | | | |
| Model name | Protein ID | Location | Model name | Protein ID | Location | Remarks |
| estExt_Genemark1.C_460029 | 127149 | scaffold_46:7620876717(-) |  |  |  |  |
| fgenesh1_kg.346_#_1_#_Locus1003v1rpkm146.58 | 20660 | scaffold364:6264-6986 (+) |  |  |  | Based on homology with other basidiomycetes, the protein sequence is about 4-5 amino acids longer than orthologous sequences from other basidiomycetes. However, by shifting exon-intron boundary, the protein could be made 2 aa shorter |
| estExt_Genewise1Plus.C_460063 | 104620 | scaffold 46:77858-78299 (-) |  |  |  | The protein sequence is relatively longer than the orthologous sequences from other basidiomycetes. However, by shifting exon-intron boundary, the protein could be made 2 aa shorter: |
| MIX20949_136_97 | 509314 | scaffold 46:64398-64941 (-) | - | - | - | The protein appeared to have a relatively larger size in *H. annosum*, the first exon of the coding sequence was relatively long with two short exons at the second and third positions. In *C. subvermispora*, most of the N -terminal (5’) and C-terminal parts of the coding sequence of the protein (3’) were untranslated, although this did not significantly affect the size of the gene product. |
| gm1.922_g | 114166 | scaffold 6:114697-1151271 (+) |  |  |  | This protein has only 6 out of 8 conserved Cys residues. The coding region of the gene has 3 exons in all the tested homologues; however the gene structure appeared to be more similar with the homologue from *P. chrysosporum*. In *C. subvermispora* however*,* the first exon was relatively large in comparison with the other two homologues. This structural variation did not affect the size of the gene in the abovementioned species. |
| e_gw1.299.4.1 | 80088 | scaffold 299:4557-5695 (-) | uku_1_e_gw1.299.4.1 | 534803 | scaffold_299:5271-5695 | Model 80088 lacks a stop codon in its coding sequence, although model 534803 has only 6 out of 8 conserved Cys residues |
| gw1.30.9.1 | 39115 | Scaffold 30:47407-47800 (-) |  |  |  | Based on comparison with related basidiomycetes such as *P. chrysosporum* and *S. lacrimans*, a part of the protein was excluded in the existing model. This missing part truncated the protein length, presenting the coding sequence without a start codon. |
| estExt_Genemark1.C_80016 | 124694 | scaffold_8:30174-30968 | - | - | - | In the existing model, the protein sequence appears to have fused with some parts of another protein thereby making the N-terminal part longer than the original length. The following corrected sequence is suggested: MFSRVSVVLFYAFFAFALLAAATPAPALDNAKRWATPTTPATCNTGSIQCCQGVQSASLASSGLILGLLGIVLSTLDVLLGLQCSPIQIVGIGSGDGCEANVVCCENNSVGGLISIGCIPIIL. |
| fgenesh1_kg.6_#_15_#_Locus8475v1rpkm20.75 | 17842 | scaffold_6:117052-117473 | estExt_Genemark1.C_60039 | 124519 | scaffold_6:117000-117473 | The protein is relatively shorter than the hydrophobins from the closest ortholog, *P. chrysosporium*. In addition, the protein has only 6 out of 8 conserved Cys residues. An alternative start codon for this protein is suggested: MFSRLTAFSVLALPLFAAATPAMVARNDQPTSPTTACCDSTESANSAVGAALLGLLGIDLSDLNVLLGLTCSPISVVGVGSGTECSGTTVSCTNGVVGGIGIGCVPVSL |
| gw1.59.69.1 | 53256 | [scaffold_59:113710-114079](http://genome.jgi.doe.gov/cgi-bin/browserLoad?db=Phlgi1&position=scaffold_59:113710-114079) | gm1.4845_g | 118089 | scaffold_59:113707-114226 | A large portion of the N-terminal is missing in 53256 as is the last codon of the gene. The nucleotide sequence is relatively short when compared with the closest ortholog from *Serpula lacrymans*. |
| e_gw1.46.69.1 | 69703 | scaffold_46:67166-67626 | - | - | - |  |
| CE139609_236 | 270989 | [scaffold_207:20554-21674](http://genome.jgi.doe.gov/cgi-bin/browserLoad?db=Phlgi1&position=scaffold_207:20554-21674) | - | - | - | The existing model has only 6 out of 8 cysteine residues. |
| e_gw1.407.7.1 | 80816 | [scaffold_407:5014-5352](http://genome.jgi.doe.gov/cgi-bin/browserLoad?db=Phlgi1&position=scaffold_407:5014-5352) | gm1.10274 | scaffold_407:4908-5352 | 123518 | In the existing model, the protein sequence lacks the N-terminus with the start codon of the coding sequence conspicuously missing. In the closest ortholog. *P. chrysosporium*, the gene has 2 exons with the first exon relatively longer than the second exon. From comparison with the closest basidiomycete, *P. chrysosporium*, none of the available models seems to represent the true configuration of the protein. |
| gw1.407.4.1 | 39999 | [scaffold_407:2841-3232](http://genome.jgi.doe.gov/cgi-bin/browserLoad?db=Phlgi1&position=scaffold_407:2841-3232) |  |  |  | The coding sequence of the existing model has 4 exons with the start and stop codons missing. Based on comparison with the protein sequence from the closest ortholog (*P. chrysosporium*), a part of the N-terminus is missing. No alternative model was available. Irrespective of model #39999 problems, the protein still has the hydrophobin signature with the 8 cysteine residues. This may be a pseudogene. |
| fgenesh1_kg.13_#_24_#_Locus860v1rpkm170.19 | 18178 | [scaffold_13:193774-194615](http://genome.jgi.doe.gov/cgi-bin/browserLoad?db=Phlgi1&position=scaffold_13:193774-194615) | - | - | - | The closest homologue found was collagen type I alpha 2 from *Homo sapien* ([hsa:402382 LOC402382](http://www.genome.jp/dbget-bin/www_bget?hsa:402382)). But a small portion (18%) of the coding sequence of this protein showed homology with hydrophobins from *Coprinopsis cinerea*. The coding sequence of the gene has both start and stop codons with 4 exons and 3 introns. However the C-terminal part of the protein was exceptional longer than the normal hydrophobins identified. This was because the C-terminal part fused with another protein sequence. A thorough check on the 3-frame translation showed that a part of the ORF was removed as intron. By replacing this part and truncating the additional sequence fused to the C-terminal part, a truncated sequence that has a full hydrophobin signature could be obtained. |
| fgenesh1_kg.13_#_23_#_Locus1428v1rpkm104.99 | 18177 | [scaffold_13:189837-190981](http://genome.jgi.doe.gov/cgi-bin/browserLoad?db=Phlgi1&position=scaffold_13:189837-190981) | - | - | - | The coding sequence of the protein has unusually 7 short exons of variable sizes and 6 introns with the start and stop codons fully represented. This is quite unusual for fungal hydrophobins but the sequence has hydrophobin signature. However, in the closest ortholog, *P.chrysosporium*, the coding sequence of the protein has 4 exons of variable sizes with the 4^th^ exon being very large in size. Further examination of the protein sequence showed that the C-terminal part fused to another protein  thereby making the protein unsually longer than other known hydrophobins. |
| estExt_fgenesh1_pm.C_80009 | 27800 | [scaffold_8:34012-34783](http://genome.jgi.doe.gov/cgi-bin/browserLoad?db=Phlgi1&position=scaffold_8:34012-34783) | - | - | - | The existing protein model is fine but has some aa sequences that are obviously lacking or probably degraded in other hydrophobins analysed. This sequence looks like unspliced intron but lacks the exon –intron boundary. |
| gm1.1144_g | 114388 | scaffold_8:39934-40416 |  |  |  | The existing model appears to be fine but the protein was unusually longer than other identified hydrophobins in *P. gigantea*. The sequence also presented some regions that could not be found in other hydrophobins from *P. gigantea*, these abnormal sequences could be due to mutation or other evolutionary forces. Closer examination of the protein sequence showed the cysteine residues could not align properly with other hydrophobins analysed. |
| CE323408_258 | 454788 | [scaffold_8:36686-37411](http://genome.jgi.doe.gov/cgi-bin/browserLoad?db=Phlgi1&position=scaffold_8:36686-37411) | - | - | - |  |
| CE323442_444 | 454822 | scaffold_8:37817-38664 |  |  |  |  |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S18 — Fungal species and hydrophobin gene number used for phylogenomics analysis.

| **Table S18**: Fungal species used for phylogenomics analysis and the number of hydrophobins in each | | | | | |
| --- | --- | --- | --- | --- | --- |
| Fungal phyllum | Fungal species | Predicted No. of hydrophobins in the genome | | | No. of hydrophobins used  in the phylogenetic analysis |
| Basidiomycota | *Ceriporiopsis subvermispora* | | 24 | 21 | |
| Basidiomycota | *Phlebiopsis gigantea* | | 20 | 14 | |
| Basidiomycota | *Phanerochaete* *chrysosporium* | | 17 | 15 | |
| Basidiomycota | *Ganoderma sp* | | 17 | 17 | |
| Basidiomycota | *Phlebia brevispora* | | 22 | 22 | |
| Basidiomycota | *Serpula lacrimans* | | 19 | 18 | |
| Basidiomycota | *Wolfiporia cocos* | | 3 | 2 | |
| Basidiomycota | *Heterobasidion annosum* | | 13 | 13 | |
| Basidiomycota | *Schizophyllum commune* | | 14 | 13 | |
| Basidiomycota | *Coprinopsis cinerea* | | 33 | 22 | |
| Basidiomycota | *Laccaria bicolor* | | 13 | 12 | |
| Basidiomycota | *Ustilago maydis* | | 2 | 1 | |
| Ascomycota | *Acremonium alcalophilum* | | 1 | 1 | |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S19 — RNAseq analysis of P. gigantea hydrophobins.

| **Table S19**. RNAseq analysis of *P. gigantea* hydrophobins | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | RPKM values | | | NELP/Glu | | ELP/Glu | | NELP/ELP | |
| Protein Ids | NELP | ELP | Glu | Ratio | Prob | Ratio | Prob | Ratio | Prob |
| 124694 | 12.92 | 5.90 | 1.92 | 6.73 | 0.02 | 3.07 | 0.05 | 2.19 | 0.005 |
| 17842 | 5.31 | 1.88 | 2.24 | 2.39 | 0.17 | 0.84 | 0.81 | 2.82 | 0.070 |
| 20660 | 14.43 | 7.04 | 49.56 | 0.29 | 0.05 | 0.14 | 0.02 | 2.05 | 0.17 |
| 127149 | 10.50 | 9.82 | 10.77 | 0.98 | 0.94 | 0.91 | 0.79 | 1.07 | 0.71 |
| 509314 | 22.41 | 21.83 | 4.52 | 4.95 | 0.09 | 4.83 | 0.07 | 1.03 | 0.94 |
| 104620 | 2.17 | 2.43 | 9.91 | 0.22 | 0.14 | 0.25 | 0.15 | 0.89 | 0.80 |
| 69703 | 2.61 | 3.05 | 0.65 | 3.00 | 0.06 | 4.68 | 0.06 | 0.85 | 0.60 |
| 39115 | 1.14 | 1.55 | 0.84 | 1.37 | 0.63 | 1.85 | 0.33 | 0.74 | 0.49 |
| 27800 | 8.82 | 10.22 | 30.42 | 0.29 | 0.17 | 0.34 | 0.19 | 0.86 | 0.36 |
| 114388 | 0.53 | 0.51 | 1.93 | 0.28 | NaN | 0.27 | NaN | 1.04 | 0.97 |
| 454788 | 4.49 | 7.02 | 4.85 | 0.93 | 0.89 | 1.45 | 0.42 | 0.64 | 0.37 |

NaN, RPKM values <1.0

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S20 — P. gigantea ABC models.

| **Table S20.** *P. gigantea* ABC models | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Existing model** | | | **Suggested model / changes** | | |
| Model name | Protein ID | Location | Model name | Protein ID | Location |
| estExt_Genewise1.C_390060 | 87882 | scaffold_39:94658-97723 (-) | estExt_Genewise1Plus.C_390061 | 104024 | scaffold_39:94658-97792 (-) |
| estExt_Genewise1.C_810023 | 90887 | scaffold_81:44869-49148 (-) | estExt_Genemark1.C_810016 | 128458 | scaffold_81:44869-49150 (-) |
| fgenesh1_pm.3_#_77 | 21134 | scaffold_3:295746-296813 (-) | estExt_Genemark1.C_30113 | 124233 | scaffold_3:295746-298376 (-) |
| fgenesh1_pm.137_#_8 | 25601 | scaffold_137:31582-34289 (+) | CE62642_3357 | 194022 | scaffold_137:31433-34608 (+) |
| estExt_fgenesh1_pm.C_10057 | 27132 | scaffold_1:171968-174644 (+) | Sequencing gap (N in the position 1891) of about 30 bp. As a result, I’d suggest that there is no intron (and no frame-shift) between exons 6 and 7. |  |  |
| estExt_fgenesh1_pm.C_3030004 and CE204994_3653 | 32454 and 336374 | scaffold_303:11013-12222 (-) and scaffold_303:12521-13899 (-) | estExt_Genewise1.C_3030007 | 96729 | scaffold_303:11013-13936 (-) |
| estExt_Genewise1Plus.C_30270 | 98346 | scaffold_3:356376-357602 (-) | N-terminal part of the gene is missing from the database; the model can be extended upstream based on homology with the related *P. gigantea* proteins (proteins ID 124233 and 96729). | 534834 | scaffold_3:356376-358055 |
| estExt_Genewise1Plus.C_1940030 | 111230 | scaffold_194:39232-40470 (-) | CE123138_2353 | 254518 | scaffold_194:39105-42027 (-) |
| fgenesh1_pg.113_#_1 | 14688 | scaffold_113:148-1448 (-) | Only small fragment of the gene is present and not possible to reconstitute the entire protein sequence |  |  |
| fgenesh1_pg.113_#_2 | 14689 | scaffold_113:2091-7842 (-) | There are two sequence gaps within the gene, so it’s not possible to reconstitute the entire aa sequence. | 534835 | scaffold_113:2091-8447 (-) |
| fgenesh1_pm.41_#_23 | 23474 | scaffold_41:102552-108846 (+) | CE244673_18999 | 376053 | scaffold_41:101782-108976 (+) |
| fgenesh1_pm.30_#_32 | 22983 | scaffold_30:154474-160810 (-) | fre_1_e_gw1.30.123.1 | 534837 | scaffold_30:154474-160810 (-) |
| estExt_fgenesh1_pg.C_1130003 | 36552 | scaffold_113:14632-21227 (-) | There are two gaps within the sequence, thus it is not possible to reconstitute the entire protein sequence. | 534838 | scaffold_113:14632-21227 (-) |
| estExt_fgenesh1_pg.C_2980004 | 38168 | scaffold_298:10908-17662 (+) | fre_1_estExt_Genemark1.C_2980008 | 534839 | scaffold_298:10770-17662 (+) |
| gm1.8277_g | 121521 | scaffold_175:36930-45224 (-) | fre_1_gm1.8277_g | 534840 | scaffold_175:36930-43613 (-) |
| estExt_Genemark1.C_570036 | 127559 | scaffold_57:121648-128305 (+) | CE282348_2765 | 413728 | scaffold_57:121475-128597 (+) |
| CE33064_4524 | 164444 | scaffold_113:38450-44018 (+) | fre_1_estExt_Genemark1.C_1130009 | 534841 | scaffold_113:37502-44008 (+) |
| MIX8954_2964_12 | 497319 | scaffold_181:40693-47165 (+) | CE111560_17494 | 242940 | scaffold_181:39964-46863 (+) |
| fgenesh1_pg.118_#_1 | 14797 | scaffold_118:58-2352 (+) | More than half of the gene is missing, so it’s not possible to reconstitute the entire sequence of the deduced protein |  |  |
| fgenesh1_pm.70_#_13 | 24318 | scaffold_70:38980-41804 (+) | estExt_Genemark1.C_700014 | 127965 | scaffold_70:38894-42042 (+) |
| estExt_fgenesh1_pm.C_230030 | 28761 | scaffold_23:117477-120357 (+) | fre_1_fgeneshTR_pm.23___29 | 534842 | scaffold_23:117477-120256 (+) |
| CE60640_8249 | 192020 | scaffold_135:12700-14524 (+) | estExt_Genemark1.C_1350008 | 129467 | scaffold_135:12058-14576 (+) |
| fgenesh1_kg.274_#_2_#_Locus4143v1rpkm41.13 | 20542 | scaffold_274:5209-7367 (+) | CE182818_10251 | 314198 | scaffold_274:5006-7492 (+) |
| estExt_fgenesh1_pg.C_400020 | 34896 | scaffold_40:97140-100665 (-) | There is a sequence gap of about 270 bp within the gene, thus it’s not possible to reconstitute the entire protein sequence |  |  |
| estExt_Genewise1Plus.C_340085 | 103495 | scaffold_34:113777-115000 (-) | CE219763_4564 | 351143 | scaffold_34:113432-115436 (-) |

*-amino acids VNIQAS (positions 100 – 105) should be replaced by residues KGQLLEI as in the protein model 25601

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Table S21 — Chemical composition of lipids from Loblolly pine wood (Pinus taeda).

**Table S21.** Chemical composition of lipids from Loblolly pine (*Pinus taeda*), expressed as milligrams per grams of oven dry wood

| **Compounds** | **Content (mg g^-1^)** |
| --- | --- |
| **Fatty acids** | **6.34** |
| Palmitic acid (C16:0) | 0.69 |
| Margaric acid (C17:0) | 0.15 |
| Linolenic acid (C18:3) | 0.41 |
| Linoleic acid (C18:2) | 2.28 |
| Oleic acid (C18:1) | 2.58 |
| Stearic acid (C18:0) | 0.22 |
| **Resin acids** | **25.92** |
| Pimaric acid | 2.89 |
| Sandaracopimaric acid | 0.59 |
| Isopimaric acid | 0.64 |
| Palustric acid | 4.63 |
| Levopimaric acid | 3.93 |
| Dehydroabietic acid | 5.22 |
| Abietic acid | 5.06 |
| Neoabietic acid | 2.34 |
| 7-Oxo-dehydroabietic acid | 0.18 |
| 15-Hydroxydehydroabietic acid | 0.46 |
| **Monoglycerides** | **0.40** |
| **Sitosterol** | **0.15** |
| **Diglycerides** | **0.66** |
| **Sitosterol esters** | **0.44** |
| **Triglycerides** | **7.20** |
| **Total acetone extract** | **56.42** |

# Supplementary material for: Analysis of the Phlebiopsis gigantea Genome, Transcriptome and Secretome Provides Insight into Its Pioneer Colonization Strategies of Wood
**Source:** PLoS Genet. 2014 Dec 4;10(12):e1004759. doi: 10.1371/journal.pgen.1004759
**Supplement:** Text S1 — Detailed description of methods and annotated gene families.

**Supporting Information**

**Appendix**

**1. Supplemental Information Text**

1.1 Strain selection, assembly and annotation, principal component analyses

1.2 Environmental signaling

1.3 Genes involved in ligninolysis

1.3.1 Heme peroxidases

1.3.2 Copper radical oxidases

1.3.3 GMC oxidoreductases

1.4 Iron homeostasis and MCOs

1.5 Monosaccharide catabolism

1.6 Carbohydrate active enzymes (CAZys)

1.7 Cytochrome P450s and secondary metabolism

1.8 Hydrophobins and ABC proteins

1.9 RNAseq and LC/MS methods

1.10 Analysis of loblolly pine extract

**2. References**

**S.1. *Phlebiopsis gigantea* strain selection, genome assembly and annotation**

Aerial spore capture was used to collect *P. gigantea* isolate 11061-1 in Macon County, Alabama. It was confirmed as a *P. gigantea* isolate by sequencing its ribosomal RNA internal transcribed spacer region. Isolate 11061-1 was cultured on 2% Bacto malt extract agar, wrapped in parafilm, and incubated upside down at room temperature (23ºC) until basidiospores collected on the lid of the petri dish (after 3-4 weeks). Single basidiospore isolates 5-1 to 5-10 were isolated from progeny of 11061-1.

Aspen (*Populus tremuloides*), pine (*Pinus taeda*) and spruce (*Picea glauca*) wood block decay studies were conducted as indicated in the methods section of the paper. Based on these experiments (Figure 1), single spore isolate 5-6 was selected for genome sequencing.

**Genome assembly and annotation**

The genome of *Phlebiopsis gigantea* 5-6 was sequenced using Illumina. A standard paired-end library with 200bp insert size was sequenced in 2x76 bp read format. General aspects of library construction and sequencing can be found at the JGI website <http://www.jgi.doe.gov/>.  No contaminants were detected. Following steps were then performed for assembly: (1) Illumina reads were assembled using Velvet (velvet 1.1.01) (2) Velvet contigs and 454 reads were assembled using Newbler (version 2.5-internal-10Apr08-1) (3) 3 kb simulated paired end reads were built from Newbler contigs, and (4) Illumina reads were assembled with simulated read pairs using Allpaths–LG (version R36892). This resulted in a 30.1Mbp genome assembly with 573 scaffolds (N50=120Kbp), 1245 contigs (N50=57.0Kb) and 144x read depth coverage. 94% RNA-Seq reads were aligned to the genome assembly. Unaligned reads may reflect missing regions in the assembly or contaminant RNA. Mito was assembled separately with AllPathsLG to produce one 86.6Kbp scaffold.

Total RNA from two *Phlebiopsis* samples (avicel- and loblolly pine-containing cultures) were used to generate two stranded RNASeq libraries. mRNA was purified from total RNA using the Absolutely mRNA™ purification kit (Stratagene). The isolation procedure was performed twice to ensure the sample is free of rRNA. Subsequently, the mRNA samples were chemically fragmented to the size range 200-250 bp using 1x fragmentation solution for 5 minutes at 70 C (RNA Fragmentation Reagents, AM8740 – Zn, Ambion). First strand cDNA was synthesized using Superscript II Reverse Transcriptase (Invitrogen) and random hexamers. cDNA was purified with Ampure SPRI beads. Then the second strand was synthesized using a dNTP mix (with dTTP replaced with dUTP) *E.coli* RnaseH, DNA Ligase, and DNA polymerase I for nick translation. The dscDNA were purified and selected for fragments in the range 200-300bp using a double Ampure SPRI bead selection. The dscDNA fragments were then blunt-ended, poly A tailed, and ligated with Truseq adaptors using Illumina DNA Sample Prep Kit (Illumina). Adaptor-ligated DNA was purified using Ampure SPRI beads. Then the second strand was removed by AmpErase UNG (Applied Biosystems) similar to the method described by Parkhomchuk et al. [1]. Digested cDNA was again cleaned up with Ampure SPRI beads. Paired end 76 bp reads were generated by sequencing using the Illumina HiSeq instrument.

How the deposited data were processed for this re-analysis (not part of the article)

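The data are from *Phlebiopsis gigantea* cultures grown in 250 ml of basal salts and harvested on day 5. There were 3 separate cultures with ground loblolly pine wood that was not extracted (NELP), 3 with the same wood extracted with acetone (ELP) and 2 with glucose (Glc), and each culture gave 1 library. The wood per culture is 1.25 g in the paper's methods and 2.5 g in the labels of the samples. Poly-A RNA was sequenced by the authors in multiplexed libraries in a single lane of an Illumina HiSeq2000. The RPKM values were made by the authors before deposit, by mapping the reads with SeqNGen and scaling the read counts per gene by gene length and library size in QSeq (DNAStar). The reference set used for the mapping, the treatment of reads that fit several genes and any step after this scaling are not given in the sources used here. The table holds 11892 gene models, of which 11891 have values, and summed RPKM runs from 741010 to 890850 per library.

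Read totals are not given in the sources used here. The spacing of the lowest RPKM values gives relative depths of 1, 1.47 and 1.79 for NELP 1 to NELP 3, 0.585, 0.697 and 0.684 for ELP 1 to ELP 3, and 0.762 and 1.38 for Glc 1 and Glc 2. Between 482 and 656 gene models had a value of 0 in a library. Median RPKM was 22.8, 23.8 and 21.8 in NELP, 23.7, 23.5 and 22.6 in ELP, and 12.3 and 16.3 in Glc. The 10 most abundant transcripts held 10.5, 8.55 and 10.0% of the summed RPKM in NELP, 11.1, 12.4 and 9.01% in ELP, and 15.1 and 22.6% in Glc, and a single one, Phlgi1_124367, held 13.9% in Glc 2. Within a medium, the median standard deviation of a gene on the log2 scale was 0.194 in NELP, 0.217 in ELP and 0.506 in Glc. The first principal components took 59.9 and 18.8% of the variance. Replicate numbers were checked for pairing by correlating the deviations of equal numbers from their group means, which gave 0.40, -0.15 and 0.50 for numbers 1, 2 and 3, and the libraries were treated as unpaired.

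Values were compared as log2(RPKM + 0.5) with limma 3.58.1 in R 4.3.3, in 1 fit over the 3 media with the moderated t test. Genes with a mean of at least 1 RPKM over the 8 libraries were tested (10999 genes, so that 7.50% of the models were left out), and p values were adjusted by the method of Benjamini and Hochberg over these genes. A gene passed at an adjusted p under 0.05. Comparisons were NELP against Glc, ELP against Glc and NELP against ELP. With 3 libraries against 3, an exact permutation test cannot give a p below 0.10, so single genes were tested with limma alone. Counts at the paper's thresholds used the ratio of mean RPKM, a minimum of 10 RPKM in the higher medium and the adjusted p. Ratios set beside the paper's values are those of geometric means.

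Gene lists were taken from the paper's text, tables and supplement: cellulases, hemicellulases, LPMOs, GMC oxidoreductases with aryl alcohol dehydrogenases, copper radical oxidases, multicopper oxidases, class II peroxidases, heme-thiolate and dye-decolorizing peroxidases, cytochromes P450, hydrophobins, ABC proteins, fatty acid metabolism, TCA cycle and glyoxylate shunt, response regulators, transcription factors, iron reductases, quinone reductases, secondary metabolism, photoreceptors, carbohydrate esterases, candidates of extractive metabolism and the genes of Tables 1 to 3. Each was tested with fry, and with camera at a preset correlation of 0.01 and at an estimated correlation, all from limma and adjusted over the lists. For most lists only the camera values at an estimated correlation are printed, and these were larger than those at the preset correlation. Fry tests a list against no change, so it also responds to a shift of all genes, and camera tests a list against the other genes. Counts of members that passed are given over all genes and adjusted over the list alone. Families by function name (for example transporters, kinases and peptidases) were chosen from the part of a supplementary table held here, so only counts are given for them. Their members were found by the function names in the deposited RPKM table, in which 2224 genes have a function name and 1015 are called hypothetical. InterPro domains with at least 10 tested genes were tested with camera. The overlap of the wood responses was set beside 100 simulated pairs of unchanged media that share the Glc libraries.

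Genes are named by a rule: every gene that the paper's Results and Discussion and its Tables 1 to 3 name, whose values in the paper had been seen, and for each comparison the 10 genes with the largest change in each direction. The latter had to pass the test, average at least 10 RPKM in the higher medium, have media that do not overlap and have a function name other than hypothetical. Up to 2 genes per direction without a function name were added by the same ranking. The comparisons, lists, the rule and the alternatives were set before the data were examined, unless the text says otherwise.

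Alternatives were a pseudocount of 1 or 0.1, no filter or a filter at a mean of 10 RPKM, only the compared media in the fit, a mean-variance trend, no moderation of the spread, rescaling of the libraries by the median of gene ratios, quantile normalization, the replicate number as a block, leaving out each library in turn, unadjusted p values, fold changes on the log2 scale, no RPKM minimum and camera with an estimated correlation. Where leaving out a Glc library left 1, that library was assumed to vary like those of the other media. Fits of a pair of media after rescaling by median ratio, and with values of 0 as missing, were added after seeing the data. The pipeline was tested on simulated data of the same size with known changes. Of changes of log2 1, 2 and 3 it recovered 10.4, 76.1 and 97.0% in NELP against Glc, 10.4, 74.6 and 87.9% in ELP against Glc and 16.4, 82.1 and 97.0% in NELP against ELP. Unchanged genes made up 3.94, 5.74 and 6.47% of the calls. Each simulated gene had the same spread in all media, while the real spread was larger in Glc (median SD 0.506) than in NELP and ELP (0.194 and 0.217). The rates of recovery and of false calls may therefore not hold for the real data.

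Named genes left out for a mean under 1 RPKM are Phlgi1_148078, Phlgi1_38701, Phlgi1_117668, Phlgi1_120295, Phlgi1_37333, Phlgi1_80088, Phlgi1_114388, Phlgi1_152279, Phlgi1_119859, Phlgi1_46901 and Phlgi1_219699. Phlgi1_122124 has no values, and 22 of the listed ABC models are not in the table. Proteomic and chemical data of the paper and its cultures on microcrystalline cellulose are not analysed here.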

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

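No test in this part was chosen after its result was seen. The genes below had some of the largest changes between a wood medium and Glc, and the paper's Results, Discussion and Tables 1 to 3 do not name them. Its Text S1 lists Phlgi1_219719 among the GLP-like proteins.

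The expansin family gene Phlgi1_77537, of proteins that loosen cell walls, stood at 5022 and 2693 RPKM in the Glc libraries, and was lower in NELP (log2 fold change -5.76, standard error 0.52, adjusted p = 0.0012) and ELP (log2 fold change -5.26, standard error 0.52, adjusted p = 0.0016). Oxalate decarboxylase Phlgi1_66932, which breaks down oxalate, was lower in NELP (log2 fold change -5.54, standard error 1.29, adjusted p = 0.018) and ELP (log2 fold change -5.20, standard error 1.29, adjusted p = 0.016), with 545 and 13249 RPKM in the Glc libraries; in NELP without NELP 1 or NELP 3 the adjusted p was 0.0503 to 0.053, and 0.061 with only NELP and Glc in the fit. GH79 gene Phlgi1_13785 was lower in NELP (log2 fold change -2.91, standard error 0.61, adjusted p = 0.013), with an adjusted p of 0.057 when only NELP and Glc were fitted. The iron reductase-like glycopeptide gene Phlgi1_219719 was lower in NELP (log2 fold change -4.22, standard error 1.27, adjusted p = 0.038), with 491 and 24.9 RPKM in the Glc libraries, and without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2, ELP 3 or Glc 1 the adjusted p was 0.051 to 0.15, 0.091 with only NELP and Glc in the fit and 0.0501 after rescaling by median ratio. Peroxiredoxin Phlgi1_94967 was lower in NELP (log2 fold change -2.97, standard error 0.91, adjusted p = 0.040) and ELP (log2 fold change -3.70, standard error 0.91, adjusted p = 0.015), with 2332 and 164 RPKM in the Glc libraries; in NELP without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2 or ELP 3 the adjusted p was 0.061 to 0.10, and with only the media compared in the fit it was 0.11 in NELP and 0.056 in ELP.

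The transporter Phlgi1_73402 was lower in NELP (log2 fold change -4.88, standard error 0.40, adjusted p = 7.3e-04) and ELP (log2 fold change -4.38, standard error 0.40, adjusted p = 0.0011). Purine-cytosine permease Phlgi1_99130, which takes up bases, was lower in both as well (-3.47, standard error 0.20, adjusted p = 1.8e-04 in NELP; -3.55, standard error 0.20, adjusted p = 1.6e-04 in ELP). Peptidase Phlgi1_102393 of family S10 had -3.24 (standard error 0.37, adjusted p = 0.0029) in NELP and -3.05 (standard error 0.37, adjusted p = 0.0026) in ELP. Aspartic proteinase Phlgi1_85373 had -3.01 (standard error 0.83, adjusted p = 0.030) in NELP and -3.96 (standard error 0.83, adjusted p = 0.0094) in ELP; in NELP without NELP 1, NELP 2, NELP 3, ELP 1 or ELP 2 the adjusted p was 0.051 to 0.092, and 0.085 with only NELP and Glc in the fit. Peptidase Phlgi1_460435 of family A1 was lower in ELP (log2 fold change -4.28, standard error 0.56, adjusted p = 0.0029), as was the class 3 lipase Phlgi1_129172 (log2 fold change -3.17, standard error 0.61, adjusted p = 0.0070). The hypothetical gene Phlgi1_271517 was lower in NELP (log2 fold change -7.03, standard error 0.41, adjusted p = 1.8e-04) and ELP (log2 fold change -6.91, standard error 0.41, adjusted p = 1.9e-04).

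Phlgi1_19290, also hypothetical, was higher in NELP (log2 fold change 5.62, standard error 0.60, adjusted p = 0.0023). The RTA1-like gene Phlgi1_20109 was higher in ELP (log2 fold change 6.29, standard error 1.33, adjusted p = 0.0096), with 420.4, 2935 and 10981 RPKM in the ELP libraries. Phlgi1_25152, which has no function name, was higher in ELP (log2 fold change 5.91, standard error 1.61, adjusted p = 0.022), with 48.0, 735 and 3025 RPKM in the ELP libraries, and without ELP 2 or Glc 1 the adjusted p was 0.056 to 0.064, 0.053 with only ELP and Glc in the fit and 0.057 after rescaling by median ratio.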

How the results depend on the processing

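Settings chosen only after the results were seen are the fits of a pair of media after rescaling by median ratio and with values of 0 as missing. Of 813 results for single genes, 14466 values under other settings were computed: 13249 kept their side of the threshold, 746 lost a call, 459 gained one and 12 reversed. A change of direction was counted as reversed only where the gene passed in the main fit or in the other setting. The 13249 can therefore hold changes of direction in genes that passed in neither. Counts against Glc were within 1.5 times under a pseudocount of 1 or 0.1 and under a filter at a mean of 10 RPKM. Read totals are not given in the sources used here, so the depth below which low values are uncertain is unknown. Where no reason is given below, the cause was not tested.

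A fit of only the compared media has fewer libraries and takes its spread from those media alone. The fit of all media shares 1 spread per gene, although Glc spread more, so its p values against Glc may be too small. How far each accounts for the change in counts was not tested. With only the compared media in the fit, 857 genes were higher and 123 lower in NELP, 1913 and 248 in ELP, and 673 and 471 in NELP against ELP. At the paper's thresholds the counts were 1772 (over 2-fold on wood), 237 (over 2-fold in Glc), 21 and 7 (over 4-fold in NELP and in ELP), 19 (over 4-fold, NELP against ELP) and 59 (over 2-fold, NELP against ELP). After rescaling by median ratio, which centres the gene ratios on 0, 727 genes were higher and 767 lower in NELP, 1183 and 1252 in ELP, and 3 were higher in NELP than in ELP. The threshold counts were then 846, 1023, 86 and 112, with 13 lists higher and 4 lower in NELP and 8 and 5 in ELP by fry, and 527 genes higher and 619 lower in both wood media. Quantile normalization gave 868 and 698 in NELP, 1394 and 1091 in ELP, 69 and 11 in NELP against ELP, threshold counts of 946, 888, 99 and 138, 4 lists lower in NELP, 8 lists higher and 5 lower in ELP, and 630 genes higher and 521 lower in both wood media.

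Without moderation, 246 genes were lower in NELP, 375 lower in ELP and 2 higher in NELP than in ELP, and the threshold counts were 267 in Glc, 50 and 114 over 4-fold, and 0 over 4-fold and 0 over 2-fold in NELP against ELP. At unadjusted p values, 633 genes were lower in NELP, 795 were higher and 1003 lower in NELP against ELP, and 32, 4 and 145 met the thresholds between the wood media. Without a filter, 2 genes were higher in NELP than in ELP and 157 were over 4-fold in NELP against Glc. A mean-variance trend gave 13 genes higher in NELP than in ELP. With the replicate number as a block, 2 were, 23 and 112 were over 4-fold in NELP and ELP against Glc, and 0 were over 4-fold and 0 over 2-fold in NELP against ELP, with 1 list lower in NELP, 0 lower in ELP, and 4 higher and 0 lower in NELP against ELP. Camera with an estimated correlation called 0 lists higher in NELP, 0 higher and 0 lower in ELP, and 3 higher and 0 lower in NELP against ELP, where fry called 7 and 1. By fry, class II peroxidases lost their call in both media without a filter and in NELP with a filter at a mean of 10 RPKM. In NELP against ELP the TCA list lost its call without a filter, and secondary metabolism without a filter and with that at 10 RPKM. Copper radical oxidases were called higher in both media with that filter and lower after quantile normalization, and the TCA list gained a call in ELP without a filter. The replicate block ended calls of LPMOs, class II peroxidases, quinone reductases, photoreceptors and Table 3 in ELP, and of P450s, the TCA list, secondary metabolism and the ELP list of Table 1 in NELP against ELP. In NELP it gained calls of hydrophobins and response regulators as higher and of GLP-like iron reductases as lower. Fits of a pair of media after rescaling gave 176, 256, 15, 4, 19 and 53 at the thresholds, and those with values of 0 as missing gave 1519, 210, 20, 0, 7 and 16.

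With single libraries left out, genes higher in NELP went from 956 (without NELP 2) to 5356 (without Glc 2), lower in NELP from 162 (without NELP 2) to 1207 (without Glc 2), higher in ELP from 2589 (without ELP 2) to 5628 (without Glc 2) and lower in ELP from 341 (without ELP 1) to 1231 (without Glc 2). Between NELP and ELP they went from 1 to 673 higher and from 0 to 471 lower, the upper counts without either Glc library, since a lone Glc library adds nothing to the estimate of the spread. Threshold counts ran from 2386 to 4066 on wood, 315 to 941 in Glc, 30 to 1199 and 43 to 1274 over 4-fold in NELP and in ELP, and 0 to 19 over 4-fold and 0 to 59 over 2-fold in NELP against ELP. Lists lower in NELP ran from 0 to 2, lower in ELP from 0 to 3, and higher and lower in NELP against ELP from 4 to 5 and 0 to 1. The correlation of the wood responses ran from 0.853 to 0.925 (without Glc 2), genes higher in both from 873 to 4707 and lower in both from 137 to 962. Cellobiohydrolase Phlgi1_34136 ranked 8 to 13 in NELP (13 without NELP 3) and 14 to 16 in ELP.

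Some genes reversed between the fits without Glc 1 and without Glc 2, which gave log2 fold changes in NELP of -2.53 and 0.64 for Phlgi1_114194, 0.81 and -0.68 for Phlgi1_98480, and 1.47 and -0.9994 for Phlgi1_34896. In ELP they were -1.31 and 1.85 for Phlgi1_114194, 1.12 and -0.97 for Phlgi1_121846, 1.09 and -1.38 for Phlgi1_34896, -0.62 and 0.54 for Phlgi1_367715, -2.29 and 1.38 for Phlgi1_122504, and -2.09 and 2.37 for Phlgi1_33454. Isocitrate lyase Phlgi1_21482 had -0.067 in ELP after rescaling by median ratio and -0.0036 after quantile normalization, and Phlgi1_124588 had -0.022 in ELP after quantile normalization. The cause was not tested.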

Differences from the paper's values

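Fits chosen only after the values were seen are those of a pair of media after rescaling by median ratio and with values of 0 as missing. Counts use the paper's fold, RPKM and p limits with an adjusted p, since the paper's Text S1 speaks of FDR probabilities. Unless said otherwise, they use ratios of arithmetic means and the fit of all media, which differ from the paper's values as described below. Of 379 ratios of geometric means for 137 genes that the paper prints, 328 lay within 10% of those computed here, with a median distance of 2.25%.

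The paper's count of genes over 2-fold in NELP or ELP against Glc is 187, and 2907 were counted here (846 to 4066 over the alternatives set before the data were examined, none of which fell within 1.5 times). Fits of a pair of media after rescaling, chosen after seeing the values, gave 176. They kept all 49 genes of Table 1, as the fit of all media did, so this does not tell the settings apart. In Glc against wood the paper's count is 146 and 449 were found here (237 to 1023, none within). Fits of a pair of media with values of 0 as missing, chosen after seeing the values, gave 210. The gene of the paper listed for this comparison, Phlgi1_36459, passed there and in the fit of all media, so it does not tell the settings apart either. Over 4-fold in NELP, the paper has about 33 in Fig. 5C, read by eye, and 249 were found here (21 to 1199): the replicate block and leaving out NELP 1, NELP 2 or NELP 3 came within, and all other alternatives did not. In ELP it has about 28 in Fig. 5C, read by eye, against 393 here (7 to 1274, none within). For both media together it has about 16 in Fig. 5C, read by eye, against 173 here (6 to 912), where only the replicate block came within.

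With no RPKM minimum the paper gives 145 genes over 4-fold in NELP, against 292 here (21 to 1581). No filter, quantile normalization and leaving out ELP 3 or Glc 1 came within, and the other alternatives did not. For ELP the paper gives 164, against 489 here (7 to 1669). No moderation, rescaling by median ratio, quantile normalization, the replicate block and leaving out NELP 1, NELP 2 or ELP 3 came within, and the others did not. For NELP against ELP, either way, the paper gives 44, against 1 here (0 to 53), where only unadjusted p values came within.

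Over 4-fold in NELP against ELP the paper's count is 22, and 1 was found here (0 to 32). The fit of only these media, leaving out Glc 1 or Glc 2, and unadjusted p values came within, and the other alternatives did not. The fit of only these media gave 19 and called 14 of the 19 genes of Table 2, of which the fit of all media called 1. Fits of a pair of media after rescaling, chosen after seeing the values, gave 19 and dropped 6 of these. Over 4-fold in ELP against NELP the paper has 1 and limma gave 0 here (0 to 4, of which 4 at unadjusted p, and 0 in the fit of only these media, none within). Over 2-fold in NELP against ELP the paper has 92, with 51 of them hypothetical, and 1 and 0 were found here by limma (0 to 145 and 0 to 80 over the alternatives, the highest at unadjusted p, none within; the fit of only these media gave 59 and 33).

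The part of Dataset S2 held here has 1611 of 11892 gene models. In it, the paper's own ratios and p values meet the thresholds above for 624 genes over 2-fold on wood, 91 in Glc, 50 and 68 over 4-fold in NELP and in ELP, 20 and 1 over 4-fold in NELP against ELP and the reverse, and 107 over 2-fold in NELP against ELP. For these gene models, 98.1, 98.0 and 99.1% of the paper's means in NELP, ELP and Glc lay within 1% of geometric means. The paper's p values were ranked beside those of limma fits of only the media compared, with values of 0 as missing. Spearman's correlation was 0.997 for NELP against Glc, 0.998 for ELP against Glc and 0.999 for NELP against ELP. Phlgi1_69703 has an ELP/Glc ratio of 4.68 in the paper and of 2.97 here (2.02 to 4.18 over the alternatives). A pseudocount of 0.1, the replicate block and leaving out ELP 3 or Glc 2 came within, and the others did not.

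In Table S15 the column of ratios between the wood media matches only when it is read as ELP over NELP: for 22 of 22 P450 genes the direction is opposite to that found here, and the sizes lie within 1.5 times of the inverse. For both columns against Glc, 22 of 22 had the same direction. Phlgi1_20514, the P450 that passed the test, was higher in NELP here (log2 fold change 3.60, standard error 0.20, adjusted p = 0.0012), as in Table 2.

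The paper calls several genes between NELP and ELP that did not pass in the fit of all media and passed with only these media in the fit. These are multicopper oxidase Phlgi1_129839 (adjusted p = 0.15, then 0.017), transporter Phlgi1_130987 (0.15, then 0.024), glycerol facilitator Phlgi1_99331 (0.66, then 0.023), lipase Phlgi1_36659 (0.20, then 0.013) and the other genes of Tables 2 and 3, of which 18 of 19 and 13 of 13 did not pass and 19 and 13 then passed. The paper reports no elevated transcripts for aldose epimerases. Phlgi1_28423, chosen after its values were seen, was higher here in NELP (1.32, adjusted p = 0.024) and ELP (1.18, adjusted p = 0.026). It did not pass after rescaling (adjusted p = 0.15 and 0.24) or with only the media compared in the fit. The other model, Phlgi1_128902, did not pass in either wood medium in the fit of all media. The paper reports no significant change of multicopper oxidase Phlgi1_32068, which rose here in NELP (log2 fold change 0.98, standard error 0.30, adjusted p = 0.041) and ELP (log2 fold change 1.28, standard error 0.30, adjusted p = 0.014), but not with only the media compared in the fit (adjusted p = 0.098 and 0.056).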

Other observations

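Tests chosen only after the result was seen are those of the scaling of the libraries as a cause, Glc 1 alone, wood RNA in Glc 2, the spread of the Glc libraries and the InterPro domains.

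Over all 10999 genes, 3247 were higher and 404 lower in NELP and 4103 and 565 in ELP, and the counts below stand beside these. Genes with a fungal cellulose-binding region, a domain that anchors enzymes to cellulose, were mostly higher on wood. Of 24, 18 were higher and 1 lower in NELP than in Glc (median log2 fold change 3.63, adjusted p = 1.2e-04 by camera) and 19 were higher and 1 lower in ELP (3.45, adjusted p = 0.0014), with an adjusted p = 0.98 and 0.96 by camera with an estimated correlation. After rescaling 16 were higher in each, and 1 and 2 lower. Among 15 protein kinases, 11 were higher and 1 lower in NELP and 12 and 1 in ELP (7 and 8 higher after rescaling; 2 lower in each without Glc 2). Of 50 transporters, 24 were higher and 5 lower in NELP and 22 and 5 in ELP (16 and 7, and 15 and 12, after rescaling; 11 and 14 lower without Glc 1, and 9 lower in ELP without Glc 2). Lipases and phospholipases had 6 and 7 of 11 higher and 1 lower in NELP and ELP (6 and 6 higher after rescaling; 0 lower in NELP without Glc 2 and 2 lower in ELP without Glc 1). Of 61 glycosyltransferases 17 were higher and 2 lower in NELP and 26 and 4 in ELP, which turned to 4 and 7, and 4 and 10, after rescaling, and without Glc 2 the NELP counts were 29 and 5. Peptidases (30 genes) had 9 higher and 4 lower in NELP and 10 and 5 in ELP, which turned to 4 and 7, and 5 and 8, after rescaling; without Glc 1 they were 8 and 7, and 11 and 12, and without Glc 2 17 higher in NELP. Hypothetical genes (931) had 517 higher and 69 lower in NELP and 522 and 93 in ELP (338 and 88, and 343 and 156, after rescaling; 112 and 194 lower without Glc 1). Of 6 polysaccharide lyases 3 were higher and 1 lower in each (1 and 1 after rescaling, 2 and 2 in NELP and 1 and 2 in ELP without Glc 1).

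Secondary metabolism genes had 6 of 10 higher in NELP (fry adjusted p = 1.5e-04; adjusted p = 0.45 by camera with an estimated correlation) and 4 in ELP (7.3e-04; 0.94), or 4 and 2 after rescaling (fry adjusted p = 0.067 in ELP). Counts were 7 higher and 2 lower without Glc 2 in NELP and 3 higher and 1 lower without Glc 1 and 6 and 2 without Glc 2 in ELP. For NELP against ELP fry gave 0.036 (0.30 by camera with an estimated correlation) and 0.059 to 0.12 without NELP 1, NELP 2, NELP 3, ELP 1, ELP 3, Glc 1 or Glc 2. Quinone reductases, which reduce aromatic quinones, had 3 of 6 higher in each wood medium (fry adjusted p = 0.014 and 0.028; adjusted p = 0.75 and 0.94 by camera with an estimated correlation). In ELP their median log2 fold change of 0.39 was -0.25 after rescaling, where fry gave 0.14 in NELP and 0.24 in ELP and 2 were higher in each and 1 lower in ELP. In ELP fry gave 0.057 to 0.075 without NELP 1, ELP 1, ELP 2 or ELP 3; counts were 2 higher and 1 lower without ELP 3 or Glc 2 in ELP and 3 higher and 1 lower without Glc 2 in NELP. Photoreceptors had 2 of 3 higher in each (fry adjusted p = 0.014 and 0.025; 0.71 and 0.74 as an adjusted p by camera with an estimated correlation; 1 in each after rescaling, with fry at 0.057 and 0.11). Their counts were 1 higher and 0 lower without NELP 1, NELP 2 or NELP 3 in NELP and 1 higher and 0 lower without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2, ELP 3 or Glc 1 in ELP, with fry at 0.051 to 0.072 without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2 or ELP 3 in ELP. Carbohydrate esterases had 2 of 3 higher in NELP and 3 in ELP, a list that the paper chose on these samples.

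Transcription factors of the supplement had 3 of 6 higher in NELP and 3 higher and 1 lower in ELP (fry adjusted p = 3.3e-04 and 0.0013; adjusted p = 0.75 and 0.94 by camera with an estimated correlation), with a median in ELP of 0.50, or -0.15 after rescaling, where 1 was higher in each medium, 1 was lower in ELP and fry gave 0.20 in ELP. Counts were 4 higher and 2 lower without Glc 2 in NELP and 3 higher and 0 lower without ELP 1, ELP 2 or Glc 1 and 3 and 2 without Glc 2 in ELP. The response regulator cluster had 3 of 29 higher and 1 lower in NELP and 7 and 2 in ELP (fry adjusted p = 0.066 and 0.19, and 0.0031 and 0.0069 in the higher direction without Glc 2). After rescaling 1 was higher and 2 lower in NELP and 2 and 4 in ELP, and fry gave 0.017 and 0.0048 in the lower direction, with medians of 0.58 and 0.26 that were 0.026 and -0.36 after rescaling. Its counts were 13 higher and 1 lower without Glc 2 in NELP and 4 higher and 2 lower without ELP 1, 3 and 2 without ELP 2 and 13 and 2 without Glc 2 in ELP. Hydrophobins, small surface proteins, had 3 of 18 higher and 2 lower in each wood medium (fry adjusted p = 0.10 and 0.60), and medians of 0.18 and 0.17 became -0.28 and -0.37 after rescaling, where 1 was higher in NELP and 0 in ELP, 2 were lower in each and fry gave 0.0087 in ELP in the lower direction. Counts were 1 higher and 1 lower without NELP 1 or NELP 2, 2 and 1 without NELP 3 or Glc 1, 3 and 1 without ELP 2 and 7 and 5 without Glc 2 in NELP and 6 higher and 4 lower without Glc 2 in ELP, and fry gave 0.039 without NELP 3 in NELP. Of 4 GLP-like iron reductases 1 was higher and 2 lower in NELP and 1 and 1 in ELP (fry adjusted p = 0.065 and 0.22, and 0.0047 and 0.0087 in the lower direction after rescaling, with 0 higher and 1 lower in each), with counts of 0 higher and 1 lower without NELP 1, NELP 3, ELP 1, ELP 2, ELP 3 or Glc 1 and 0 and 0 without NELP 2 in NELP and 0 higher and 1 lower without NELP 1, NELP 2, ELP 1 or ELP 3, 0 and 0 without ELP 2 and 1 and 2 without Glc 2 in ELP, and fry at 0.025 without Glc 1 in NELP. Genes of Table 1 that the paper chose for ELP on these samples, which are not independent evidence, gave 0.036 by fry in NELP against ELP, in the lower direction (0.30 by camera with an estimated correlation; 0.051 to 0.12 without NELP 1, NELP 2, NELP 3, ELP 1, ELP 2 or ELP 3), and those chosen for NELP gave 0.0043 (0.095).

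More genes were higher than lower on wood, 3247 against 404 in NELP. Without each library's 10 highest genes the median log2 fold change of NELP was 0.56 (0.34 to 0.86 over pairs of libraries), against a bound of 0.27 set beforehand. That test could not have reached its bound. The 10 highest genes held 8.55 to 10.5% of the summed RPKM in NELP and 15.1 and 22.6% in Glc, shares too close for such a fall. The libraries were also brought to 1 sum, which changes the median by itself. Very abundant transcripts in Glc can thus account for a small part of the shift at most, and the test does not show that this part is absent. Glc 1 alone does not account for the shift, since the median difference of NELP from Glc 2 alone was 0.45, and 0.70 from Glc 1 alone. The scaling of the libraries cannot be told apart from a broad rise of transcripts on wood, since rescaling by median ratio centres the ratios and left 48.7% of the called genes higher by construction. A broad change of transcription with the carbon source, which the design would allow, is open and was not tested.

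The Glc libraries differed from each other more than replicates on wood did, with 35.1% of genes over 2-fold apart: 1224 were higher in Glc 1, among them 5 of 6 histones, and 2632 in Glc 2, among them 334 of 931 hypothetical genes and 12 of the 19 genes of Table 2. Depth is argued against, since 50.8% of genes with a Glc mean of at least 100 RPKM were over 2-fold apart. Of these same genes at most 9.11% were within a wood medium. Choosing genes by their Glc mean also takes in genes high in only 1 Glc library, so these shares overstate the gap. A trend with gene length is argued against as well, since 32.8% were apart after it was taken out (35.0% before). The 13 cellulases and hemicellulases stood in Glc 2 at a median of 2.88% of their NELP level (0.709 to 12.5%), and at 1.65% in Glc 1. RNA of wood cultures in Glc 2 would have raised them, so these values argue only against a large share of it. The paper named these genes from the same samples for their rise on wood, which favours low values in Glc. Glc 2 correlated more with each NELP library (0.869 to 0.878) than with Glc 1 (0.832). The design gives no difference between the Glc cultures, so no biological explanation was tested.

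Few genes passed between NELP and ELP, 1 in the fit of all media. A candidate explanation is the spread of the Glc libraries, which enters the estimate of the spread of each gene: with only NELP and ELP in the fit, 1144 genes passed. The median standard deviation on the log2 scale was 0.506 in Glc, against 0.194 in NELP and 0.217 in ELP. A difference between the media in resin and fats stays open for the genes themselves. The 6 wood libraries can be split in 10 ways, too few for a share under 0.05: the real split gave 1 gene with all media in the fit and 1144 with these media alone, 1 and 0 over 4-fold in NELP and in ELP, 1 over 2-fold, 19 and 59 over 4-fold and 2-fold with these media alone, and 8 lists by fry, and the highest of the other splits was 0 for each.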
